# Molecular and cytological profiling of biological aging of mouse cochlear inner and outer hair cells

**DOI:** 10.1016/j.celrep.2022.110665

**Published:** 2022-04-12

**Authors:** Huizhan Liu, Kimberlee P. Giffen, Lei Chen, Heidi J. Henderson, Talia A. Cao, Grant A. Kozeny, Kirk W. Beisel, Yi Li, David Z. He

## Abstract

Age-related hearing loss (ARHL) negatively impacts quality of life in the elderly population. The prevalent cause of ARHL is loss of mechanosensitive cochlear hair cells (HCs). The molecular and cellular mechanisms of HC degeneration remain poorly understood. Using RNA-seq transcriptomic analyses of inner and outer HCs isolated from young and aged mice, we show that HC aging is associated with changes in key molecular processes, including transcription, DNA damage, autophagy, and oxidative stress, as well as genes related to HC specialization. At the cellular level, HC aging is characterized by loss of stereocilia, shrinkage of HC soma, and reduction in outer HC mechanical properties, suggesting that functional decline in mechanotransduction and cochlear amplification precedes HC loss and contributes to ARHL. Our study reveals molecular and cytological profiles of aging HCs and identifies genes such as *Sod1, Sirt6, Jund*, and *Cbx3* as biomarkers and potential therapeutic targets for ameliorating ARHL.

## In brief

Using RNA-seq, advanced imaging, and electrophysiology, Liu et al. reveal molecular and cytological profiles of aging cochlear hair cells. Their study also suggests that a functional decline in mechanotransduction and cochlear amplification precedes hair cell loss and contributes to age-related hearing loss.

## INTRODUCTION

While many changes in the human body occur with biological aging, age-related hearing loss (ARHL) ranks among the top three chronic conditions in elderly population (Health, 1994). ARHL affects approximately one-third of adults 61 to 70 years of age and 80% of those older than 85 years (Gates et al., 1990; Mao et al., 2013). ARHL, or presbycusis, refers to the age-related changes of the peripheral and central auditory system that lead to hearing impairment and difficulty understanding spoken language. ARHL is characterized by decreased hearing sensitivity, reduced speech recognition in a noisy environment, and decreased central processing of acoustic information (Frisina, 2009). Loss of hearing in the elderly hinders the exchange of information, thus significantly impacting daily life and leading to social isolation, depression, and increased risk of dementia (Lin and Albert, 2014). Although age-related changes in the central auditory system also contribute to ARHL (Frisina, 2009), degenerative changes that lead to eventual loss of mechanosensory hair cells (HCs) in the cochlea of the inner ear is the most prevalent cause of ARHL (Ohlemiller, 2004).

The inner HCs (IHCs) and outer HCs (OHCs) are two types of sensory receptor cells in the mammalian cochlea. HCs transduce mechanical stimuli into electrical activity (mechanoe-lectrical transduction), mediated by the hair bundle in the apical surface of HCs. IHCs and OHCs have distinct morphology and function. IHCs are the true sensory receptors that transmit information to the brain, whereas OHCs serve as the effector cells that boost input to IHCs by a receptor potential-driven somatic motility (Brownell et al., 1985; Zheng et al., 2000). OHC motility, or electromechanical transduction, confers the mammalian cochlea with high sensitivity and exquisite frequency selectivity (Dallos et al., 2008; Liberman et al., 2002). Both types of HCs degenerate with age, though the molecular mechanisms are largely unknown. This fundamental lack of understanding directly impedes the development of therapeutics for intervention.

The goal of our study is to depict molecular and cellular changes associated with the biological aging of IHCs and OHCs to further elucidate the mechanism of HC aging. A fundamental understanding of molecular mechanisms driving phenotypic changes begins with a gene-level analysis. Thus, we utilized RNA-seq to analyze transcriptomes of isolated IHC, OHC, and stria vascularis cell (SVC) populations collected from cochleae of adult and aged CBA/J mice to identify aging-related transcriptional changes. Differential expression and enrichment analyses of genes related to common hallmarks of aging processes including transcription, DNA damage/repair, autophagy, and metabolic stress were examined to determine if HCs followed the same blueprint of biological aging seen in other terminally differentiated cells such as SVC, photoreceptors (Hall et al., 2017; Yi et al., 2020), and neurons (Lu et al., 2004; Ximerakis et al., 2019). We also examined cell type-specific aging signatures in IHCs and OHCs with a focus on genes related to unique HC structure and function. Furthermore, we examined cell type-specific biological processes to determine why OHCs are more vulnerable to aging than IHCs. At the cellular level we used advanced imaging and electrophysiology techniques to determine if there is an aging-related decline in mechanoelectrical and electromechanical transduction. Ultrastructural and cytological changes in HC stereocilia and soma, as well as changes in mechanical activity and property of OHCs were examined. Our study provides a comprehensive and systematic characterization of the molecular and cellular signatures of normal aging of IHCs and OHCs. Our cell type-specific transcriptomic dataset is expected to serve as a highly valuable resource for the neuroscience community to study aging processes in HCs and other sensory receptor cells in the neurosensory system.

## RESULTS

### Change in auditory function during aging

CBA/J mice were used for this study since they exhibit no hearing loss until late into their lifespan (Spongr et al., 1997; Sha et al., 2008; Ohlemiller et al., 2010), similar to human’s presbycusis. Auditory brainstem response (ABR), commonly used to determine hearing thresholds in animals, was measured at 1, 9, 18, 22, and 26 months to evaluate onset and progression of ARHL. Distortion product otoacoustic emission (DPOAE), reflecting OHC condition and function, was also measured. ABR and DPOAE thresholds of 1 months (month) and 9 months did not significantly differ (Figures S1A and S1B). At 18 months, ABR and DPOAE thresholds were significantly elevated at all frequencies. Thresholds were further elevated at all frequencies, especially at the low- and high-frequency range at 22 months. At 26 months, ABR thresholds were elevated by ~20 dB in the mid-frequency region and 35–40 dB at the low- and high-frequency regions, similar to previous studies in CBA mice (Spongr et al., 1997; Sha et al., 2008). The stria vascularis is responsible for the generation and maintaining of endocochlear potential (EP). Stria degeneration, which leads to reduction of EP, is thought to contribute to ARHL in gerbils and some mouse strains (Schulte and Schmiedt, 1992; Ohlemiller, 2006). Contrary to those findings, an increase in EP was observed in CBA mice at 26 months (Figure S1C), likely due to loss of OHCs (Liu et al., 2016, 2021). Thus, stria function is not reduced and unlikely responsible for ARHL seen in this study.

Confocal microscopy was used to evaluate HC survival along the length of the cochlea. The number of IHCs and OHCs at six cochlear locations was separately counted at 9, 22, and 26 months, with the mean count presented in Figure S1D. The percentage of surviving IHCs and OHCs at 22 months and 26 months was calculated compared to baseline HC numbers at the corresponding locations at 9 months (Figure S1E). The percentage of surviving HCs varied depending on the cochlear location (Figure S1E). There was a greater loss of HCs in the apical and basal ends of the cochleae compared to the mid-cochlear region, where most HCs remained, and a greater loss of OHCs than IHCs. HC loss was progressive, with more cell loss at 26 months than 22 months.

### Transcriptional changes in aging IHCs and OHCs

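The data comprised 16 RNA-seq libraries in 4 labelled groups of 4 (IHCs and OHCs, the inner and outer sensory HCs of the cochlea, at 9 and 26 months). The authors mapped the reads to the mouse genome (GRCm38) with CLC Genomics Workbench to exonic, intronic and intergenic sections and deposited RPKM per gene. Whole reads could be recovered from these values for 15700 of 20986 detected genes (within 0.001 read). The mapped reads per library came to 28826644 to 31243721 (median 29898097) for libraries labelled 9m IHC, 23161311 to 25617032 (median 24301358) for 26m IHC, 19666190 to 21030345 (median 20414642) for 9m OHC and 19990435 to 21226800 (median 20461536) for 26m OHC. The methods give 2 biological replicates with 2 technical repeats, and the deposited record counts each library as a biological replicate. Libraries 1 and 2, and libraries 3 and 4, of each group differed by about the sampling noise alone (mean chi-square per gene 1.012 to 1.085 in 8 pairs), whereas the other 16 pairs did not (2.119 to 2.713). Each such pair was therefore averaged and counted as 1 sample, giving n = 2 per group: averaged replicate 1 from libraries 1 and 2, and averaged replicate 2 from libraries 3 and 4. Their spread beyond counting error was a coefficient of variation of 1.07% to 2.23%, and adjusted p-values measure only this spread, which may be technical. Differential expression was tested with limma (trend) on log2(RPKM + 0.1) and called at an adjusted p of 0.1 or less and a log2 fold change of at least 1 in either direction, among genes with a mean of 0.1 RPKM or more in at least 1 of the groups compared. On this scale the changes of genes near 0.1 RPKM are understated, and where a group is at 0 RPKM the value is no bound on the ratio. The 3 other scalings tried were median ratio scaling, quantile normalization and rescaling without mitochondrially encoded genes.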

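The prestin gene *Slc26a5* (ENSMUSG00000029015, chromosome 5 from 21810655 to 21865604 of GRCm38), whose product drives OHC electromotility, was at 1.07 ± 0.0548, 816 ± 4.24, 0.172 ± 0.00137 and 1.85 ± 0.0778 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, so that its highest level was in libraries labelled 26-month IHC. *Ocm*, the OHC calcium buffer oncomodulin, was at 32.9, 12918, 97.0 and 1151 RPKM in that order, and *Chrna10*, a subunit of the nicotinic receptor of the efferent synapse, at 1.01, 869, 2.71 and 29.3 RPKM. *Chrna10* shares 35.7% of its 75-base windows with other genes' transcripts, so its reads are uncertain. Of 16 genes of OHC specialization, listed from general knowledge and the paper's text before the data were examined, 15 were higher and 0 lower in libraries labelled 26m IHC than in those labelled 9m IHC, 16 were lower in libraries labelled 26m OHC than in those labelled 26m IHC, and 2 were higher and 3 lower in libraries labelled 9m OHC than in those labelled 9m IHC. The counts were equal when adjusted over the list alone. *Otof*, which encodes the otoferlin of the IHC ribbon synapse, was at 349.6, 23.5, 138 and 76.8 RPKM, *Slc7a14*, an IHC gene in the paper, at 38.8, 0.0742, 21.3 and 9.21 RPKM, and *Tbx2*, a transcription factor of IHC fate, at 106, 0.921, 5.51 and 3.56 RPKM.

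**Figure D1:**
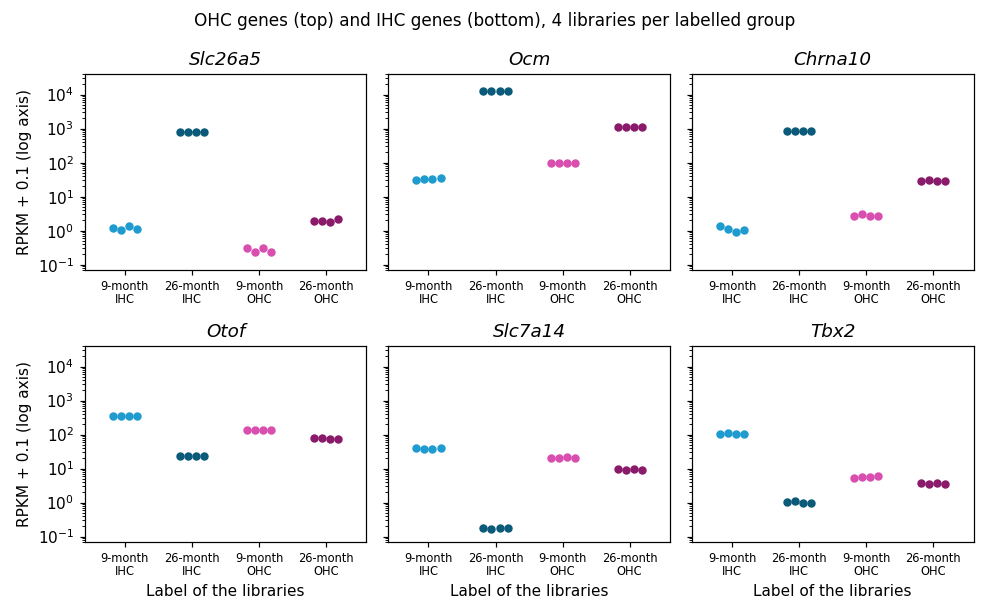
RPKM plus 0.1, on a log axis, of 3 OHC genes (top row) and 3 IHC genes (bottom row) in each library, grouped along the horizontal axis by the label of the libraries. Each point is 1 library, with 4 per labelled group. The 4 libraries labelled 26-month IHC sit highest for *Slc26a5*, *Ocm* and *Chrna10* (812 to 821 RPKM for *Slc26a5*) and lowest for *Otof*, *Slc7a14* and *Tbx2* (0.0635 to 0.0842 RPKM for *Slc7a14*).

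In view of these levels, samples are named by their labels throughout, and each age comparison was run in 2 ways. As labelled, libraries labelled 26 months were compared with libraries labelled 9 months of the same cell type. With exchanged labels, a reading chosen after seeing the data, the groups labelled 26m IHC and 9m OHC stand for each other, so that the IHC comparison is libraries labelled 9m OHC against 9m IHC and the OHC comparison is libraries labelled 26m OHC against 26m IHC. These comparisons are referred to as exchanged IHCs and exchanged OHCs.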

To examine changes in gene expression during aging, 1,000 IHCs and 1,000 OHCs from the upper basal (mid-cochlear) to apical turns were individually collected from cochleae of 9- and 26-month-old mice using the pipette aspiration technique (Figure S1F) (Liu et al., 2014). ABR and DPOAE thresholds at 9 months were indistinguishable from those at 1 month (Figure S1A). Importantly, influence from genes involved in HC development will be minimal. Age-matched SVCs from the inner ear were also collected for comparison because they functionally differ from HCs. Figure S1G presents an overview of the study design for cell collection and RNA-sequencing, along with representative images of isolated HCs and SVCs. Approximately 18,000 genes were detected in HCs and SVCs. 

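Among the 4 HC groups, 20986 genes had a value above 0 in at least 1 library. Hemoglobin genes were among them in libraries labelled IHC, with *Hba-a2* at 195, 2701, 4.22 and 5.10 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Reads are counted without regard to strand as far as the methods say, so that genes overlapping on opposite strands are not told apart. Stria vascularis cell (SVC) libraries were not analysed here. *Hba-a2* shares 80% of its 75-base windows with other genes' transcripts, so its reads are uncertain.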

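In libraries labelled 9-month IHC, 14459 genes had a mean above 0.1 RPKM, and the 4 libraries singly had 14373 to 14432. Libraries labelled 26-month IHC had 14452 (14399 to 14445). Read with exchanged labels, the number at 26 months was that of libraries labelled 9m OHC, 12559 (12554 to 12576). These libraries also had fewer mapped reads (median 20414642 against 29898097 in libraries labelled 9m IHC), and how far depth sets the number was not tested. *Klf12*, a transcription factor gene, was at 5.83, 6.10, 0.00645 and 0 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and thus above the background only in the libraries labelled IHC.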

After judiciously setting a cutoff for background value at 0.1 RPKM (reads per kilobase of transcript per million mapped reads), 14,542 and 12,597 genes were regarded as expressed in 9- and 26-month-old IHCs, respectively. Similarly, 14,535 and 13,856 genes were expressed in 9- and 26-month-old OHCs, respectively. 

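Libraries labelled 26-month OHC had 13821 genes with a mean above 0.1 RPKM (13792 to 13837 in single libraries). As labelled, the number was higher at 26 months than at 9 months, and with exchanged labels it was lower at 26 months. Mapped reads per library had a median of 20461536 here, 20414642 in libraries labelled 9m OHC and 24301358 in those labelled 26m IHC. *Trem2*, a receptor of macrophages and microglia, was at 0, 0.0231, 0.00253 and 9.34 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC and thus above the background in libraries labelled 26m OHC only.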

For SVCs, 15,094 and 15,082 genes were respectively expressed at 9 and 26 months.

To characterize the transcriptomic profiles underlying biological properties of aging HCs, differentially expressed genes were further analyzed. Differentially expressed genes are defined as those whose expression levels are above background with a Log2 fold change in expression ≥ |1| between the two ages (FDR p ≤ 0.10). The analysis identified 6,301 genes that were differentially expressed in 26-month-old IHCs, with 1,605 upregulated and 4,696 downregulated. 

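As labelled, 5138 of 15711 tested genes differed between the ages in IHCs, 2222 higher and 2916 lower at 26 months. The largest rises included genes of the eosinophil granule, *Prg2*, at a log2 fold change of 11.19 (SE 0.143, adjusted p = 2.96e-07), *Epx* (8.31) and *Ear1* (7.96), the neutrophil gene *S100a9* (7.72) and the OHC genes *Chrna10* (9.62), *Slc26a5* (9.45), *C1ql1* (8.98) and *Ocm* (8.61), followed by the ADP-ribosyltransferase gene *Art1* (8.60) and the fatty acid elongase gene *Elovl2* (8.41). The largest falls were in *Tpbgl*, at -9.75 (SE 0.0838, adjusted p = 1.15e-07), *Tctex1d1* (-9.15), *Rps6ka2* (-8.84), the neurotrophin-3 gene *Ntf3* (-8.79), *Rarres1* (-8.34), *Myl4* (-8.15), *March4* (-8.01), *Prdm12* (-7.88), *Slc7a14* (-7.80) and *Fam65c* (-7.75). With exchanged labels, 10085 of 15335 genes differed, 2650 higher and 7435 lower at 26 months. With median ratio scaling 44% of the calls were higher, and with quantile normalization 48.9%. Here the largest rises were in *Eno1b* (8.04), *Acot2* (7.28), *Cbx3* (6.73), *Inmt* (6.49), the ribosomal protein gene *Rps12* (6.47), *Pim1* (6.39), *Spry2* (6.25), *Zscan26* (6.25), *D17H6S53E* (6.18) and *Hist1h2bk* (6.17). The largest falls were in *Sntg2* (-8.58), *Ip6k3* (-8.54), *Rtn4rl2* (-8.25), *Pttg1* (-7.99), the hemoglobin gene *Hbb-bt* (-7.82), *Cmtm7* (-7.80), *Pdk2* (-7.44), *Lrrn1* (-7.40), *Cers1* (-7.40) and *Btg3* (-7.35). At a pseudocount of 1 RPKM the called genes were 892 higher and 1394 lower as labelled, and 1606 higher and 4696 lower with exchanged labels. *Eno1b* is similar to the enolase gene *Eno1*. *Tctex1d1* shares 80.9%, *Eno1b* 79.7%, *Hist1h2bk* 70.6%, *Hbb-bt* 53.8%, *Cers1* 47.7%, *Tpbgl* 37.3%, *Chrna10* 35.7%, *Ear1* 34.6%, *Rps6ka2* 27.6%, *Btg3* 27.1%, *Zscan26* 21.5%, *Art1* 20.9% and *Acot2* 20% of their 75-base windows with other genes' transcripts, so their reads are uncertain.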

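In libraries labelled OHC, 7367 of 14843 tested genes differed between the ages, 5288 higher and 2079 lower at 26 months. Genes of macrophages led the rises, with the lysozyme gene *Lyz2* at 10.81 (SE 0.179, adjusted p = 2.69e-06) and *Ctss* (10.50), *Tyrobp* (10.24), *Mmp12* (9.68), *Cd68* (9.59) and *Fcer1g* (9.01) after it, followed by *Lypd1* (8.43), *Stac2* (8.25), *Adssl1* (8.12) and *Otor* (8.01), a gene of cochlear fibrocytes. Falls were largest in *Agr3*, at -8.01 (SE 0.129, adjusted p = 2.59e-06), *Hilpda* (-6.74), *Dnph1* (-6.61), *R3hdml* (-6.61), *Fam212a* (-6.56), *Ribc1* (-6.14), *Zfp934* (-6.12), *Ankrd37* (-6.07), *Chac1* (-6.04) and the histone gene *Hist1h4h* (-5.91). With median ratio scaling 58.8% of the calls were higher and with quantile normalization 49.6%. With exchanged labels 10185 of 16043 genes differed, 4659 higher and 5526 lower at 26 months. The rises were led by *Mmp12*, at 9.68 (SE 0.0431, adjusted p = 2.38e-07), the neuronal genes *Vsnl1* (8.84), *Cplx1* (8.51), *Gng3* (8.22), *Tubb3* (7.81) and *Thy1* (7.78), and *Eno1b* (8.47), *Stac2* (8.30), *Fxyd2* (8.09) and *Lhfpl3* (7.90). The largest falls were in the hemoglobin genes *Hbb-bt*, at -11.90 (SE 0.0359, adjusted p = 2.38e-07), *Hba-a2* (-9.02) and *Hbb-bs* (-8.47), the eosinophil genes *Prg2* (-11.14) and *Epx* (-8.31), *Slc26a5* (-8.71), *Mmp23* (-9.29), *Gpam* (-8.81), *Cers1* (-8.80) and the tectorial membrane gene *Tectb* (-8.53). At a pseudocount of 1 RPKM, 3141 genes were higher and 1056 lower as labelled, and 3041 were higher and 3369 lower with exchanged labels. *Hba-a2* shares 80%, *Eno1b* 79.7%, *Hbb-bs* 60.9%, *Hbb-bt* 53.8%, *Cers1* 47.7%, *Hist1h4h* 43.8%, *Zfp934* 25.3% and *Gng3* 20.6% of their 75-base windows with other genes' transcripts, so their reads are uncertain.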

In 26-month-old OHCs, 6,408 genes were differentially expressed with 3,040 upregulated and 3,368 downregulated. 

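Lower genes made up more of the calls than higher genes in IHCs both as labelled (43.2% higher) and with exchanged labels (26.3% higher). In OHCs as labelled, 71.8% of the calls were higher, and with exchanged labels 45.7%. The median log2 fold change over all tested genes was -0.0889 and 0.447 for IHCs and OHCs as labelled and -0.934 and -0.201 with exchanged labels, and median ratio scaling moved it to 0.108, 0.0564, -0.201 and -0.0649. As labelled in IHCs this scaling put the higher calls at 51.8%. Ribosomal protein genes, whose transcripts take up many of the reads, had medians of 0.0881 and -0.26 as labelled and 2.64 and 2.34 with exchanged labels.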

In both HC populations, downregulated genes outnumbered upregulated ones. Interestingly, only 3,042 genes were differentially expressed in 26-month-old SVCs with a similar number of downregulated (1,674) and upregulated (1,368) genes. Figure 1A shows the heatmap comparison of differentially expressed genes between 9- and 26-month-old IHCs, while Figure 1B presents the volcano plot of differentially expressed genes in IHCs. Gene set enrichment analysis (GSEA) including gene ontology (GO) biological processes and KEGG pathways were used to examine upregulated and downregulated IHC genes. Significantly enriched processes are shown in Figure 1C. 

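Of 40 interferon-response genes listed beforehand, 4 of 32 measured members were higher and 16 lower (median log2 fold change -1) in IHCs as labelled (camera adjusted p = 0.0496 at a preset correlation of 0.01, adjusted p = 0.433 with an estimated correlation), and 6 higher and 14 lower of 32 (median -0.585) with exchanged labels, where the median turned to 0.419 with median ratio scaling and 0.234 with quantile normalization. Immediate early and stress-response genes were 1 higher and 16 lower of 28 (median -1.11) in IHCs as labelled (camera adjusted p = 0.00142 at a preset correlation of 0.01, adjusted p = 0.35 with an estimated correlation) and 4 higher and 21 lower of 29 (median -1.66) with exchanged labels (camera adjusted p = 0.247 at a preset correlation of 0.01, adjusted p = 0.615 with an estimated correlation). Among them the orphan nuclear receptor gene *Nr4a1* had log2 fold changes of -2.55 (SE 0.0629, adjusted p = 1.92e-06) and -6.02 (SE 0.0611, adjusted p = 5.18e-07), and the matricellular gene *Cyr61* -3.97 and -2.53. Genes of the cell cycle were 4 higher and 1 lower of 15 (median 0.0922) as labelled and 0 higher and 8 lower of 13 (median -2.18) with exchanged labels. All counts were equal when adjusted over each list alone. With n = 2 per group, camera with an estimated correlation has little power and passed for no list, so that not passing it is no evidence against a list.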

Downregulated pathways included cellular senescence, response to stress, metabolic processes, and innate immune response. 

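Core autophagy genes in IHCs as labelled were 1 higher and 7 lower of 41 (median -0.167), a median that turned to 0.0325 with median ratio scaling, with the conjugation genes *Atg10* at -2.0 and *Atg12* at -1.87. Genes of mTOR signaling were 1 higher and 5 lower of 40 (median -0.266), with *Rragd*, of amino acid sensing, at -3.33 and the translation repressor gene *Eif4ebp1* at 2.30, and genes of AMPK signaling 2 higher and 4 lower of 17 (median -0.29), with *Ppargc1a*, a coactivator of mitochondrial genes, at -2.68. By the exchanged labels the autophagy list was 2 higher and 32 lower of 41 (median -1.53), among them *Tfeb*, the transcription factor of lysosomal genes, at -4.60 (SE 0.0706, adjusted p = 7.45e-07), and the autophagy receptor gene *Optn* (-4.38). The mTOR list was 3 higher and 20 lower of 40 (median -0.943), with the nutrient sensor gene *Wdr24* at -6.05, and the AMPK list 1 higher and 9 lower of 17 (median -1.03), with the catalytic subunit genes *Prkaa1* at -6.26 and *Prkaa2* at -3.60. With exchanged labels camera gave an adjusted p = 0.0368 for the autophagy list at a preset correlation of 0.01 and an adjusted p = 0.615 with an estimated correlation, 0.673 and 0.852 for mTOR, and 0.272 and 0.652 for AMPK. Counts adjusted over the lists alone were the same.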

Genes involved in mTOR signaling, autophagy, and AMPK signaling pathways were also downregulated. Upregulated pathways included those related to oxidative phosphorylation, antioxidant activity, pathways of neurodegeneration, apoptotic processes and programmed cell death, reactive oxygen species biosynthesis, FoxO signaling pathways, and response to cytokine.

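Nuclear genes of oxidative phosphorylation were 3 higher and 0 lower of 77 (median 0.224) in IHCs as labelled and mitochondrially encoded ones 2 higher and 0 lower of 13 (median 0.606), with *Ndufa8* at 1.86 and *mt-Co2* at 1.20. With exchanged labels the nuclear list was 38 higher and 4 lower of 77 (median 0.989) and the mitochondrially encoded list 13 higher and 0 lower of 13 (median 3.05), led by *mt-Nd3* at 4.44 (SE 0.0584, adjusted p = 5.93e-07). Among the nuclear genes *Ndufa1* was at 1.64 and *Ndufs1* at -2.87. Mitochondrially encoded genes took 1.16% to 1.22% of mapped reads in libraries labelled 9m IHC and 9.27% to 9.56% in those labelled 9m OHC. Ribosomal protein genes were 76 higher of 79 (median 2.64) in the same comparison. Whether library quality enters these differences was not tested. The nuclear list had camera adjusted p = 5.48e-14 at a preset correlation of 0.01, adjusted p = 0.615 with an estimated correlation. Antioxidant genes were 4 higher and 10 lower of 34 (median -0.345) as labelled, where the peroxidase gene *Gpx4* was at -0.27, and 8 higher and 11 lower of 34 (median 0.192) with exchanged labels, led by the metallothionein genes *Mt2* (5.28) and *Mt1* (4.64). Insulin and FoxO signaling genes were 2 higher and 3 lower of 17 (median -0.198) as labelled and 4 higher and 5 lower of 17 (median 0.183) with exchanged labels. Genes of intrinsic apoptosis were 1 higher and 6 lower of 25 (median -0.216) as labelled, with the anti-apoptotic gene *Bcl2* at -4.41, and 0 higher and 12 lower of 26 (median -0.897) with exchanged labels, with *Bid*, which promotes apoptosis, at -4.41. The list counts were unchanged when adjusted over each list alone. *mt-Co2* shares 100%, *mt-Nd3* 90.9%, *Gpx4* 54.1%, *Mt2* 33.3% and *Bid* 23.4% of their 75-base windows with other genes' transcripts, so their reads are uncertain.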

Similarly, Figures 2A and 2B show a heatmap and volcano plot of differentially expressed genes in OHCs. In contrast to IHCs, GSEA of OHC genes showed downregulation of processes including detection of mechanical stimulus involved in sensory perception, response to ER stress, protein catabolic process, gene expression, hemostasis, ion channel activity, and mTOR signaling (Figure 2C). 

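Hair bundle genes were 9 higher and 14 lower of 53 (median -0.263) in OHCs as labelled and 4 higher and 41 lower of 52 (median -1.96) with exchanged labels. The latter included *Pdzd7*, a gene of the ankle links, at -6.15 (SE 0.0840, adjusted p = 5.23e-07), *Triobp* (-3.93), a gene of the stereocilia rootlets, and *Kncn* (-3.69). Genes of the stress response of the endoplasmic reticulum (ER) were 3 higher and 2 lower of 26 (median -0.0796) as labelled, where the kinase genes *Trib3* (-2.42) and *Eif2ak3* (-1.31) moved most, and 2 higher and 17 lower of 25 (median -1.47) with exchanged labels, with the chaperone genes *Hspa5* at -2.53 and *Pdia3* at -3.53. Proteasome genes were 1 higher and 0 lower of 31 (median -0.103) and 6 higher and 3 lower of 31 (median 0.338) in that order, and mTOR genes 11 higher and 2 lower of 39 (median 0.431), a median that turned to -0.157 with quantile normalization, and 9 higher and 14 lower of 40 (median -0.388). Potassium channel genes were 27 higher and 4 lower of 41 (median 1.67) as labelled and 20 higher and 16 lower of 44 (median 0.815) with exchanged labels, where the fall of *Kcnj13* (-6.23) and the rise of *Kcnk2* (6.31) were the largest in the list. Neuron genes were 30 higher of 31 in each of these comparisons (medians 2.94 and 5.82). With exchanged labels camera gave adjusted p = 2.39e-05 for the hair bundle and 0.000977 for ER stress at a preset correlation of 0.01, and with an estimated correlation adjusted p = 0.364 and 0.364. Adjusting over each list alone gave the same counts. *Kcnj13* shares 39.6% of its 75-base windows with other genes' transcripts, so its reads are uncertain. Calls of *Trib3* and *Eif2ak3* (OHCs as labelled) ended at a pseudocount of 1 RPKM.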

Upregulated pathways included neurogenesis, junction organization, synaptic transmission, inflammatory response, phagosome, and apoptosis (Figure 2C).

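Neuron, macrophage and interferon-response genes were mainly higher in libraries labelled 26-month OHC than in the groups they were compared with. Of 32 neuron genes listed beforehand as markers of spiral ganglion neurons, 30 of 31 measured were higher as labelled and 30 of 31 with exchanged labels, and none was lower. *Snap25*, of synaptic vesicle fusion, was at 62.9 ± 0.926, 15.1 ± 0.0865, 47.9 ± 0.584 and 280.0 ± 2.35 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Stmn3*, a microtubule regulator of neurons, was at, in the same order, 44.8, 11.5, 71.5 and 275 RPKM. Macrophage genes were 30 higher and 1 lower of 31 (median 5.92) as labelled and 26 higher and 2 lower of 32 (median 3.28) with exchanged labels, with *Lyz2* at 0.858, 40.7, 0.240 and 603 RPKM, and interferon-response genes 24 higher and 0 lower of 32 (median 1.86) and 29 higher and 4 lower of 35 (median 2.45) in the same order. Read with exchanged labels, the neuron list had camera adjusted p = 3.33e-10 at a preset correlation of 0.01, adjusted p = 0.364 with an estimated correlation, the macrophage list adjusted p = 4.99e-06 and adjusted p = 0.364, and the interferon-response list adjusted p = 5.28e-05 and adjusted p = 0.364. Ribbon synapse genes were 9 higher and 6 lower of 26 (median 0.506) as labelled, a median that turned to -0.119 with quantile normalization, and 13 higher and 4 lower of 26 (median 1.12) with exchanged labels. Genes of intrinsic apoptosis were 6 higher and 2 lower of 24 (median 0.0498) as labelled, a median that turned to -0.34 with median ratio scaling and -0.543 with quantile normalization, and 6 higher and 8 lower of 26 (median 0.0247) with exchanged labels, turning to -0.0155 with quantile normalization. In that order, supporting cell genes were 11 higher and 4 lower of 28 (median 0.593) and 15 higher and 7 lower of 29 (median 1.05), and glial genes 4 higher and 5 lower of 14 (median 0.361) and 6 higher and 6 lower of 14 (median -0.399), the former median turning to -0.0273 with median ratio scaling and -0.144 with quantile normalization. Adjusting over each list alone changed no count.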

The differentially expressed genes were further analyzed to identify the top genes commonly up- or downregulated in HCs and each individual cell type during aging. 

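As labelled, 725 genes were higher and 418 lower at 26 months in both HC types, where independent lists would share 488.3 and 307.1. In opposite directions, 240 were higher in IHCs and lower in OHCs and 967 lower in IHCs and higher in OHCs, where independent lists would share 187.6 and 799.4. The log2 fold changes of the 13498 genes tested in both were correlated at 0.056 across genes, which are not independent replicates. With exchanged labels, 1516 were higher and 3467 lower in both against 618.6 and 2315 for independent lists, and 259 were higher in IHCs and lower in OHCs and 1063 the other way round, against 772.1 and 1855, with a correlation of 0.466 over 14322 genes. The numbers higher and lower in both were 2152 and 2460 with median ratio scaling and 2129 and 2211 with quantile normalization. Of 79 ribosomal protein genes, 76 were higher in IHCs and 73 in OHCs with exchanged labels, such as *Rps27* (4.44 in IHCs and 3.50 in OHCs), and *Rps29* (3.20 and 1.58). *Lyz2* (5.41 in IHCs and 10.81 in OHCs) was higher in both as labelled, and *Rragb*, of amino acid sensing (-6.67 and -6.86), was lower in both with exchanged labels. The Y-linked gene *Ddx3y* was at 2.29, 16.3, 0.00788 and 0.00788 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, so that with exchanged labels this difference goes with age. *Rps27* shares 25% and *Rps29* 25% of their 75-base windows with other genes' transcripts, so their reads are uncertain.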

Figures 3A and 3B show the top 200 up- and downregulated genes in both HC types. To determine if these genes show the same expression trend in SVCs, differential gene expression in aging SVCs was also examined. Only 22 genes (marked by red asterisks in Figures 3A and 3B) showed a similar increase or decrease in expression, suggesting most of these genes are HC specific. We also examined genes specific to only IHCs or OHCs. 

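Differences between the HC types were tested as the interaction of age and cell type, which gives the same value in both readings of the labels (the change in OHCs minus the change in IHCs). It called 9642 of 17056 genes. As labelled, 1487 genes were called in IHCs and not in OHCs, of which 1186 also had an interaction, and 3920 in OHCs and not in IHCs, of which 3363 had one. By the exchanged labels the numbers were 2892 (2145) for IHCs and 2355 (1803) for OHCs. *Syt4*, a synaptotagmin of synaptic and secretory vesicles, had an interaction of 7.57 on the log2 scale (adjusted p = 4.74e-09), and the OHC gene *Slc26a5* one of -6.61 (adjusted p = 3.21e-09). The deacetylase gene *Sirt7* stood at 1.23 and the growth factor receptor gene *Igf1r* at -0.96, the latter below the threshold of 1.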

Figures 3C and 3D illustrate the top 50 genes whose expression was up- or downregulated only in 26-month-old IHCs or OHCs.

We next examined the expression of genes known to be associated with cellular processes of biological aging. Past studies identified genes and pathways (such as insulin/IGF-1, SIRT, and mTOR) regulating aging and longevity (van Heemst, 2010; Weichhart, 2018; Lee et al., 2019). GO annotations and GenAge database (Tacutu et al., 2018) include roughly 300 genes related to aging in mice and humans. Figure 4 presents the top 30 up- and downregulated aging-related genes in 26-month-old IHCs and OHCs. *Igf1r* (daf-2) and *Foxo3* (daf-16), two genes identified as part of the first metabolic pathway discovered to regulate the rate of aging in the worm (Kimura, 1997; Lin et al., 2001), were upregulated in both types of HCs. 

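*Igf1r*, the receptor of insulin-like growth factor 1, was at 0.977 ± 0.0313, 4.08 ± 0.0597, 4.11 ± 0.00459 and 8.31 ± 0.274 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Foxo3* (ENSMUSG00000048756, chromosome 10 from 42181841 to 42276755 of GRCm38), a transcription factor downstream of this receptor, was at 0.785 ± 0.0267, 1.45 ± 0.0221, 15.8 ± 0.0152 and 13.0 ± 0.147 RPKM (SD, n = 2) in that order. In IHCs as labelled, *Igf1r* rose by 1.96 (SE 0.0549, adjusted p = 2.87e-06) on the log2 scale, while *Foxo3* was at 0.81 (SE 0.0675, adjusted p = 0.000156), under the threshold of 1. Neither passed in OHCs as labelled (0.996 and -0.28). With exchanged labels both rose in IHCs (1.97 and 4.17) and in OHCs (1.01 and 3.07), at an adjusted p of at most 1.18e-05. The call of *Igf1r* (exchanged OHCs) ended at a pseudocount of 1 RPKM. *Igf1r* also lost its call (exchanged OHCs, log2 fold change 0.97 to 0.99) without 26m IHC replicate 3, 26m OHC replicate 4, 26m IHC averaged replicate 2 or 26m OHC averaged replicate 2.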

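The insulin-like growth factor gene *Igf1* was at 4.55 ± 0.0867, 1.39 ± 0.103, 23.9 ± 0.515 and 12.0 ± 0.381 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled it fell in IHCs (-1.65, SE 0.0653, adjusted p = 9.4e-06) and was at -0.99 in OHCs, short of the threshold, which it passed with median ratio scaling, with quantile normalization and after rescaling without mitochondrially encoded genes. It rose with exchanged labels, by 2.37 in IHCs and 3.03 in OHCs.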

*Igf1* was also upregulated. The sirtuins are a class of NAD^+^-dependent deacetylases comprising seven members in mammals. 

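Of the sirtuin deacetylases, *Sirt1* was at 2.97 ± 0.223, 3.38 ± 0.428, 1.36 ± 0.184 and 1.54 ± 0.155 RPKM (SD, n = 2) and *Sirt7*, a nucleolar sirtuin, at 14.2, 19.3, 1.76 and 5.85 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled neither passed the test in IHCs (0.18 and 0.45), and in OHCs *Sirt7* rose (1.68, SE 0.0618, adjusted p = 1.74e-05) while *Sirt1* was at 0.17. With exchanged labels *Sirt1* fell in IHCs (-1.08) and OHCs (-1.09), and so did *Sirt7* (-2.94 and -1.71). The 7 sirtuin genes had 1 higher and 0 lower of 7 (median 0.177) in IHCs and 3 higher and 1 lower of 7 (median 0.34) in OHCs as labelled. The counts with exchanged labels were 1 higher and 3 lower of 7 (median -0.434) and 2 higher and 3 lower of 7 (median -0.00319). The latter 3 medians turned sign, to -0.0568 with median ratio scaling in OHCs as labelled, 0.292 with median ratio scaling in IHCs and 0.123 with median ratio scaling, 0.39 with quantile normalization and 0.0813 after rescaling without mitochondrially encoded genes in OHCs with exchanged labels. Adjusted over the list alone the counts were equal. Calls of *Sirt1* (exchanged IHCs and exchanged OHCs) ended at a pseudocount of 1 RPKM and under at least 1 of the 3 other scalings. *Sirt1* also lost its call (exchanged IHCs, log2 fold change -0.95) without 9m OHC averaged replicate 1, and again (exchanged OHCs, log2 fold change -0.99 to -0.96) without 26m IHC averaged replicate 2 or 26m OHC averaged replicate 1.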

*Sirt1* and *Sirt7* were downregulated in both HC types at 26 months. *Sirt3* and *Sirt5* were downregulated in IHCs, while *Sirt4* was downregulated in OHCs at 26 months. 

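The mitochondrial sirtuin gene *Sirt3* was at 14.8, 18.4, 18.8 and 44.4 RPKM, *Sirt5* at 5.31, 14.3, 1.06 and 14.2 RPKM and *Sirt4* at 3.95, 4.45, 4.39 and 0.899 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled, *Sirt5* rose in IHCs (1.41, SE 0.0313, adjusted p = 1.4e-06), *Sirt3* was at 0.31, and in OHCs *Sirt3* and *Sirt5* rose (1.24 and 3.63) while *Sirt4* fell (-2.18, SE 0.177, adjusted p = 0.000248). With exchanged labels *Sirt5* fell in IHCs (-2.23), *Sirt3* was at 0.34 there, and in OHCs *Sirt4* fell (-2.20) and *Sirt3* rose (1.27). *Sirt5* shares 31.6% of its 75-base windows with other genes' transcripts, so its reads are uncertain. The call of *Sirt3* (OHCs as labelled) ended under at least 1 of the 3 other scalings.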

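*Sirt6* (ENSMUSG00000034748, chromosome 10 from 81621785 to 81627797 of GRCm38), a chromatin-bound deacetylase of DNA repair, was at 0.951 ± 0.0535, 0.778 ± 0.114, 10.8 ± 0.0447 and 13.7 ± 0.426 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. The difference between the ages was -0.26 (SE 0.113, adjusted p = 0.0767) in IHCs and 0.34 (SE 0.0340, adjusted p = 0.000542) in OHCs as labelled, on the log2 scale, below the threshold of 1. It rose by 3.38 (SE 0.0524, adjusted p = 7.53e-07) in IHCs and 3.98 (SE 0.0988, adjusted p = 2.18e-06) in OHCs with exchanged labels. The interaction was 0.60, also under the threshold.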

*Sirt6* is the only gene in this seven-gene family that was upregulated in both IHCs and OHCs at 26 months. *Sirt2* was highly expressed in both types of HCs with no significant change during aging. 

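*Sirt2*, a mainly cytoplasmic tubulin deacetylase, was at 56.5 ± 1.17, 31.0 ± 1.27, 41.8 ± 1.29 and 48.7 ± 2.05 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Its log2 fold changes were -0.86 (SE 0.0365, adjusted p = 1.17e-05) in IHCs and 0.22 (SE 0.0414, adjusted p = 0.006) in OHCs as labelled. With exchanged labels they were -0.43 (SE 0.0326, adjusted p = 0.000116) and 0.65 (SE 0.0454, adjusted p = 8.64e-05). The threshold of 1 was not reached in any of these comparisons, and the interaction was 1.08 (adjusted p = 2.23e-06).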

*Jund* was downregulated in both HC types. 

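*Jund*, an AP-1 transcription factor subunit, was at 72.9 ± 0.607, 28.4 ± 0.937, 6.95 ± 0.0816 and 6.09 ± 0.155 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. It fell in IHCs both as labelled (-1.36, SE 0.0307, adjusted p = 1.47e-06) and with exchanged labels (-3.37). In OHCs it was at -0.19 as labelled and fell with exchanged labels (-2.20). Of its 75-base windows, 46.9% occur in other genes' transcripts as well.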

JUND is known to protect cells from p53-dependent senescence and apoptosis (Weitzman et al., 2000). Oxidative stress is another biological process associated with aging. Approximately 426 proteins participate in the oxidative phosphorylation pathway according to the KEGG pathways dataset. 

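As labelled, in OHCs nuclear genes of oxidative phosphorylation were 5 higher and 0 lower of 77 (median -0.0281), a median that turned to 0.136 with quantile normalization, and mitochondrially encoded ones 0 higher and 0 lower of 13 (median -0.335), a median that came to 0 within rounding with quantile normalization. The complex I subunit genes *Ndufs1* (2.30, SE 0.0589, adjusted p = 6.4e-06) and *Ndufv1* (1.36) rose. With exchanged labels the nuclear list was 22 higher and 6 lower of 77 (median 0.739) and the mitochondrially encoded list 13 higher and 0 lower of 13 (median 2.16). Among their members were *Atp5g1*, of the ATP synthase, at 2.42, *Ndufa6* at 2.28, *Cox8a*, of cytochrome c oxidase, at -1.05, *mt-Nd3* at 3.03 and *mt-Nd6* at 2.74. Read with exchanged labels, the nuclear list had camera adjusted p = 1.28e-05 at a preset correlation of 0.01, adjusted p = 0.364 with an estimated correlation. Counts adjusted over each list alone were unchanged. *mt-Nd3* shares 90.9% of its 75-base windows with other genes' transcripts, so its reads are uncertain. Calls of *Ndufv1* (OHCs as labelled) and of *Cox8a* (exchanged OHCs) ended under at least 1 of the 3 other scalings.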

Figure 4 lists the top 30 up- and downregulated genes in 26-month-old IHCs and OHCs.

Transcription factors (TFs) play an essential role in the complex regulation of gene expression during aging. The change in expression of genes encoding ~1,700 TFs, including those that act as transcription co-factors or have other regulatory functions, was compared using a previous publication (Li et al., 2016). Figure 4 shows the top 30 up- and downregulated TF genes in 26-month-old IHCs and OHCs. Many TF genes such as *Pim1*, *Cbx3*, *Ppp1r16b*, *Cux*, *Sox11*, *Notch2*, *Maf*, and *Datad1* were upregulated in both types of aging HCs. 

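*Pim1*, a serine/threonine kinase gene, was at 0.287, 0.217, 32.3 and 33.6 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Gatad1* was at, in the same order, 2.32, 1.63, 73.8 and 61.0 RPKM, *Cux2* at 0.498, 0.263, 9.45 and 13.0 RPKM, *Maf* at 0.206, 0.126, 3.06 and 12.7 RPKM and *Ppp1r16b* at 0.0103, 0.0844, 1.62 and 4.79 RPKM. In IHCs as labelled *Ppp1r16b* was below the filter and none of the others passed, and in OHCs as labelled 2 of 5 rose, *Maf* (2.02, SE 0.0439, adjusted p = 4.36e-06) and *Ppp1r16b* (1.51). With exchanged labels, all 5 rose in IHCs (log2 fold change 3.37 to 6.39, adjusted p at most 1.52e-06) and in OHCs (4.73 to 6.73, adjusted p at most 8.06e-07), a set that the study chose on these samples and that is not independent evidence of a direction. The call of *Ppp1r16b* (OHCs as labelled) ended under at least 1 of the 3 other scalings.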

Several genes such as *Klf12*, *Ssbp4*, *Mcm6*, *H2afx*, and *Taf9* shared the same trend of downregulation among the top 30 TF genes.

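*Ssbp4* was at 7.81, 4.77, 0.0113 and 0 RPKM, and *Taf9*, a subunit of the general transcription factor TFIID, at 2.26, 1.21, 0 and 0.0472 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Klf12*, *Ssbp4* and *Taf9* did not pass in IHCs as labelled (0.06, -0.70 and -0.85), and in OHCs as labelled they were below the filter of 0.1 RPKM. All 3 fell with exchanged labels, at -5.80, -6.16 and -4.56 in IHCs (adjusted p at most 2e-06) and at -5.95, -5.61 and -3.23 in OHCs (adjusted p at most 0.000372). *Taf9* shares 75% of its windows with other genes.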

Autophagy and DNA damage/repair are two mechanisms involved in aging, so the expression of genes related to these processes was examined. 

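*Gsk3b*, a kinase of many signaling pathways, was at 9.05 ± 0.0735, 5.58 ± 0.0972, 105 ± 1.21 and 92.1 ± 2.01 RPKM (SD, n = 2), *Pikfyve*, the lipid kinase of endosomes, at 1.07, 0.742, 16.7 and 9.42 RPKM, *Mt3*, a metallothionein, at 4.01, 0.554, 14.4 and 59.2 RPKM and *Stk11*, the kinase LKB1, at 1.19, 2.57, 9.10 and 15.7 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Of 9 genes (these with *Fbxw7*, *Epm2a*, *Fnbp1l*, *Yod1* and *Fundc2*), 1 rose in IHCs as labelled, *Stk11* (1.05, SE 0.0691, adjusted p = 6.16e-05), and 1 fell, *Mt3* (-2.66). In OHCs as labelled 3 rose, *Mt3* (2.03), *Fbxw7* (2.13) and *Fundc2* (1.46). With exchanged labels all 9 rose in IHCs (log2 fold change 1.30 to 3.84, adjusted p at most 6.47e-05) and OHCs (2.44 to 6.52, adjusted p at most 2.28e-06). As the study chose these genes on the same samples, their counts are not independent evidence. The call of *Stk11* (IHCs as labelled) ended at a pseudocount of 1 RPKM. *Stk11* also lost its call (IHCs as labelled, log2 fold change 0.99) without 9m IHC replicate 1 or 9m IHC averaged replicate 2.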

Of the top 30 upregulated genes involved in autophagy, 11 genes (*Mt3*, *Fbxw7*, *Gsk3b*, *Epm2a*, *Pikfyve*, *Epm2a*, *Foxo3*, *Fnbp1l*, *Stk11*, *Yod1*, and *Fundc2*) were common in IHCs and OHCs (Figure 4). Four genes (*Rragb*, *Snca*, *Arsb*, and *Mfsd8*) were among the top genes commonly downregulated in both IHCs and OHCs. 

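*Rragb* (ENSMUSG00000041658, chromosome X from 153139981 to 153171943 of GRCm38), a GTPase of amino acid sensing, was at 16.1 ± 0.0278, 12.8 ± 0.469, 0.0598 ± 0.00496 and 0.0108 ± 0.000338 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and the lysosomal genes *Arsb* and *Mfsd8* at 13.4, 11.4, 0.00600 and 0.475 RPKM and 15.9, 23.0, 1.56 and 1.94 RPKM. As labelled *Arsb* rose in OHCs (2.44, SE 0.116, adjusted p = 3.83e-05), where *Rragb* was below the filter. Neither *Rragb* (-0.33) nor *Arsb* (-0.22) passed in IHCs as labelled. These 3 genes fell with exchanged labels, in IHCs between -6.99 and -3.27 (adjusted p at most 9.83e-07) and in OHCs between -6.86 and -3.50 (adjusted p at most 1.34e-06), not independent evidence as the study picked them here. *Arsb* shares 55.3% of its windows with other genes. The call of *Arsb* (OHCs as labelled) ended at a pseudocount of 1 RPKM.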

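*Gatsl3*, a regulator of arginine sensing by mTORC1, was at 5.56, 3.85, 5.43 and 0 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Wdr24*, part of the GATOR2 complex of amino acid sensing, was at, in the same order, 10.1, 10.4, 0.0535 and 5.83 RPKM. As labelled, in OHCs *Gatsl3* fell (-5.79, SE 0.0604, adjusted p = 2.04e-06) and *Wdr24* rose (5.27). With exchanged labels *Gatsl3* fell in OHCs (-5.30). The interaction was -5.27 for *Gatsl3* (adjusted p = 8.29e-09) and 5.22 for *Wdr24* (adjusted p = 6.82e-09).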

Interestingly, mTOR signaling, known to regulate autophagy, was downregulated in both types of HCs. Within the top 30 upregulated genes involved in DNA damage/repair (Figure 4), 12 genes (*Maf1*, *Actr2*, *Mgmt*, *Sirt6*, *Rad9b*, *Otub1*, *Taok1*, *Eya2*, *Tigar*, *Fign*, *Gtf2h5*, and *Sprtn*) were common in both HC types. 

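*Actr2*, the Arp2/3 complex subunit ARP2, was at 7.67 ± 0.252, 4.27 ± 0.0932, 119 ± 2.33 and 109.8 ± 1.92 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Otub1*, a deubiquitinase of the DNA damage response, was at, in the same order, 41.2, 30.0, 228 and 269 RPKM. *Maf1*, a repressor of RNA polymerase III, was at 104, 107, 12.4 and 10.1 RPKM and *Tigar*, a regulator of glycolysis, at 1.26, 0.650, 0.227 and 4.16 RPKM. Of the 11 genes measured (these with *Mgmt*, *Rad9b*, *Taok1*, *Eya2*, *Fign*, *Gtf2h5* and *Sprtn*), none passed the test in IHCs as labelled (log2 fold change -0.86 to 0.74). For OHCs as labelled 2 rose, *Mgmt* (1.90, SE 0.0555, adjusted p = 9e-06) and *Tigar* (3.72). With exchanged labels 9 rose in IHCs while *Maf1* (-3.06) and *Tigar* (-2.08) fell, and 10 rose in OHCs while *Maf1* fell (-3.38). The study chose the set on these samples, so its counts are not independent evidence of a direction. *Rad9b* shares 40.2% of its windows with other genes. Calls of *Tigar*, *Mgmt* and *Sprtn* (exchanged IHCs) ended at a pseudocount of 1 RPKM.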

For the top 30 downregulated genes, three (*H2afx*, *Pttg1*, and *Tdg*) were common in both populations of HCs.

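*Pttg1*, which encodes securin, was at 28.5 ± 0.0985, 35.0 ± 0.555, 0.0123 ± 0.000526 and 1.41 ± 0.266 RPKM (SD, n = 2) and *Tdg*, a thymine DNA glycosylase gene, at 27.1, 21.5, 2.06 and 1.61 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Neither passed in IHCs as labelled (0.29 and -0.33), and in OHCs as labelled *Pttg1* rose (3.74, SE 0.138, adjusted p = 1.74e-05) with *Tdg* at -0.34. *Tdg* fell with exchanged labels in IHCs (-3.65) and OHCs (-3.66), and *Pttg1* in OHCs (-4.55). The list of 63 DNA repair genes had 3 higher and 4 lower of 60 (median -0.0298) in IHCs and 19 higher and 10 lower of 59 (median 0.317) in OHCs as labelled, medians that turned to 0.197 with median ratio scaling and 0.133 with quantile normalization and to -0.0619 with median ratio scaling and -0.342 with quantile normalization. The counts with exchanged labels were 10 higher and 36 lower of 62 (median -1.26) and 9 higher and 26 lower of 61 (median -0.685). *Nhej1*, of DNA end joining, was at 6.02 in OHCs as labelled, and with exchanged labels *Fancg*, of crosslink repair, was at -5.48 in IHCs and *Rad51c*, of homologous recombination, at -5.19 in OHCs. Counts adjusted over the list alone were equal. *Tdg* shares 54.3% of its windows with other genes.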

Histone acetylation and deacetylation play a key role in the regulation of gene expression. These reactions are typically catalyzed by enzymes with histone acetyltransferase (HAT) or histone deacetylase (HDAC) activity. 

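The histone acetyltransferase gene *Kat7* was at 14.7, 15.2, 5.27 and 3.86 RPKM, and the deacetylase genes *Hdac2*, *Hdac5* and *Hdac10* were at 23.9, 21.5, 10.6 and 10.3 RPKM, at 9.39, 8.99, 3.14 and 1.73 RPKM and at 5.20, 7.54, 0.0289 and 2.57 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Atf2*, a transcription factor with acetyltransferase activity, was at 10.7, 7.36, 1.25 and 2.85 RPKM. None of the 5 genes passed in IHCs as labelled (log2 fold change -0.54 to 0.53). As labelled, in OHCs *Hdac10* (4.38, SE 0.0834, adjusted p = 3.36e-06) and *Atf2* (1.13) rose. With exchanged labels all 5 fell, in IHCs between -5.37 and -1.17 (adjusted p at most 7.19e-06) and in OHCs between -2.31 and -1.05 (adjusted p at most 1.66e-05), which is not independent evidence, since the study chose them on these samples. *Hdac11* was at 0.681, 2.29, 6.00 and 4.95 RPKM, rose in IHCs as labelled (1.62, SE 0.0621, adjusted p = 8.4e-06) and with exchanged labels in IHCs (2.97) and OHCs (1.08), and was at -0.27 in OHCs as labelled. *Hdac11* shares 21.2% of its windows with other genes. Calls of *Atf2* (OHCs as labelled), *Hdac2* (exchanged OHCs) and of *Hdac11* (IHCs as labelled and exchanged OHCs) ended at a pseudocount of 1 RPKM, and calls of *Atf2* (OHCs as labelled), *Hdac2* (exchanged IHCs and exchanged OHCs) and of *Kat7* and *Hdac5* (exchanged IHCs) ended under at least 1 of the 3 other scalings. *Hdac2* also lost its call (exchanged OHCs, log2 fold change -0.997) without 26m IHC averaged replicate 2.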

Downregulation of *Atf2*, *Kat7*, *Hdac2*, *Hdac5*, and *Hdac10* and upregulation of only one gene, *Hdac11*, were observed in both IHCs and OHCs. *EP300*, *Gcn5* (*Kat2a*), *Taf1*, *Elp3*, *Kat7*, *Hdac1*, *Hdac3*, and *Hdac7* were downregulated in IHCs, while *Hat1* and *Hdac9* were downregulated in OHCs at 26 months. 

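*Kat2a*, which encodes the acetyltransferase GCN5, was at 3.83, 2.64, 0 and 2.17 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Hdac1* was at, in the same order, 37.3, 25.0, 2.86 and 13.0 RPKM, *Hdac3* at 95.4, 30.3, 43.4 and 41.9 RPKM and *Hdac7* at 0.919, 3.05, 3.19 and 6.10 RPKM. As labelled, *Hdac3* fell in IHCs (-1.65, SE 0.0219, adjusted p = 3.24e-07) and *Hdac7* rose (1.63), while *Ep300* (0.14), *Kat2a* (-0.52), *Taf1* (-0.63), *Elp3* (-0.18) and *Hdac1* (-0.58) did not pass. With exchanged labels *Kat2a* (-5.29), *Elp3* (-1.33), *Hdac1* (-3.66) and *Hdac3* (-1.14) fell in IHCs and *Hdac7* rose (1.69), with *Ep300* at -0.89 and *Taf1* at -0.96. *Hat1*, the acetyltransferase of new histones, was at 15.7, 14.9, 16.3 and 6.41 RPKM and *Hdac9* at 1.74, 2.33, 1.38 and 0.249 RPKM. Both fell in OHCs as labelled (-1.33, SE 0.0404, adjusted p = 9.98e-06, and -2.08) and with exchanged labels (-1.21 and -2.80). *Hdac1* shares 53.2% of its windows with other genes. Calls of *Elp3* and *Hdac3* (exchanged IHCs) and of *Hat1* (exchanged OHCs) ended under at least 1 of the 3 other scalings, and the call of *Hdac9* (OHCs as labelled) ended at a pseudocount of 1 RPKM.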

DNA methylation, catalyzed by the DNA methyltransferases (DNMTs), is regarded as a key player in epigenetic silencing of transcription (Moore et al., 2013). DNA methylation is regulated by a family of DNMTs: DNMT1, DNMT2, DNMT3A, DNMT3B, and DNMT3L. 

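*Dnmt1*, the maintenance DNA methyltransferase, was at 3.88 ± 0.193, 3.34 ± 0.115, 2.19 ± 0.000913 and 3.79 ± 0.319 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Dnmt3a*, a de novo methyltransferase, was at, in the same order, 3.31 ± 0.0794, 1.99 ± 0.00800, 2.76 ± 0.0962 and 9.16 ± 0.181 RPKM (SD, n = 2). *Dnmt1* passed in no comparison, at -0.21 in IHCs and 0.76 in OHCs as labelled and -0.80 and 0.18 with exchanged labels. *Dnmt3a* rose in OHCs as labelled (1.69, SE 0.0430, adjusted p = 6.22e-06) and with exchanged labels (2.14), and was at -0.70 and -0.25 in IHCs. The interaction of *Dnmt3a* was 2.40 (adjusted p = 4.53e-08), a larger increase in OHCs.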

*Dnmt1* and *Dnmt3a* expression was detected in both types of HCs; however, *Dnmt1* was downregulated in aging IHCs, while *Dnmt3a* was upregulated in aging OHCs. Both encode proteins that are important components of mammalian epigenetic gene regulation and important for maintaining methylation patterns following DNA replication.

HCs contain specializations in the apical and basolateral membranes for mechanotransduction, electrical potential, and synaptic transmission. Figure 5A shows the change in expression of 112 genes encoding stereocilia-associated proteins based on published mass spectrometry data (Krey et al., 2015). 

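Genes of the stereocilia included *Myo7a* (ENSMUSG00000030761, chromosome 7 from 98051060 to 98119524 of GRCm38), a motor of the hair bundle, at 40.7 ± 1.35, 39.0 ± 1.04, 8.52 ± 0.0768 and 9.87 ± 0.00979 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Espn*, an actin bundler, was at, in the same order, 32.4, 52.7, 6.34 and 4.14 RPKM. *Clrn1* was at 39.6, 100.3, 18.9 and 18.0 RPKM, *Myo6* at 159, 144, 67.7 and 50.4 RPKM, *Rdx* at 30.2, 43.4, 13.5 and 13.0 RPKM and *Ush1c* at 127, 98.0, 77.8 and 36.2 RPKM. As labelled, *Clrn1* (1.34, SE 0.0257, adjusted p = 8.93e-07) and *Myo15* (1.85) rose in IHCs and the other 6 did not pass, and in OHCs only *Ush1c* fell (-1.10) of the 8. With exchanged labels 6 of 8 fell in IHCs, led by *Espn* (-2.33, SE 0.0468, adjusted p = 1.24e-06) and *Myo7a* (-2.24), while *Myo15* (-0.30) and *Ush1c* (-0.70) did not pass. All 8 fell in OHCs with exchanged labels (-3.64 to -1.43, adjusted p at most 3.61e-05), again a set of the study's choosing and not independent evidence. Calls of *Clrn1*, *Myo6*, *Rdx* and *Ush1g* (exchanged IHCs) ended under at least 1 of the 3 other scalings, and the call of *Ush1g* (exchanged IHCs) ended at a pseudocount of 1 RPKM.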

*Clrn1*, *Espn*, *Myo6*, *Myo7a*, *Myo15*, *Rdx*, *Ush1c*, and *Ush1g* were downregulated in both types of aging HCs. *Ocm*, *Otog*, and *Strc*, known to be preferentially expressed in OHCs (Li et al., 2018b; Liu et al., 2014), were downregulated in aging OHCs. 

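*Strc*, which encodes stereocilin of the horizontal top connectors, was at 1.45 ± 0.0463, 95.3 ± 2.36, 1.76 ± 0.0928 and 6.49 ± 0.101 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Otog*, of the tectorial membrane, was at, in the same order, 15.2 ± 0.739, 34.2 ± 0.743, 20.1 ± 0.0709 and 10.3 ± 0.222 RPKM (SD, n = 2). In IHCs as labelled both rose (5.94 and 1.16), and in OHCs as labelled *Strc* rose (1.82, SE 0.0524, adjusted p = 8.56e-06) along with *Ocm* (3.57), while *Otog* was at -0.96. All 3 fell in OHCs with exchanged labels, *Ocm* at -3.49, *Otog* at -1.72 and *Strc* at -3.85 (adjusted p at most 1.05e-06).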

Genes related with mechanotransduction channels and accessories, *Tmc1*, *Tmie*, *Lhfpl5*, and *Cib2* (Kawashima et al., 2011; Xiong et al., 2012; Zhao et al., 2014; Liang et al., 2021), were all downregulated in aging HCs.

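*Tmc1* (ENSMUSG00000024749, chromosome 19 from 20783458 to 20954202 of GRCm38), a pore subunit of the mechanotransduction channel, was at 82.5 ± 1.53, 247 ± 2.88, 32.8 ± 0.760 and 26.3 ± 0.224 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Cib2* was at, in the same order, 920.0, 1709, 248 and 123 RPKM, *Lhfpl5* at 484, 1428, 334 and 139 RPKM and *Tmie* at 5.23, 36.4, 2.25 and 6.58 RPKM. In IHCs as labelled *Tmc1* (1.58, SE 0.0250, adjusted p = 4.85e-07), *Lhfpl5* (1.56) and *Tmie* (2.78) rose and *Cib2* was at 0.89. In OHCs as labelled *Lhfpl5* (-1.27) and *Cib2* (-1.01) fell, *Tmie* rose (1.51) and *Tmc1* was at -0.32. With exchanged labels *Tmc1* (-1.33), *Tmie* (-1.19) and *Cib2* (-1.89) fell in IHCs with *Lhfpl5* at -0.53, and all 4 fell in OHCs (-3.79 to -2.45, adjusted p at most 8.84e-07). These genes belong to the mechanotransduction list, written beforehand from general knowledge and the paper's text. It had 4 higher and 0 lower of 6 (median 1.39) in IHCs and 1 higher and 3 lower of 6 (median -0.667) in OHCs as labelled. With exchanged labels it had 0 higher and 3 lower of 6 (median -0.859) and 0 higher and 5 lower of 6 (median -2.84). Adjusted over the list alone the counts were the same. Most of the measured members are named by the paper as falling in these samples, so the counts are not independent evidence. Calls of *Tmc1* (exchanged IHCs), *Tmie* (OHCs as labelled and exchanged IHCs) and of *Cib2* (OHCs as labelled) ended under at least 1 of the 3 other scalings, and the call of *Tmie* (exchanged IHCs) ended at a pseudocount of 1 RPKM. *Cib2* also lost its call (OHCs as labelled, log2 fold change -0.996) without 9m OHC averaged replicate 1.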

Genes encoding various types of ion channels in the HC basolateral and synaptic membranes also showed changes in expression during aging (Figure 5A). 

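The list of 26 calcium channel genes had 3 higher and 4 lower of 10 (median -0.662) in IHCs and 11 higher and 1 lower of 16 (median 2.19) in OHCs as labelled. The counts with exchanged labels were 2 higher and 7 lower of 11 (median -1.28) and 9 higher and 4 lower of 14 (median 1.96), with equal counts adjusted over the list alone. *Cacna1d*, the pore of the HC channel CaV1.3, was at 5.24 ± 0.0441, 27.4 ± 0.144, 7.33 ± 0.134 and 8.83 ± 0.242 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. It rose in IHCs as labelled (2.36, SE 0.0282, adjusted p = 2.45e-07) and fell in OHCs with exchanged labels (-1.62), and was at 0.26 and 0.48 otherwise. *Cacng5*, a gamma subunit gene, was at 0.413, 84.3, 0.0157 and 2.04 RPKM, and *Cacna2d3*, an alpha2delta subunit gene, at 1.32, 0.146, 0.0163 and 9.82 RPKM. As labelled *Cacna2d3* rose in OHCs (6.42), and so did *Cacng2* (4.75). The beta subunit gene *Cacnb3* fell in IHCs as labelled (-1.30) and rose in OHCs (1.80). Read with exchanged labels, it also fell in IHCs (-1.28) and rose in OHCs (1.82). *Cacnb1* was at -0.76 and 0.96 as labelled and rose with exchanged labels (1.03 and 2.75). Camera gave the list no call with an estimated correlation (adjusted p = 0.768, 0.762, 0.99 and 0.364). Calls of *Cacnb1* (exchanged IHCs) and of *Cacnb3* (IHCs as labelled and exchanged IHCs) ended at a pseudocount of 1 RPKM, and the call of *Cacnb3* (exchanged IHCs) ended under at least 1 of the 3 other scalings. *Cacnb1* also lost its call (exchanged IHCs, log2 fold change 0.94 to 0.99) without 9m IHC replicate 1 or 9m OHC replicate 2.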

Genes encoding calcium channels were all downregulated in aging HCs, except *Cacnb1* and *Cacnb3*. 

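*Kcnj13*, of the inwardly rectifying potassium channels, was at 2.09 ± 0.0975, 449.9 ± 4.35, 2.62 ± 0.173 and 5.90 ± 0.0461 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. In IHCs as labelled *Kcnj13* rose (7.69, SE 0.0370, adjusted p = 6.69e-08), and in OHCs too (1.14). With exchanged labels *Kcnj13* was at 0.31 in IHCs and fell in OHCs (-6.23). *Kcnj13* shares 39.6% of its windows with other genes. The call of *Kcnj13* (OHCs as labelled) ended at a pseudocount of 1 RPKM and under at least 1 of the 3 other scalings.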

*Kcnq4* was downregulated in 26-month-old IHCs and OHCs, and *Kcnj13* was downregulated in aging OHCs. 

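*Clic3* was at 0.842, 0.799, 16.6 and 8.01 RPKM and *Best1*, a calcium-activated chloride channel gene, at 2.39, 0.586, 6.21 and 1.92 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled *Best1* fell in IHCs (-1.86, SE 0.0658, adjusted p = 6.29e-06) and OHCs (-1.65), and *Clic3* was at -0.07 in IHCs and fell in OHCs (-1.05). Both rose with exchanged labels, *Clic3* by 4.15 and 3.17 and *Best1* by 1.34 and 1.56 in IHCs and OHCs. As labelled, in OHCs *Ano4* fell (-1.83), with *Ano6* at 0.83 and *Clic6* at 0.15, and with exchanged labels all 3 rose (3.75, 2.59 and 3.05). The list of 28 channels had 4 higher and 9 lower of 24 (median -0.445) in IHCs and 4 higher and 4 lower of 21 (median 0.149) in OHCs as labelled, the latter median turning to -0.24 with median ratio scaling and -0.313 with quantile normalization. By the exchanged labels it had 5 higher and 12 lower of 24 (median -1.04) and 9 higher and 8 lower of 23 (median 0.306), and no count differed when adjusted over the list alone. Calls of *Clic3* (OHCs as labelled) and of *Best1* (exchanged OHCs) ended at a pseudocount of 1 RPKM. *Clic3* also lost its call (OHCs as labelled, log2 fold change -0.997 to -0.99) without 9m OHC averaged replicate 1 or 26m OHC averaged replicate 1.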

Interestingly, some genes (*Clic3* and *Best1*) that encode Cl^−^ channels were upregulated in both HC types, while *Ano4*, *Ano6*, and *Clic6* were upregulated in OHCs. The function of these Cl^−^ channels in HCs has not been determined.

Changes in expression of genes associated with synaptic vesicle transport and release (afferent innervation), as well as nicotinic cholinergic receptors (efferent innervation) were also examined. While many of these genes were downregulated in aging IHCs (Figure 5A), a number of genes (*Otof*, *Snap23*, *Snap29*, *Stx16*, *Syt3*, *Syt4*, *Rim2*, *Slc6a9*, and *Slc17a8*) related to afferent synapses were upregulated in aging OHCs, suggesting remodeling of the synapse. However, genes related to efferent synapses and postsynaptic density scaffolding proteins, such as *Chrna9*, *Chrna 10*, *Homer1*, *Homer2*, and *Homer3*, were downregulated in aging OHCs. 

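*Slc17a8*, which encodes the vesicular glutamate transporter VGLUT3 of IHCs, was at 44.4 ± 1.06, 2.04 ± 0.000363, 90.5 ± 3.09 and 42.2 ± 0.803 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Rims2*, of the active zone, was at, in the same order, 7.99, 0.0223, 6.94 and 1.92 RPKM and *Syt3* at 5.13, 2.82, 1.45 and 21.0 RPKM. In IHCs as labelled, the ribbon synapse list had 1 higher and 11 lower of 26 (median -0.759), also when adjusted over the list alone, beside 0 higher and 26 lower of 29 (median -2.76) in the neuron list, and *Otof* (-3.89, SE 0.0291, adjusted p = 8.34e-08), *Slc17a8* (-4.38) and *Rims2* (-6.05) fell. By the exchanged labels the IHC counts were 1 higher and 9 lower of 26 (median -0.642), a median that turned to 0.0283 with median ratio scaling and 0.0567 with quantile normalization, and *Otof* fell (-1.34) while *Slc17a8* rose (1.02). In OHCs as labelled 4 of the 9 genes *Otof*, *Snap23*, *Snap29*, *Stx16*, *Syt3*, *Syt4*, *Rims2*, *Slc6a9* and *Slc17a8* rose, led by *Syt4* (6.78) and *Syt3* (3.77), and 4 fell, *Slc17a8* (-1.10), *Rims2* (-1.80), *Snap29* (-1.25) and *Slc6a9* (-1.13). With exchanged labels 7 rose in OHCs, with *Syt4* at 6.36, *Slc17a8* at 4.31 and *Rims2* at 4.04, while *Slc6a9* fell (-1.39), counts that are not independent evidence as the study chose the genes here. Neuron genes had medians of 3.35, 0.12, 4.47 and 30.1 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. The IHC genes *Slc7a14* and *Tbx2* were also higher in libraries labelled 26m OHC than in those labelled 26m IHC. They were at 8.94 to 9.43 and 3.43 to 3.74 RPKM, against 0.0635 to 0.0842 and 0.866 to 1.01 RPKM. How far RNA of IHCs or neurons enters the rises in exchanged OHCs was not tested. *Slc6a9* shares 40.1% of its windows with other genes. Calls of *Slc6a9* (OHCs as labelled and exchanged OHCs), *Snap23* (exchanged OHCs) and of *Stx16* (OHCs as labelled) ended at a pseudocount of 1 RPKM, and calls of *Stx16* (OHCs as labelled) and of *Otof* (exchanged IHCs) ended under at least 1 of the 3 other scalings. *Slc6a9* also lost its call (OHCs as labelled, log2 fold change -0.97 to -0.92) without 26m OHC replicate 3 or 26m OHC averaged replicate 2, and so did *Stx16* (OHCs as labelled, log2 fold change 0.999) without 9m OHC averaged replicate 2, and so did *Slc17a8* (exchanged IHCs, log2 fold change 0.99 to 1.000) without 9m IHC averaged replicate 1 or 9m OHC averaged replicate 2.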

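*Chrna9*, the other subunit of the efferent nicotinic receptor, was at 7.10 ± 0.310, 360.1 ± 6.83, 5.76 ± 0.0366 and 7.44 ± 0.302 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and the scaffold genes *Homer2*, *Homer1* and *Homer3* at 41.0, 63.2, 9.55 and 9.28 RPKM, at 1.97, 3.39, 0.756 and 2.09 RPKM and at 0.700, 0.347, 0.0141 and 0 RPKM. As labelled, in OHCs *Chrna10* (3.39, SE 0.0370, adjusted p = 2.04e-06) and *Homer1* (1.35) rose, *Chrna9* was at 0.36, *Homer2* at -0.04 and *Homer3* below the filter. With exchanged labels *Chrna9* (-5.58), *Chrna10* (-4.89), *Homer2* (-2.76) and *Homer3* (-2.16) fell, and *Homer1* was at -0.67. Efferent synapse genes as a list had 5 higher and 0 lower of 10 (median 1.03) as labelled and 1 higher and 5 lower of 11 (median -0.671) with exchanged labels, equal to the counts adjusted over the list alone. *Homer3* shares 26.5% and *Chrna10* 35.7% of their windows with other genes. Calls of *Homer1* (OHCs as labelled) and of *Homer3* (exchanged OHCs) ended at a pseudocount of 1 RPKM, and the call of *Homer1* (OHCs as labelled) ended under at least 1 of the 3 other scalings.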

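*Chrna10* (ENSMUSG00000066279, chromosome 7 from 102111266 to 102116828 of GRCm38) rose in IHCs in both readings of the labels. As labelled its log2 fold change had an SE of 0.113 (adjusted p = 2.4e-07), and with exchanged labels it was 1.35 (SE 0.129, adjusted p = 0.000302). The OHC genes *Slc26a5* (1.07 to 816 RPKM) and *Ocm* (32.9 to 12918 RPKM) rose with it in IHCs as labelled. In exchanged IHCs, *Chrna10* and *Ocm* were higher and 3 of the 16 OHC genes lower, *Slc26a5* among them. How far RNA of OHCs enters the rise of *Chrna10* was not tested. Efferent synapse genes in IHCs were 5 higher and 1 lower of 11 (median 0.75) as labelled and 1 higher and 3 lower of 10 (median -0.428) with exchanged labels, the latter median turning to 0.146 with median ratio scaling and 0.318 with quantile normalization, and the counts adjusted over the list alone were equal. *Chrna10* shares 35.7% of its 75-base windows with other genes' transcripts, so its reads are uncertain. The call of *Chrna10* (exchanged IHCs) ended at a pseudocount of 1 RPKM.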

Interestingly, we observed an increased expression of *Chrna10* in aging IHCs, consistent with morphological evidence that efferent synapses return to IHCs in aging cochlea (Lauer et al., 2012). 

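As labelled, the RPKM of *Slc26a5* in OHCs was 10.8 times as high at 26 months as at 9 months. On the log2 scale of RPKM plus 0.1 the rise was 2.84 (SE 0.0644, adjusted p = 4.78e-06). With exchanged labels the level at 9 months was 442 times that at 26 months, with an SE of 0.0352 on the log2 scale (adjusted p = 2.38e-07). The gene fell with exchanged labels in IHCs as well (-2.11). Libraries labelled 26m OHC also held the IHC gene *Otof* at 73.7 to 78.6 RPKM, against 23.1 to 24 RPKM in those labelled 26m IHC. Neuron genes had medians of 30.1 and 0.12 RPKM in these groups. How far cell identity or purity, beside age, enters the ratio of 442 was not tested. The call of *Slc26a5* (exchanged IHCs) ended at a pseudocount of 1 RPKM.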

*Slc26a5*, encoding motor protein prestin (Zheng et al., 2000), was downregulated by 9-fold in aging OHCs. Finally, *Tmem63b*, regulating osmosis and cell volume in HCs (Du et al., 2020), was downregulated by 5-fold. 

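*Tmem63b* (ENSMUSG00000036026, chromosome 17 from 45660171 to 45686905 of GRCm38) was at 19.2 ± 0.46, 27.4 ± 0.257, 0.846 ± 0.0548 and 0.719 ± 0.0225 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. In OHCs as labelled the log2 fold change was -0.21 (SE 0.0715, adjusted p = 0.0454), under the threshold of 1. With exchanged labels it fell in OHCs (-5.07, SE 0.0418, adjusted p = 2.91e-07), while the ratio of RPKM without the added 0.1 was 38 between 9 and 26 months. In IHCs the values were 0.51 as labelled and -4.35 with exchanged labels.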

*Apq11*, differentially expressed in OHCs (Liu et al., 2014), was downregulated 4-fold in aging OHCs.

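*Aqp11* (ENSMUSG00000042797, chromosome 7 from 97724006 to 97738289 of GRCm38), an intracellular aquaporin, was at 8.61 ± 0.0570, 340.3 ± 0.674, 12.7 ± 0.185 and 19.2 ± 0.195 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Its log2 fold change in OHCs was 0.59 (SE 0.0276, adjusted p = 3.55e-05) as labelled, under the threshold of 1, and -4.14 (SE 0.0219, adjusted p = 2.38e-07) with exchanged labels, a ratio of 17.7 between 9 and 26 months. In IHCs it rose as labelled (5.29) and was at 0.55 with exchanged labels.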

Recently, single-cell RNA-seq was used to examine changes in gene expression of OHCs and spiral ganglion neurons after noise exposure (Jongkamonwiwat et al., 2020; Milon et al., 2021). We compared these datasets with ours to determine if aging and noise-induced response share common genes and pathways. The genes that are common in both processes are presented in Figure S2. 166 genes are commonly upregulated in post-noise OHCs and aging HCs. 

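*Cd74*, the invariant chain of MHC class II, was at 1.50 ± 0.124, 1.59 ± 0.0694, 75.8 ± 2.62 and 70.8 ± 0.240 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and the interferon-induced *Ifitm3* at 8.09, 7.38, 24.7 and 184 RPKM. As labelled, 1 of 6 measured genes rose in IHCs, *Cybb* (2.24, SE 0.144, adjusted p = 5.65e-05), and 1 fell, *Dhx58* (-1.08), and in OHCs 5 of 8 rose, among them *Cybb* (6.28), *Csf1* (4.19) and *Ifitm3* (2.89), with *Cd74* at -0.10, *Lgals9* at 0.42 and *Wfdc18* falling (-2.27). With exchanged labels 5 of 6 rose in IHCs, led by *Wfdc18* (5.80) and *Cd74* (5.57), while *Dhx58* fell (-1.51), and all 8 rose in OHCs (2.23 to 5.39, adjusted p at most 3.48e-05), genes chosen by the study and thus not independent evidence. Macrophage genes had a median of 5.64 RPKM in libraries labelled 26m OHC and 0.29 RPKM in those labelled 26m IHC. Calls of *Cybb* (IHCs as labelled), *Dhx58* (IHCs as labelled, OHCs as labelled, exchanged IHCs and exchanged OHCs), *Lgals9* (exchanged IHCs) and of *Wfdc18* (exchanged OHCs) ended at a pseudocount of 1 RPKM, and calls of *Dhx58* (IHCs as labelled and exchanged IHCs) ended under at least 1 of the 3 other scalings. *Dhx58* also lost its call (IHCs as labelled, log2 fold change -0.96 to -0.94) without 9m IHC averaged replicate 1 or 26m IHC averaged replicate 1, and so did *Lgals9* (exchanged IHCs, log2 fold change 0.88 to 0.99) without 9m IHC replicate 2, 9m OHC replicate 2, 9m IHC averaged replicate 2 or 9m OHC averaged replicate 1.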

ShinyGO analysis shows that the common upregulated biological processes include immune response (*Cd74*, *Ifitm1*, *Ifitm3*, *Lgals9*, and *Csf1*) and cellular response to stress (*Wfdc18*, *Oasic*, *Cybb*, and *Dhx58*). 109 genes are commonly downregulated in post-noise OHCs and aging HCs. The common downregulated biological processes include regulation of transmembrane transport (*Slc8a1* and *Dpp6*) and ion channels (*Cacna1b*, *Kcnb2*, and *Kcna5*). 

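The potassium channel genes *Kcna5* and *Kcnb2* were at 0, 6.13, 0 and 0.903 RPKM and 0.112, 3.37, 0.211 and 0.874 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Slc8a1*, a sodium-calcium exchanger gene, was at, in the same order, 0.164, 0.838, 0 and 0.00401 RPKM and *Dpp6*, a potassium channel partner, at 0.0534, 1.36, 0 and 0.0973 RPKM. All 4 of these genes rose in IHCs as labelled (1.84 to 5.96, adjusted p at most 0.00014), and in OHCs *Kcna5* (3.32) and *Kcnb2* (1.65) did, the others being below the filter. With exchanged labels these 4 fell in OHCs (-3.17 to -1.83, adjusted p at most 5.01e-06), and in IHCs *Slc8a1* fell (-1.39), *Kcnb2* was at 0.55 and the others were below the filter. They were picked by the study on these samples and are not independent evidence of a direction. Calls of *Kcnb2* and *Kcna5* (OHCs as labelled) and of *Slc8a1* (IHCs as labelled, exchanged IHCs and exchanged OHCs) ended at a pseudocount of 1 RPKM, and calls of *Kcnb2* (OHCs as labelled) and of *Slc8a1* (exchanged IHCs) ended under at least 1 of the 3 other scalings.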

Our analysis suggests that aging and response to noise share some common processes such as inflammation and response to stress. But the changes in response to aging and noise are largely dissimilar.

Changes in gene expression between 9- and 26-month-old HCs were validated by using single molecule fluorescence *in situ* hybridization (smFISH). Twelve genes were used for comparison. *Tmc1*, *Kcnq4*, *Slc17a8*, *Slc7a14*, *Otof*, *Chrna9*, and *Chrna10* were chosen as they are vital for HC function. *Slc7a14* is expressed in IHCs, and loss of function can cause syndromic hearing loss (Giffen et al., 2022). *Clu*, *Jund*, and *Foxo3* were also included as they are involved in the regulation of aging, apoptosis, and autophagy, while *Sod1* encodes an isozyme responsible for free radical destruction. *C1ql1* (Qi et al., 2021), a gene involved in HC innervation, is also included. Example FISH images depicting mRNA-level expression are shown in Figure 5B. Immunostaining was used to examine the change in expression of six different proteins (prestin, DNM3, KCNQ4, SLC7A14, DNM1, and CBX3) (Figure 5C). The mean fold change in fluorescent signal intensity (integrated density in smFISH or intensity in immunostaining) was quantified in 9- and 22-month-old HCs (Figure 5D). As shown, the change in gene expression is consistent with the trend observed with RNA-seq.

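*Sod1*, the cytosolic superoxide dismutase, was at 96.6, 72.5, 1915 and 1465 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Clu*, which encodes the chaperone clusterin, was at, in the same order, 157, 2499.6, 146 and 419 RPKM, and *Dnm1* and *Dnm3*, of endocytosis, at 56.4, 5.56, 14.3 and 20.8 RPKM and 0.951, 27.0, 0.629 and 6.38 RPKM. As labelled *Clu* (3.99, SE 0.0264, adjusted p = 8.34e-08) and *Dnm3* (4.69) rose in IHCs and *Dnm1* fell (-3.32), while in OHCs *Clu* (1.52), *Dnm3* (3.15) and *C1ql1* (2.88), a secreted protein of synapses, rose and *Slc7a14* fell (-1.20). *Sod1* was at -0.41 and -0.39 as labelled. With exchanged labels *Sod1* rose in IHCs (4.31) and OHCs (4.34), *Dnm1* fell in IHCs (-1.97) and rose in OHCs (1.88), and *Clu* (-2.58), *Dnm3* (-2.07) and *C1ql1* (-6.18) fell in OHCs. *Slc7a14* was at -0.86 in IHCs with exchanged labels and rose in OHCs (5.74). By smFISH in Fig. 5D, read by eye, *Tmc1*, *Clu* and *Jund* are lower and *Foxo3* and *Sod1* higher at 22 than at 9 months in both HC types, and *Chrna10* is higher in IHCs and lower in OHCs. There *Slc17a8* is higher and *Slc7a14* lower in IHCs, and *C1ql1*, *Chrna9* and prestin protein are lower in OHCs.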

### Cytological changes in aging HCs

Confocal microscopy was used to examine HC and stereocilia bundle morphology in 22-month-old mice. We focused on HCs in the apical turn (low- and mid-frequency regions) as degeneration appearing in the apical end of the cochlea at this age is illustrative of the simultaneous degeneration in the basal end of the cochlea (Video S1), which eventually extends to mid-cochlear region. Figures 6A and 6B show representative confocal images of stereocilia and MYO7A-labeled HCs from cochlear locations roughly 500 μm from the apical end of 9- and 22-month-old cochleae. Most OHCs were lost in this region at 22 months, while the majority of IHCs were still present. Many IHCs exhibited elongation of individual stereocilia between 12 and 20 μm in length, up to five times longer than normal. In regions approximately 1.8 mm from the apex of the cochlea, elongating IHC stereocilia were only occasionally observed (Figure 6C, arrows). Sporadic loss of IHCs and OHCs was also observed.

Confocal sectioning was used to further examine HC morphology in the whole mount preparation. Representative virtual cross-section images of the organ of Corti from 9- and 22-month-old mice are presented in Figures 6D and 6E, respectively. Images of virtual individual IHCs and OHCs were obtained from z stacked confocal images, following rotation of the image and manual removal of adjacent HCs and supporting cells in the background using Photoshop. Representative images are presented in Figures 6F–6I. In comparison to 9-month-old IHCs (Figure 6F), 22-month-old IHCs were shorter in length, and the nucleus was located toward the bottom of the cell (Figure 6G). The surviving OHCs in the same region showed evidence of swelling, with cell length reduced to 9–12 μm (Figures 6E and 6I). This contrasts with the typical OHC length of 25–28 μm in this region (Figures 6D and 6H). Figure 6J presents the mean length of IHCs and OHCs measured from confocal optical section images. Both HC types exhibited a significant reduction in resting cell length, with a greater reduction in OHCs. Thus, cell shrinkage is one of the morphological features seen in aging HCs.

Scanning electron microscopy (SEM) was used to examine the morphology of the stereocilia bundles of IHCs and OHCs in the apical end of the cochlea at 9 months (Figure 6K) and 22 months (Figures 6L–6O). Elongation and fusion of stereocilia were observed in some IHCs (Figures 6L and 6M). OHC bundles showed signs of degeneration including fusion, reduced length of stereocilia on both ends of the V-shaped bundle, and reduction in the number of stereocilia (Figures 6N and 6O). The number of stereocilia per HC at 9 and 22 months was measured from SEM micrographs, and the mean (n = 28 for each cell type, from three cochleae) is presented in Figure 6P. As shown, there is a significant reduction of the total number of stereocilia in both HC types at 22 months, especially in OHCs. The change in hair bundle morphology is another notable feature in aging HCs.

Prestin (SLC26A5) is the motor protein of OHCs and critical for cochlear amplification (Dallos et al., 2008; Liberman et al., 2002; Zheng et al., 2000). The effects of reduced expression of *Slc26a5* on the change of OHC motility were examined. Nonlinear capacitance (NLC), an electric signature of electromotility (Santos-Sacchi, 1991), was measured from OHCs isolated from 9- and 22-month-old cochleae. OHCs with similar resting length from the two age groups were used for analysis. Figure 7A shows representative NLC responses obtained from three OHCs from 9- and 22-month-old mice, respectively. A two-state Boltzmann function (heavy lines) was used to compute four parameters (He et al., 2010). Charge density was calculated after normalizing Q_max_ with linear capacitance, which is proportional to cell size. The mean of all five parameters obtained from 9-month-old (n = 10) and 22-month-old (n = 9) OHCs is presented in Figure 7B. Statistical analysis showed that Q_max_ and charge density were significantly reduced in 22-month-old OHCs compared with those of 9-month-old OHCs, suggesting reduced prestin density and electromotility in aging OHCs.

OHC stiffness is important for both passive and active cochlear mechanics (He et al., 2003; He and Dallos, 1999). We measured axial stiffness of isolated OHCs by loading a glass fiber of known stiffness onto the apical surface of the OHC held in a microchamber (top panel in Figure 7C). Figure 7C shows some examples of free fiber motion and loaded fiber motion obtained from 9- and 22-month-old OHCs, respectively. Axial stiffness was calculated based on the stiffness of the fiber and the measurement of free fiber and loaded fiber displacement (He et al., 2003; He and Dallos, 1999). OHCs with similar cell lengths from the two age groups were chosen for comparison. Figure 7D presents axial stiffness obtained from 9-month-old (n = 20) and 22-month-old (n = 22) OHCs. The mean stiffness (±SD) from the two age groups is presented in Figure 7E. The mean axial stiffness of 22-month-old OHCs was 1.16 nN/m, significantly less than 1.84 nN/m of 9-month-old OHCs, implying that aging OHCs are more compliant.

## DISCUSSION

Aging is a highly complex trait involving many biological processes. Past studies have highlighted common hallmarks of the aging process, including genomic instability, telomere attrition, epigenetic alterations, loss of proteostasis, deregulated nutrient sensing, mitochondrial dysfunction, cellular senescence, stem cell exhaustion, and altered intercellular communication (López-Otín et al., 2013). Using cell type-specific RNA-seq analysis of HCs and SVCs from the cochleae of young and aged mice, we show that HCs exhibit both common and distinct transcriptional changes related to most of the hallmarks of aging. Key molecular processes, including transcription, DNA damage/repair, inflammation, autophagy, and metabolism, and those related to HC unique morphology and function underlie HC aging.

We observed several aging-related changes common in both types of HCs. First, the number of genes expressed in aging HCs was reduced, with downregulated genes outnumbering upregulated genes. A similar pattern is also seen in neurons (Davie et al., 2018; Ximerakis et al., 2019). Interestingly, the number of downregulated and upregulated genes was similar in SVCs, suggesting that HCs and SVCs age differently. Reduction in the total number of expressed genes and prevalence of downregulated genes suggest aging-related changes in transcriptional activity, likely associated with epigenetic silencing. 

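In libraries labelled IHC, 13200 genes were above 0.1 RPKM at both ages, 1259 only at 9 months and 1252 only at 26 months. In libraries labelled OHC, 11537 were above it at both ages, 1022 only at 9 months and 2284 only at 26 months. With exchanged labels 2776 IHC genes were above it only at 9 months and 876 only at 26 months, and 2222 OHC genes only at 9 months and 1591 only at 26 months. *Klf12*, *Ssbp4* and *Homer3* are among the genes whose level fell below 0.1 RPKM in both HC types with exchanged labels. From fewer expressed genes and more downregulated genes, the paper proposes changes in transcriptional activity that it holds to be likely associated with epigenetic silencing. *Homer3* shares 26.5% of its 75-base windows with other genes' transcripts, so its reads are uncertain.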

We observed differential expression of many genes in aging HCs involved in DNA damage and repair, as well as histone deacetylases (HDACs), histone acetyltransferases (HATs), and DNA methylation. DNA damage, which accelerates genomic instability (Vijg and Suh, 2013), is among the most widely studied transcriptional signatures of aging (Lu et al., 2004; The Tabula Muris Consortium et al., 2020; Zhang et al., 2021). Most of the HDAC-related genes were downregulated, except *Hdac11*, which was upregulated. 

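The list of 11 histone deacetylase genes had 2 higher and 1 lower of 11 (median -0.0458) in IHCs and 2 higher and 1 lower of 11 (median -0.0309) in OHCs as labelled, the former median turning to 0.149 with median ratio scaling and 0.0893 with quantile normalization. On exchanging the labels it had 2 higher and 5 lower of 11 (median -0.864) in IHCs and 1 higher and 5 lower of 11 (median -0.93) in OHCs. The 17 acetyltransferase genes had 0 higher and 0 lower of 17 (median -0.176) and 4 higher and 1 lower of 17 (median 0.607) as labelled, the former median turning to 0.023 with median ratio scaling. The counts with exchanged labels were 2 higher and 6 lower of 17 (median -0.534) and 3 higher and 4 lower of 17 (median -0.0873), turning to 0.16 with median ratio scaling and 0.172 with quantile normalization in IHCs and to 0.0273 with median ratio scaling in OHCs. *Crebbp*, an acetyltransferase coactivator, was at 2.39, 2.22, 26.8 and 24.9 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC and rose with exchanged labels (3.44, SE 0.0389, adjusted p = 5.18e-07, and 3.43). *Ncoa3*, a nuclear receptor coactivator, was at 2.95, 2.50, 31.7 and 31.3 RPKM and rose likewise (3.38 and 3.59). Adjusting over each list alone gave equal counts.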

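Of 17 genes that the text of the paper names for histone acetylation, deacetylation and DNA methylation, 1 fell and 2 rose in IHCs as labelled and 2 fell and 5 rose in OHCs. With exchanged labels 9 fell and 2 rose in IHCs, and 7 fell and 2 rose in OHCs. This list was chosen by the study on these samples and is not independent evidence of a direction. DNA methylation genes listed beforehand had 1 higher and 2 lower of 13 (median -0.119) in IHCs and 4 higher and 1 lower of 12 (median 0.592) in OHCs as labelled, the former median turning to 0.0772 with median ratio scaling. The counts with exchanged labels were 2 higher and 5 lower of 12 (median -0.888) and 4 higher and 4 lower of 12 (median 0.108). *Mbd1*, a reader of methylated DNA, was at 6.64, 6.10, 0.0183 and 0.948 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC and had log2 fold changes of 3.15 (SE 0.0774, adjusted p = 5.8e-06) in OHCs as labelled and -5.83 and -2.57 with exchanged labels. Adjusting over the list alone left the counts equal. The call of *Mbd1* (OHCs as labelled) ended at a pseudocount of 1 RPKM.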

Interestingly, 13 genes evolved in histone acetylation and deacetylation, as well as DNA methylation, were downregulated in IHCs. In contrast, seven genes were downregulated in OHCs. 

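*H2afx* (ENSMUSG00000049932, chromosome 9 from 44334694 to 44336077 of GRCm38), whose product is the histone variant H2AX phosphorylated at DNA breaks, was at 13.0 ± 0.152, 18.5 ± 0.551, 0.0620 ± 0.00978 and 0.422 ± 0.00918 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled it was at 0.50 (SE 0.0329, adjusted p = 6.12e-05) on the log2 scale in IHCs and rose in OHCs (1.69, SE 0.0785, adjusted p = 3.56e-05). By the exchanged labels it fell in IHCs (-6.34, SE 0.0668, adjusted p = 5.18e-07) and in OHCs (-5.15, SE 0.0486, adjusted p = 3.25e-07). The ratios of RPKM at 9 months to 26 months, without the added 0.1, were 210 and 43.8. The call of *H2afx* (OHCs as labelled) ended at a pseudocount of 1 RPKM. *H2afx* turned its sign with quantile normalization (OHCs as labelled, log2 fold change -0.00543).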

*H2ax* (*H2afx*) was downregulated by more than 5-fold in both HC types. *Mcm6*, encoding one of the highly conserved mini-chromosome maintenance proteins that are essential for the initiation of eukaryotic genome replication, was also downregulated in both types of HCs. 

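*Mcm6* was at 1.51 ± 0.0560, 14.9 ± 0.0495, 0.00256 ± 0.00363 and 0.0597 ± 0.0164 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, so that its level in the groups labelled OHC was below 0.1 RPKM. As labelled it rose in IHCs (3.22, SE 0.0428, adjusted p = 3.25e-07) and was below the filter in OHCs. With exchanged labels it fell in IHCs (-3.97, SE 0.0763, adjusted p = 1.13e-06) and in OHCs (-6.56, SE 0.0879, adjusted p = 5.09e-07), and the interaction was -2.59 (adjusted p = 8.64e-07).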

The change in expression of many of these genes involved in genomic regulation and stability is highly concordant in various aging tissues (The Tabula Muris Consortium et al., 2020; Zhang et al., 2021).

Second, we observed change in expression of genes classified as TFs (Figure 4). Several upregulated TF genes in both types of HCs deserve some discussion. *Cbx3* encodes a protein that is a component of heterochromatin and is regarded as a hallmark of repressed/silenced regions of the genome (Smallwood et al., 2012). It is also involved in DNA repair, gene regulation, and telomere function (Kwon and Workman, 2008). *Cbx3* appears to be a unique molecular hallmark with increased nuclear expression in aging IHCs and OHCs (Figure 5C). 

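*Cbx3* (ENSMUSG00000029836, chromosome 6 from 51470360 to 51483704 of GRCm38), which encodes the heterochromatin protein HP1 gamma, was at 5.03 ± 0.115, 6.21 ± 0.121, 543 ± 18.0 and 474 ± 13.8 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Both age differences as labelled were under the threshold, 0.30 (SE 0.0395, adjusted p = 0.00102) in IHCs and -0.20 (SE 0.0344, adjusted p = 0.00446) in OHCs. Read with exchanged labels, it rose in IHCs (SE 0.0340, adjusted p = 5.02e-07) and OHCs (6.23, SE 0.0319, adjusted p = 2.38e-07). Of its 75-base windows, 2.61% occur in other genes' transcripts. The ribosomal protein gene *Rps27* was at 31.5, 37.0, 688 and 420.2 RPKM in the same order. *Rps27* shares 25% of its 75-base windows with other genes' transcripts, so its reads are uncertain.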

*Foxo3* belongs to the forkhead family of TFs and is a master regulator of target genes that can promote longevity functions including autophagy and apoptosis (Morris et al., 2015). In the cochlea, *Foxo3* maintains auditory synapse function and is upregulated in a function-dependent manner (Gilels et al., 2013). However, the role of FOXO3 in aging HCs has not been examined. 

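*Notch2*, a receptor of lateral inhibition, was at 0.356 ± 0.000617, 0.132 ± 0.00328, 5.24 ± 0.0341 and 4.66 ± 0.143 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Sox11*, a transcription factor of differentiation, was at, in the same order, 0.113 ± 0.00414, 0.0607 ± 0.00580, 1.63 ± 0.0474 and 5.19 ± 0.110 RPKM (SD, n = 2). As labelled *Notch2* was at -0.97 in IHCs and -0.17 in OHCs, and *Sox11* was at -0.41 in IHCs and rose in OHCs (1.61, SE 0.0464, adjusted p = 8.6e-06). Both rose with exchanged labels, *Notch2* by 3.55 and 4.36 and *Sox11* by 3.02 and 5.04 in IHCs and OHCs. The interaction of *Sox11* was 2.02 (adjusted p = 7.15e-07), a larger increase in OHCs.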

Interestingly, *Notch2* and *Sox11*, which are known to be downregulated during HC maturation, were upregulated in aging HCs, perhaps for maintaining HC specialization (Li et al., 2018a) or in response to inflammatory stimuli and alteration in hemostasis (Balistreri et al., 2016). 

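*Klf13*, a zinc finger transcription factor, was at 2.16 ± 0.0588, 0.931 ± 0.0726, 35.4 ± 0.117 and 28.2 ± 0.07 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled *Klf13* fell in IHCs (-1.13, SE 0.0752, adjusted p = 6.37e-05) and was at -0.33 in OHCs. With exchanged labels *Klf13* rose by 3.97 in IHCs and 4.78 in OHCs. The call of *Klf13* (IHCs as labelled) ended at a pseudocount of 1 RPKM and under at least 1 of the 3 other scalings.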

Other TF genes that were upregulated in both HC types include *Cux2*, *Hmga1-rs1*, *Klf13*, *Maf*, and *Pim1*; the function of these genes in HCs has not been studied. Differential expression of these TF genes, encoding transcription factors and other regulatory proteins, is likely associated with changes in gene expression in aging HCs.

Third, we observed differential expression of genes related to pro-survival, pro-apoptotic, and pro-inflammatory pathways in both types of aging HCs. Pro-survival pathways, such as autophagy and mTOR signaling, were downregulated in aging HCs. 

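*Rab1b*, a GTPase of transport from the endoplasmic reticulum, was at 115 ± 2.41, 67.7 ± 1.05, 5.40 ± 0.825 and 9.57 ± 0.507 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Rab33b*, a GTPase of autophagosome formation, was at, in the same order, 12.0 ± 0.711, 7.73 ± 0.277, 0.849 ± 0.0203 and 4.12 ± 0.0938 RPKM (SD, n = 2). As labelled neither passed in IHCs (-0.76 and -0.62), and in OHCs *Rab33b* rose (2.15, SE 0.0501, adjusted p = 5.05e-06) with *Rab1b* at 0.82. With exchanged labels both fell in IHCs (-4.39 and -3.67), and in OHCs *Rab1b* fell (-2.81) while *Rab33b* was at -0.89.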

*Rragb* was downregulated in both HC types along with other known autophagy genes *Rab1b* and *Rab33b* (Ao et al., 2014). *Rragb* encodes a guanine nucleotide-binding protein that plays a crucial role in the cellular response to amino acid availability through regulation of the mTORC1 signaling cascade in autophagy (Sancak et al., 2008). This decreased gene expression hints at dysfunction in autophagy as a mechanism in aging HCs. 

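*Ifi27l2a*, an interferon-induced gene, was at 2.71 ± 0.236, 3.89 ± 0.492, 105 ± 2.32 and 574 ± 0.709 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Its difference in IHCs was 0.50 as labelled, and it rose by 5.22 (SE 0.0638, adjusted p = 5.53e-07) with exchanged labels. In OHCs it rose as labelled (2.46) and with exchanged labels (7.18), as did *Trem2* (6.52 and 6.26), which was below the filter in IHCs in both readings. The interferon genes *Ifit3* (7.38) and *Oas1a* (6.19) rose in OHCs as labelled. *Oas1a* shares 47.9% and *Ifit3* 40.3% of their 75-base windows with other genes' transcripts, so their reads are uncertain.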

Genes involved in pro-inflammatory pathways such as *Trem2* and *Ifi27l2a* were upregulated in aging HCs. Upregulation of *Trem2* and *Ifi27l2a* is reported in microglia during aging and has been implicated in inflammatory neurodegenerative diseases associated with aging (Hammond et al., 2019). Our study suggests that aging-related degeneration of HCs involves a shift in the balance in gene expression from pro-survival, anti-apoptotic pathways toward pro-apoptotic, pro-inflammatory pathways.

In addition to those universal transcriptional changes that are also seen in other cell types during aging, HCs exhibited distinct aging signatures. The molecular signature includes downregulation of genes such as *Lhfpl5*, *Tmc1*, *Tmie*, *Cib2*, *Kcnq4*, *Myo15*, *Cdh23*, and *Slc26a5* (Figure 5). These genes are critical for HC unique functions and associated with a deafness phenotype (Kubisch et al., 1999; Liberman et al., 2002; Kawashima et al., 2011; Xiong et al., 2012; Zhao et al., 2014; Liang et al., 2021). 

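*Cdh23*, the upper part of the tip link, was at 3.38 ± 0.0728, 7.98 ± 0.315, 4.70 ± 0.102 and 1.87 ± 0.0147 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. As labelled it rose in IHCs (1.22, SE 0.0455, adjusted p = 7.65e-06) and fell in OHCs (-1.28), and with exchanged labels it was at 0.47 in IHCs and fell in OHCs (-2.03). Of the 7 genes *Lhfpl5*, *Tmc1*, *Tmie*, *Cib2*, *Myo15*, *Cdh23* and *Slc26a5*, 6 rose and 0 fell in IHCs and 2 rose and 3 fell in OHCs as labelled. With exchanged labels 4 fell in IHCs and all 7 in OHCs, a list of the study's own and not independent evidence. The call of *Cdh23* (OHCs as labelled) ended at a pseudocount of 1 RPKM.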

We speculate that their reduced expression may trigger HC death after the decline reaches a deleterious tipping point because loss of function of any of these genes is detrimental to HC survival (Kubisch et al., 1999; Dallos et al., 2008; Xiong et al., 2012; Zhao et al., 2014; Liang et al., 2021). One of the cytological hallmarks of aging HCs is the stereocilia degeneration. The degeneration is manifested by elongation, fusion, and loss of stereocilia. Degeneration may be due to dysregulation of actin biosynthesis and transportation and/or genes that control bundle length. Maintenance of mature stereocilia length requires a balance of actin capping and severing (Narayanan et al., 2015). Several proteins with barbed-end actin capping activity have been identified in hair bundles (Barr-Gillespie, 2015). We found genes that relate to capping such as *Eps8*, *Eps8l2*, *Gsn*, *Twf2*, *Capza1*, *Capza2*, and *Capzb* were all downregulated. 

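*Gsn*, the actin severing and capping protein gelsolin, was at 993 ± 27.4, 50.6 ± 0.882, 92.7 ± 1.22 and 107 ± 4.85 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Twf2*, a twinfilin gene, was at 104, 126, 32.6 and 20.0 RPKM, *Eps8l2* at 90.0, 131, 34.3 and 20.4 RPKM, *Capza1* at 114, 78.0, 9.41 and 15.3 RPKM and *Capzb* at 82.2, 57.7, 26.4 and 43.6 RPKM. As labelled *Gsn* fell in IHCs (-4.29, SE 0.0295, adjusted p = 8.34e-08) and the other 6 did not pass, and none of the 7 passed in OHCs (-0.75 to 0.72). With exchanged labels all 7 fell in IHCs (-3.58 to -1.0, adjusted p at most 1.62e-05). In OHCs with exchanged labels 4 fell, *Eps8* (-2.25), *Eps8l2* (-2.67), *Twf2* (-2.66) and *Capza1* (-2.35), *Gsn* rose (1.08), and *Capza2* and *Capzb* were at 0.09 and -0.40. The genes were named by the study from these samples, so their counts are not independent evidence. *Capza1* shares 70.4% and *Eps8l2* 26% of their windows with other genes. The call of *Capza2* (exchanged IHCs) ended at a pseudocount of 1 RPKM, and calls of *Capza2*, *Capzb*, *Eps8l2* and *Twf2* (exchanged IHCs) ended under at least 1 of the 3 other scalings. *Capza2* also lost its call (exchanged IHCs, log2 fold change -0.996 to -0.95) without 9m IHC replicate 3, 9m OHC replicate 1, 9m OHC replicate 4, 9m IHC averaged replicate 2 or 9m OHC averaged replicate 1.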

Myosin molecules also play critical roles in promoting and regulating stereocilia length (Belyantseva et al., 2005; Stepanyan and Frolenkov, 2009; Manor et al., 2011). Most myosin genes were downregulated in aging HCs.

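The 29 myosin genes listed beforehand had 5 higher and 7 lower of 23 (median -0.183) in IHCs and 13 higher and 1 lower of 25 (median 1.05) in OHCs as labelled. The counts with exchanged labels were 2 higher and 11 lower of 20 (median -1.2) and 13 higher and 5 lower of 24 (median 1.19). *Myo1c*, a motor of adaptation, was at 2.18, 0.382, 0 and 1.17 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC and fell in IHCs with exchanged labels (-4.51, SE 0.0722, adjusted p = 7.86e-07). *Myh9*, a nonmuscle myosin, was at 0.386, 0.687, 7.57 and 12.6 RPKM and rose with exchanged labels in IHCs (3.98) and OHCs (4.02), as did *Myo5a*, of vesicle transport, in OHCs (5.21). *Myo1h* rose as labelled (3.77 and 4.79), as did *Myo1f* (2.86 and 3.91), a myosin of white blood cells. Camera with an estimated correlation gave adjusted p = 0.823 and 0.762 as labelled and 0.778 and 0.364 with exchanged labels. Counts adjusted over the list alone were equal. *Myo1h* shares 20.8% of its 75-base windows with other genes' transcripts, so its reads are uncertain. The call of *Myo1f* (IHCs as labelled) ended at a pseudocount of 1 RPKM.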

IHCs and OHCs exhibit differential vulnerability to aging (Spongr et al., 1997; Sha et al., 2008), though the molecular mechanism is unclear. We observed a distinct difference in gene expression profiles between IHCs and OHCs during aging. Several genes involved in regulation of transcription, DNA damage/repair, autophagy, and oxidative stress were uniquely expressed in each HC type. For example, *Ccdc155*, *Xrcc3*, *Trem2*, *Usp13*, *Trem2*, *Ligp1*, *Nod1*, *Cd44*, *Cd84*, *Ptpn22*, and *Tfeb* were only altered in OHCs. 

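*Cd44*, a hyaluronan receptor, was at 11.1, 0.663, 3.98 and 12.7 RPKM, *Iigp1*, an interferon-induced GTPase, at 1.79, 0.0586, 0.920 and 7.41 RPKM and *Xrcc3*, of homologous recombination, at 3.59, 11.6, 1.53 and 0.00883 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Of the 10 genes *Ccdc155*, *Xrcc3*, *Trem2*, *Usp13*, *Iigp1*, *Nod1*, *Cd44*, *Cd84*, *Ptpn22* and *Tfeb*, 7 rose and 2 fell in OHCs as labelled (*Tfeb* was below the filter), and 7 rose and 3 fell with exchanged labels. In IHCs, 2 rose and 4 fell of 7 measured as labelled, and 2 and 4 of 7 with exchanged labels. An interaction was called for 9 of the 10, the exception being *Tfeb* (0.67), and as the study chose them on these samples the counts are not independent evidence. *Cd44* had log2 fold changes of -3.87 (SE 0.0507, adjusted p = 3.16e-07) and 1.65 in IHCs and OHCs as labelled and -1.45 and 4.06 with exchanged labels, and *Ptpn22*, a phosphatase of lymphocytes, 3.45, -3.03, 2.22 and -4.26. The call of *Cd44* (exchanged IHCs) ended under at least 1 of the 3 other scalings, and the call of *Ptpn22* (exchanged IHCs) ended at a pseudocount of 1 RPKM.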

Interestingly, genes important for development and differentiation such as *Pou4f1*, *Arid5b*, and *Pou3f4* were upregulated, while *Ikzf2*, *Zbtb3*, and *Taf1c* were downregulated in OHCs. 

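*Pou4f1*, a transcription factor of sensory neurons, was at 0.151 ± 0.0301, 0.00420 ± 0.00594, 0.560 ± 0.0336 and 18.2 ± 0.678 RPKM (SD, n = 2) in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Pou3f4*, of cochlear mesenchyme, was at, in the same order, 0.103, 0.137, 0 and 7.19 RPKM, *Ikzf2*, a regulator of OHC maturation, at 0.750, 7.98, 1.00 and 1.97 RPKM and *Zbtb3* at 3.14, 1.79, 3.30 and 0.00613 RPKM. As labelled, in OHCs *Pou4f1* (4.80, SE 0.0578, adjusted p = 2.04e-06), *Arid5b* (4.12) and *Pou3f4* (6.19) rose, *Zbtb3* (-5.00) and *Taf1c* (-5.77) fell and *Ikzf2* was at 0.91. Read with exchanged labels, the first 3 rose (7.46, 4.19 and 4.94) and the other 3 fell, *Ikzf2* at -1.97, *Zbtb3* at -4.16 and *Taf1c* at -5.38. In IHCs *Ikzf2* rose as labelled (3.25), and *Pou4f1* fell as labelled (-1.26) and rose with exchanged labels (1.40). Calls of *Pou4f1* (IHCs as labelled and exchanged IHCs) ended at a pseudocount of 1 RPKM.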

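*C1qb*, of the complement cascade, was at 1.34, 0.722, 0 and 22.4 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and the complement list had 7 higher and 2 lower of 10 (median 2.07) in OHCs as labelled and 6 higher and 6 lower of 13 (median 0.577) with exchanged labels, the latter median turning to -0.0236 with quantile normalization. MHC class I genes had 4 higher and 1 lower of 14 (median 0.745) and 7 higher and 1 lower of 14 (median 0.982) in the same order, with *Psmb8* of the immunoproteasome at 6.53 (SE 0.0550, adjusted p = 2.04e-06) and 5.26. MHC class II genes had 3 higher and 1 lower of 8 (median 0.501) and 6 higher and 0 lower of 8 (median 2.64), with *H2-Eb1* at 4.56 as labelled. Macrophage genes were 30 higher and 1 lower of 31 (median 5.92) and 26 higher and 2 lower of 32 (median 3.28). Neutrophil genes were 2 higher and 1 lower of 3 (median 1.63) as labelled and 0 higher and 11 lower of 11 (median -4.44) with exchanged labels, and lymphoid genes 1 higher and 2 lower of 3 (median -1.49) and 1 higher and 6 lower of 7 (median -1.82). Camera with an estimated correlation gave adjusted p = 0.664 for complement and 0.365 for MHC class II with exchanged labels. Counts adjusted over the lists alone were the same.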

Pathways for inflammatory response and positive regulation of inflammatory response and immune system process were upregulated in OHCs. Comparison of transcriptomes of adult (1-month-old) HCs show that IHCs have higher expression of anti-apoptotic genes such as *Bcl2* and *Bcl6* than OHCs (Liu et al., 2014; Li et al., 2018b). In addition, GSEA shows downregulation of processes related to mechanotransduction, macromolecule catabolic process, ion transport and ion channel activity, and cellular chemical homeostasis in aging OHCs. These differences may underpin differential vulnerability of OHCs and IHCs.

The process of aging and senescence often leads to a general decline in function of the different organ systems. For example, aging leads to decline in synaptic transmission of neurons, which drives cognitive decline (Lu et al., 2004). It is often thought that loss of HCs, afferent synapses, and spiral ganglion neurons is the main cause of ARHL (Ohlemiller, 2004; Sergeyenko et al., 2013). However, we observed degeneration of stereocilia bundle and shrinkage of soma in aging HCs, as well as reduction in axial stiffness and prestin density in aging OHCs. Degeneration of HC stereocilia bundles during aging has been reported in humans (Wu et al., 2020) and mice (Bullen et al., 2020; Wu et al., 2020). Degeneration of stereocilia bundles affects mechanotransduction, which reduces the receptor potential that drives the release of neurotransmitter and OHC motility. Reduced OHC stiffness is likely to alter cochlear mechanics. Shrinkage of HC soma alters passive cochlear mechanics, while decreased prestin density reduces OHC motility. Cytological deterioration is likely augmented by downregulation of genes (*Lhfpl5*, *Tmc1*, *Tmie*, *Cib2*, *Tmem63b*, and *Slc26a5*) related to mechanotransduction and OHC mechanical property. Collectively, our study shows that deterioration in ultrastructure and function of HCs precedes HC loss. Such decline in mechanoelectrical and electromechanical transduction is certain to lead to ARHL.

This study is a comprehensive and in-depth characterization of the molecular and cellular signatures of biological aging in cochlear HCs. Our study compellingly suggests that HC aging is driven by key molecular processes, including transcriptional regulation, DNA damage/repair, autophagy, and inflammatory response, as well as those related to HC unique morphology and function. At the cellular level, HC aging is characterized by loss of stereocilia, shrinkage of HC soma, and reduction in OHC mechanical properties. The decline in mechanotransduction and OHC electromotility accelerates HC degeneration and contributes to ARHL. From a translational perspective, aging-related genes identified such as *Foxo3*, *Jund*, *Sirt6*, *H2afx*, *Hdac10*, *Mcm6*, and *Cbx3* are also potential biomarkers and therapeutic targets for ameliorating ARHL.

### Limitations of the study

There are several limitations of our study. First, this study examined changes in gene expression in HCs during aging. Changes in mRNA levels do not necessarily equate to changes in protein expression. Although we confirmed the change in expression of six genes at the protein level with immunostaining, it is unclear if the transcriptomic changes discussed here are similarly altered in the IHC and OHC proteomes. Second, although several of the identified genes and pathways in our analysis of aging HCs have previously been shown to be associated with aging, it is not clear if they are responsible for aging processes or secondary to other mechanisms. Future studies, using gene manipulating techniques, are needed to determine their roles in HC aging. Third, HCs, especially OHCs, in the cochlea are tonotopically organized with some differences in biological properties and gene expression. We note that HCs in our study were isolated from the mid-cochlear region and the apical turn, mostly due to difficulties of isolating and maintaining aging HCs from the basal turn of the cochlea. While we did not examine changes in gene expression of HCs populations isolated from distinct cochlear locations, future applications of this approach may elucidate the molecular mechanisms underlying the increased vulnerability of HCs in the very basal and apical ends of the cochlea to aging.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, David Z. He ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- The raw RNA-seq data (Fastq files), together with the processed dataset (in Excel format), are publicly available from the National Center for Biotechnology Information-Gene Expression Omnibus (GEO) (GEO accession number: GSE153882 (HCs) and GSE154833 (SVCs)).
- The analysis conducted for this study did not use any original code.
- Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

Male and female CBA/J mice, purchased from the Jackson Laboratory, were reared in our animal care facility to various ages (1,9, 18, 22 and 26 months). The acoustic environment of the animal room was examined by a sound level meter (CEL-500, Casella Cel, UK). The sound levels were 68 dB SPL over 98% of the time, and 75 dB SPL 1–2% of the time. Care and use of the animals in this study were approved by the Institutional Animal Care and Use Committee of Creighton University.

### METHOD DETAILS

#### Auditory function measurements

ABR-based hearing thresholds were measured from male and female CBA mice aged between 1 and 26 months. All records were obtained in a sound-proof chamber. The mouse was anesthetized with a mixed dose of ketamine/xylazine. The body temperature was maintained at 37°C with a heating pad. ABRs were recorded in response to tone bursts from 4 to 50 kHz using standard procedures described previously (Liu et al., 2021). ABR signals were collected with subcutaneous platinum needle electrodes placed at the vertex, mastoid prominence, and leg. Response signals were amplified (100,000x), filtered, and acquired by TDT RZ6 (Tucker-Davis Technologies, Alachua, FL). Each averaged response was based on 200 stimulus repetitions. Threshold was defined visually as the lowest sound pressure level (in decibel) at which any wave (wave I to wave IV) was detected and reproducible above the noise level.

The DPOAE at the frequency of 2f_1_ -f_2_ was recorded in response to f_1_ and f_2_, with f_2_/f_1_ = 1.2 and the f_2_ level 10 dB lower than the f_1_ level. The sound pressure obtained from the microphone in the ear-canal was amplified, and Fast-Fourier transforms were computed from averaged waveforms of ear-canal sound pressure. The DPOAE threshold was defined as the f_1_ sound pressure level (measured in decibels) required to produce a response above the noise level at the frequency of 2f_1_-f_2_.

For recording the EP, a small hole in the basal turn was made using a fine drill. A glass capillary pipette electrode (10 MU) was mounted on a hydraulic micromanipulator and advanced until a stable positive potential was observed. The signals were filtered and amplified under current-clamp mode using an Axopatch 200B amplifier (Molecular Devices, San Jose, CA) and acquired by software pClamp 9.2. The sampling frequency was 10 kHz.

#### Cell isolation, cDNA preparation, and RNA-sequencing

Male and female CBA mice aged 9 and 26 months were used for gene expression analysis. The basilar membrane, together with the organ of Corti, were dissected from the cochleae and transferred to an enzymatic digestion medium in a small Petri dish. The enzymatic digestion medium contained 1 mL L-15 and 1 mg Collagenase IV (Sigma). After 5 min incubation at room temperature, the tissue was transferred to a small plastic chamber (0.8 mL in volume) containing enzyme-free culture medium (Leibovitz’s L-15, 7.35 pH, 300 mOsm). HCs were separated by enzymatic digestion (Collagenase IV from Sigma) and mechanical trituration by a 200 mL Eppendorf pipette tip. The chamber containing the HCs was then mounted onto the stage of an Olympus IX71 inverted microscope (Olympus, Japan) equipped with a video camera. The chamber with inlet and outlet was perfused with fresh L-15 medium to wash out debris for 2 min. To collect solitary HCs, two glass pipettes, each with a diameter of ~30 μm, were used to pick up IHCs or OHCs. IHCs and OHCs were identified based on their distinct morphology (Figure S1G). The pickup pipette was fabricated from 1.5 mm thin-wall glass tubing pulled by a two-stage electrode puller. The pipettes are mounted in two separate electrode holders mounted on two Leitz 3-D micromanipulators (Leitz, Germany). By moving the pickup pipette and the stage of the microscope, cells were positioned near the tip of the pipette. The suction port of the pipette holder was connected to a micrometer-driven syringe to provide positive or negative pressure in order to draw in or expel the cells (Video S2). After ~20–30 cells had been drawn into the pipette, the pipette was lifted out from the bath and quickly transferred to a microcentrifuge tube containing 50 μL RNA*later* (Thermo Fisher Scientific, Waltham, MA) to stabilize and protect RNA in HCs. Cells were expelled from the pipette by applying positive pressure. We repeated the steps for picking up and expelling HCs until approximately 50–80 IHCs and 100–120 OHCs were collected from each mouse. The whole process from dissection to completion of cell collection took less than an hour for each mouse (most HCs were submerged in RNA*later* in 30–40 min after the mouse was euthanized). This ensured minimal degradation of RNA of our samples. To collect approximately 1,000 OHCs and 1,000 IHCs from the 9m- and 26m-old mice, 10 and 18 mice were used for each biological repeat for each age group. Approximately 70 mice were used for three biological replicates for the two age groups. Cells from stria were also isolated using the same enzymatic digestion and trituration, and collected using the same technique. SVCs were composed of three cell types including basal, intermediate (melanocyte) and marginal cells.

SMART-Seq v4 Ultra Low Input RNA Kit (TakaRa Bio USA Inc, San Jose, CA) was used for generating high-quality cDNA directly from 1 to 1,000 intact cells. Genome-wide transcriptome libraries were prepared from two biological replicates with two technical repeats for each cell type and age using the Nextera Library preparation kit (Illumina, Inc., San Diego, CA). Prior to sequencing, an Agilent 2100 Bioanalyzer and a Qubit fluorometer (Invitrogen, Thermo Fisher Scientific) were used to assess library size and concentration. Transcriptome libraries were sequenced using the HiSeq 2500 Sequencing System (Illumina, San Diego, CA). Three samples per lane were sequenced, generating approximately 100 million, 100 bp paired-end reads per sample. The files from the multiplexed RNA-seq samples were demultiplexed, and fastq files were obtained. All our sequencing runs exceeded a Phred quality score of 30, which reflects a 99.9% accuracy of the correct base at a given nucleotide in the sequence and suggests that the RNA-sequencing performed was of high quality and unambiguous (Ewing et al., 1998).

To individually map the reads (paired-end reads) to the mouse genome (mm10, build name GRCm38), we used CLC Genomics Workbench software (CLC bio, Waltham, MA). Reads were mapped to exonic, intronic, and intergenic sections of the genome. Gene expression values were quantified and normalized as RPKM. The biological replicate and mean RPKM gene expression values from 9-month and 26-month-old IHCs and OHCs are included in Table S1.

#### Bioinformatic analyses

iDEP 0.93 (http://bioinformatics.sdstate.edu/idep/) was used to analyze differential expression of the genes. The expressed genes were examined for enrichment using ClueGO v. 2.5.7 (Bindea et al., 2009). Enriched biological processes and molecular functions, classified according to gene ontology (GO) terms, as well as KEGG pathways were examined (FDR p value cutoff <0.10). For reference and verification, additional resources such as the Ensembl database, gEAR (www.umgear.org) and AmiGO (http://amigo.geneontology.org/amigo) were also used. We also compared the transcriptomes of aging HCs to those of cochlear cells post-noise exposure. RNA-seq data from a recent publication (Milon et al., 2021) was analyzed in gEAR and DEG lists were downloaded.

#### Immunocytochemistry and HC count

The mice were anesthetized with a ketamine/xylazine mixture administered via intraperitoneal injection. Once the animal reached a surgical plane of anesthesia, the animal was transcardially *perfused* with 4% PFA in PBS. After perfusion, the cochlea was dissected. A small hole was made in the apex of the cochlea and round window was also ruptured by a small forcep. The cochlea was placed in 4% PFA in PBS solution and stored in 4°C refrigerator over night. After the basilar membrane together with the organ of Corti were dissected out, the tissue was then incubated for 24 h at 4°C with primary antibodies [(DNM1 (Novus NBP2-48950, 1:200), DNM3 (gift from Dr. Pietro De Camilli at Yale University, 1:200), KCNQ4 (Sigma-Aldrich, HPA018305, 1:200), CBX3 (Novus, NBP1-83228, 1:200), SLC7A14 (Sigma-Aldrich, HPA045929, 1:400) and SLC26A5 (gift from Dr. Jing Zheng at Northwestern University, 1:400 dilution)], then washed three times with 1X PBS. The secondary antibody (1:500) (Alexa Fluor 488; Invitrogen) (Life Technologies, Lot# 1579044) was added and incubated overnight at 4°C. Tissues were washed with PBS and mounted on glass microscopy slides with antifade solution (5 mL PBS, 5 mL glycerol, 0.1 g n-propylgallate). Images were captured using Zeiss 710 Confocal Microscope. For HC count, HCs were stained with anti-MYO7A antibody (Proteus, 25–6790, 1:300 dilution). Images from six areas (each with 400 μm in length) at measured locations along the length of the cochlea were captured, and IHCs and OHCs were counted separately from confocal images offline, as described previously (Liu et al., 2021). Each location was measured as the relative distance from the apical end of the basilar membrane. Overall length of the organ of Corti from the apex to base was ~5.6 mm. Three cochleae from three animals were used for each location for cell count. To obtain virtual sections of the cochlea (Figures 6D and 6E), Imaris was used to rotate and section the image. Each section was ~10 μm. For virtual images of individual cells shown in Figures 6F–6I, z-stacked confocal images were rotated to an angle so that both stereocilia and soma were clearly visualized. Adjacent HCs and supporting cells in the background were then manually erased using Photoshop.

#### RNAscope

Single molecule fluorescence *in situ* hybridization (smFISH) was used to examine the expression of 10 genes in 10 mm-thin cochlear sections. The cochlea was prepared as described above for immunocytochemistry. Samples were prepared in PFA-fixed paraffin embedded tissue. Methods for the RNAscope™ 2.5 HD Assay from Advanced Cell Diagnostics were followed. Probes for 12 genes were purchased from ACD (*Tmc1* (Cat No: 520911-C2), *Chrna9* (818511), *Kcnq4* (707481), *Chrna10* (818521), *Slc17a8* (549991), *Slc7a14* (544781), *Otof* (485678), *Clu* (427891), *Jund* (1031951-C1), *Foxo3* (485321), *C1ql1* (465081-C2), and *Sod1* (428581)). To compare the expression of gene of interest between 9 and 26 m, intensity (gray value) and area of the fluorescent signals were measured to obtain integrated density for individual IHCs and OHCs in each cochlear section. Fluorescent signals from three sections were averaged for each cell type at each age.

#### SEM

The cochleae from young and aging mice were fixed for 24 h with 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.4) containing 2 mM CaCl_2_, washed in buffer. After the cochlear wall was removed, the cochleae were then post-fixed for 1 h with 1% OsO_4_ in 0.1 M sodium cacodylate buffer and washed. The cochleae were dehydrated via an ethanol series, critical point dried from CO_2_ and sputter-coated with gold. The morphology of the HCs was examined in a FEI Quanta 200 scanning electron microscope (ThermoFisher, Hillsboro, OR) and photographed.

#### Measurements of NLC and axial stiffness of OHCs

For recording NLC, isolated OHCs were bathed in extracellular solution containing (in mM) 120 NaCl, 20 TEA-Cl, 2 CoCl_2_, 2 MgCl_2_, 10 HEPES, and 5 glucose at pH 7.4. The internal solution contained (in mM): 140 CsCl, 2 MgCl_2_, 10 EGTA, and 10 HEPES at pH 7.4. The two-sine voltage stimulus protocol (10 mV peak at both 390.6 and 781.2 Hz) with subsequent fast Fourier transform-based admittance analysis (jClamp, version 15.1, SciSoft Company, Hew Heaven, CT) was used to measure membrane capacitance using jClamp software (Scisoft). Fits to the capacitance data were made in IgorPro (Wavemetrics, Lake Oswego, OR). The maximum charge transferred through the membrane’s electric field (Q_max_), the slope factor of the voltage dependence (a), the voltage at peak capacitance (V_pkcm_), and the linear membrane capacitance (C_lin_) were calculated.

The method for measuring axial stiffness is described previously (He et al., 2003; He and Dallos, 1999). In brief, the isolated OHC was drawn into a microchamber with ~75–80% of its length extruded. The tip of the glass fiber was brought against the cuticular plate of an OHC transverse to the cell’s long axis in such a way that the fiber’s lateral motion would compress or relax the cell. The cell’s axial stiffness (kc) was calculated by comparing the free movement of the tip of the fiber (Lf) of known stiffness (kf) with the loaded movement of the tip after it was rested against the surface of the cuticular plate (Lc), where: Kc = kf (Lf - L c)/Lc. Photodiode-based system was used to measure free fiber and loaded fiber motion (Jia and He, 2005).

### QUANTIFICATION AND STATISTICAL ANALYSIS

Means and standard deviations were calculated. Student’s t-test was used to determine statistical significance. Two-way ANOVA with multiple t-tests using the Holm-Sidak correction for multiple comparisons was also used to determine statistical significance. Probability (P) value ≤0.05 was regarded as significant. For transcriptome analysis, average expression (RPKM) values for each gene and SD were calculated. ANOVA False Discovery Rate-corrected p values < 0.10 was considered statistically significant. Differentially expressed genes were defined as those whose expression levels are above background with a Log2 fold change in expression ≥ |1| between the two ages (FDR p ≤ 0.10).

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
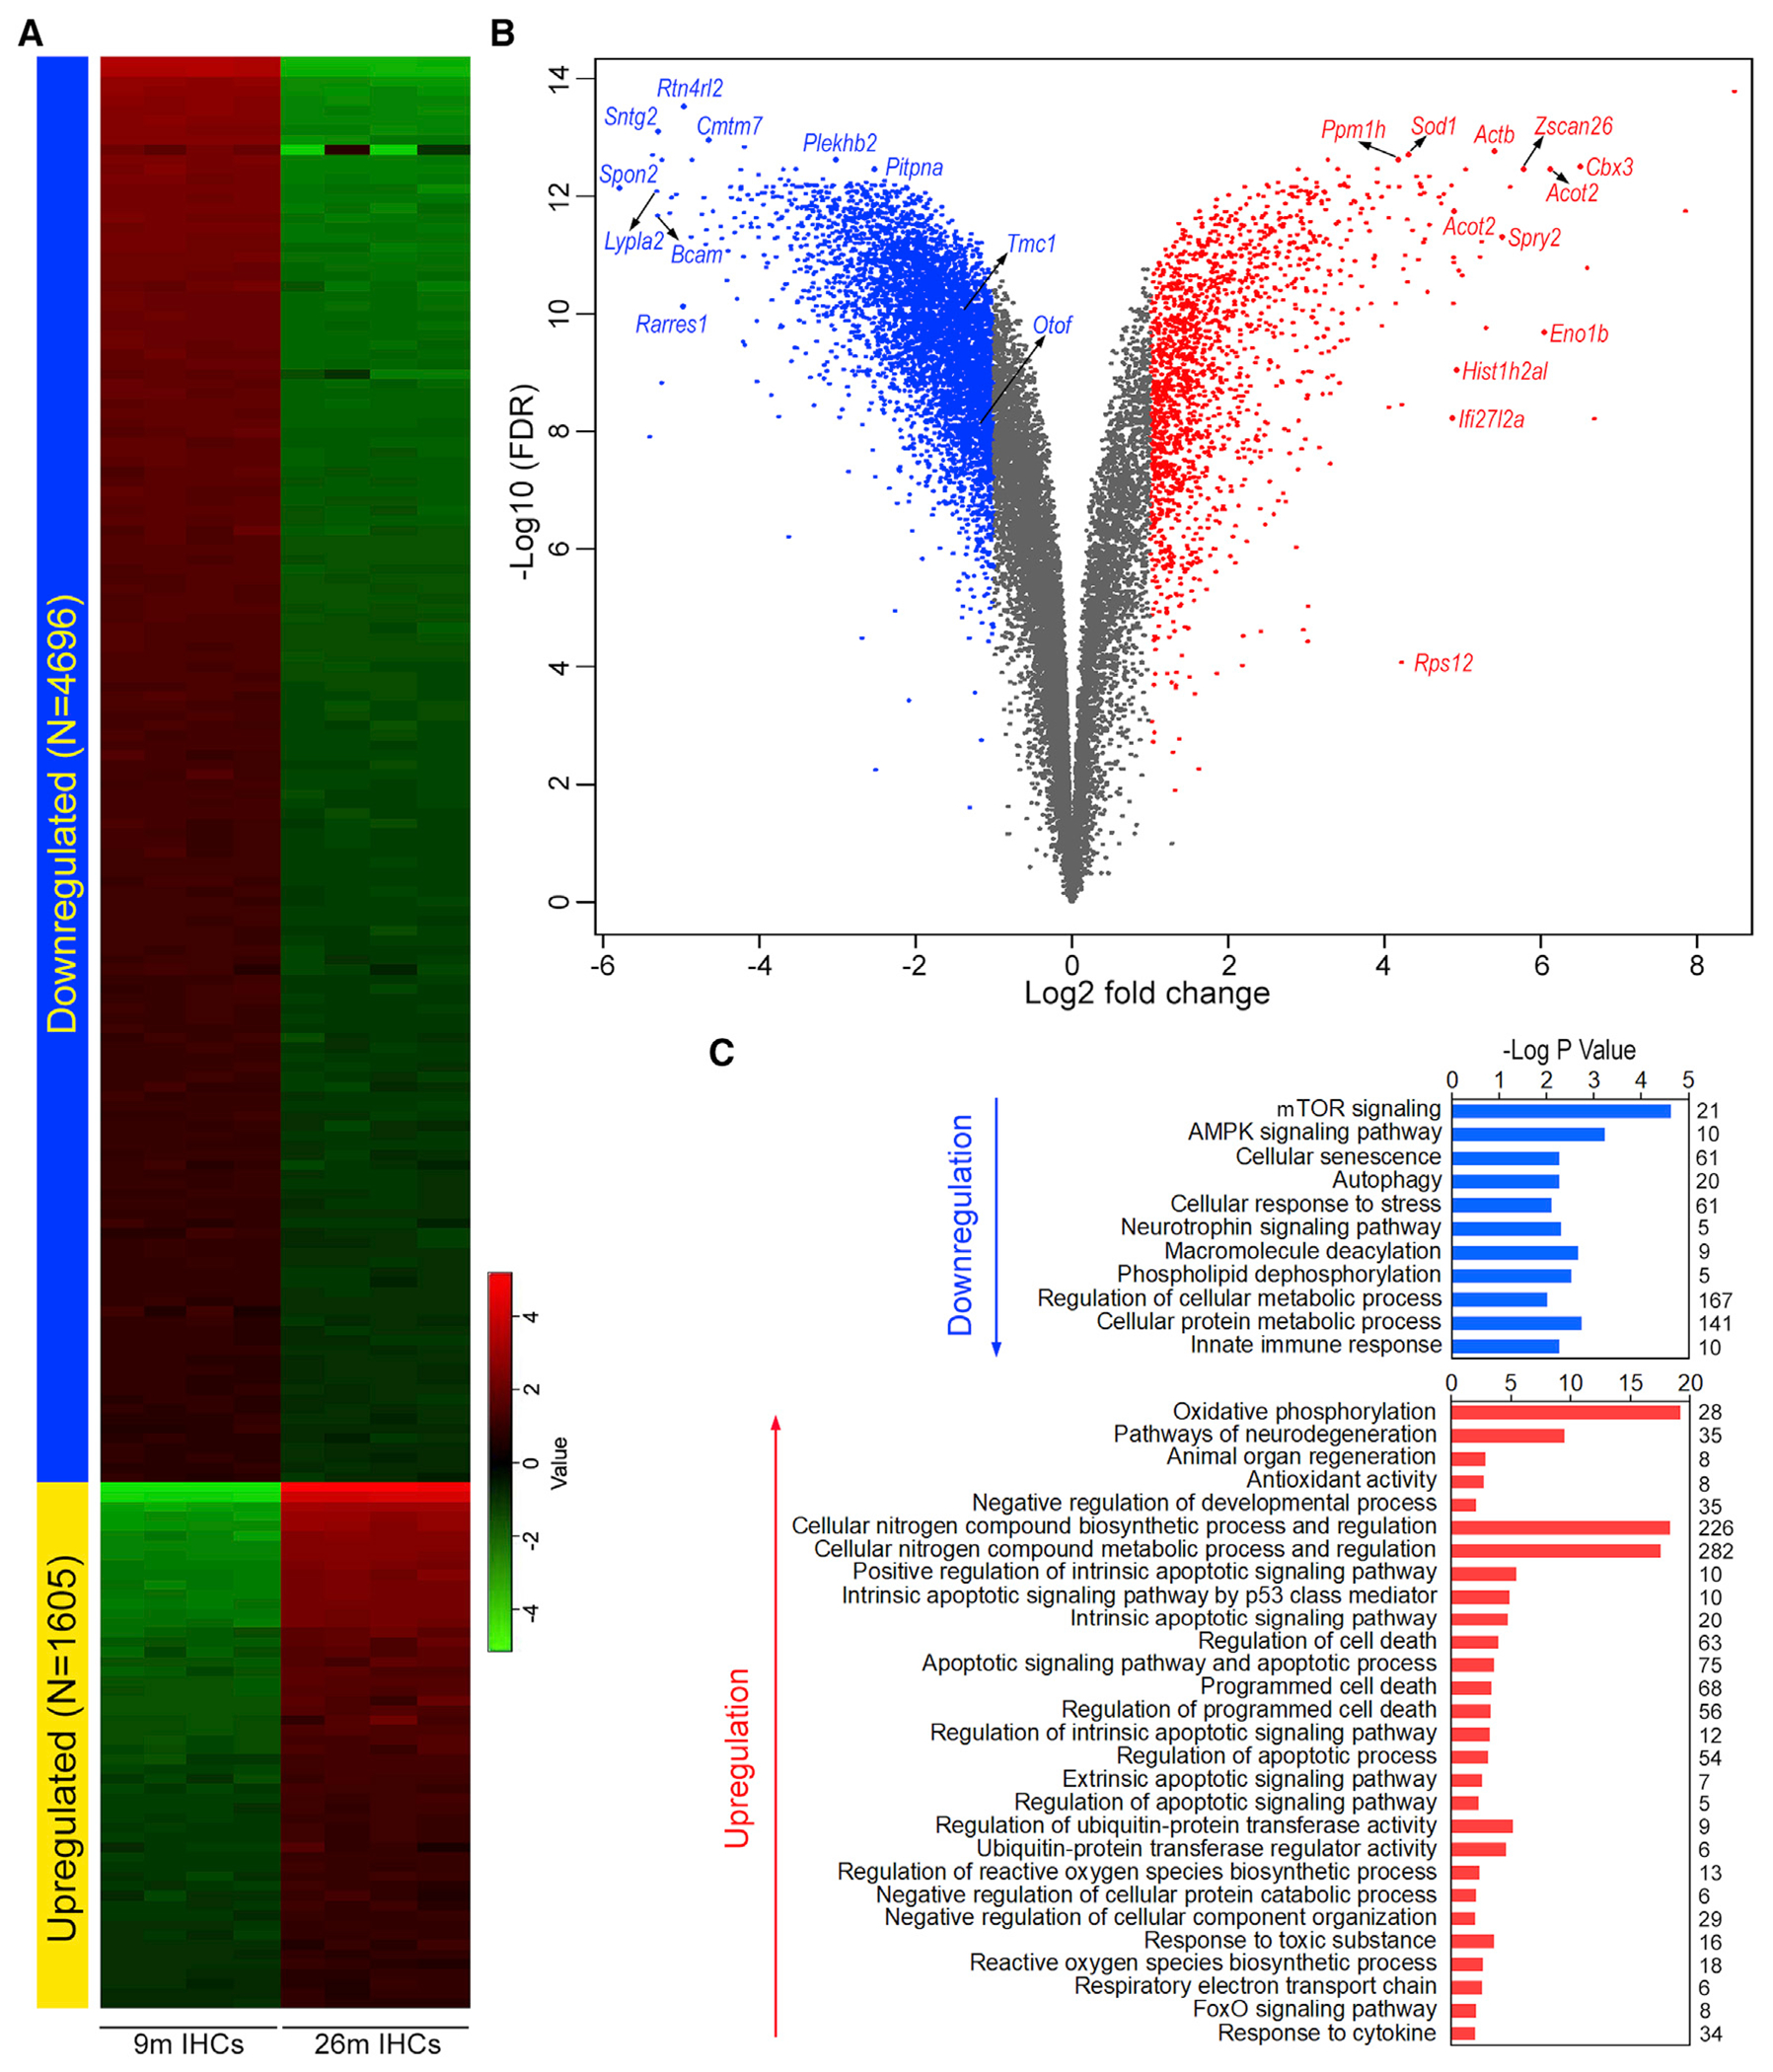
Differentially expressed gene (DEG) analysis between 9- and 26-month-old IHCs (A) Heatmap of differentially expressed genes. (B) Volcano plot of DEGs. Some of the top differentially expressed genes as well as several genes known to be related to HC function are indicated. (C) Gene set enrichment analysis of biological processes involving the top 500 up- and downregulated genes. Numeric value on the right of the panel represents the number of genes in each category.

**Figure 2.**
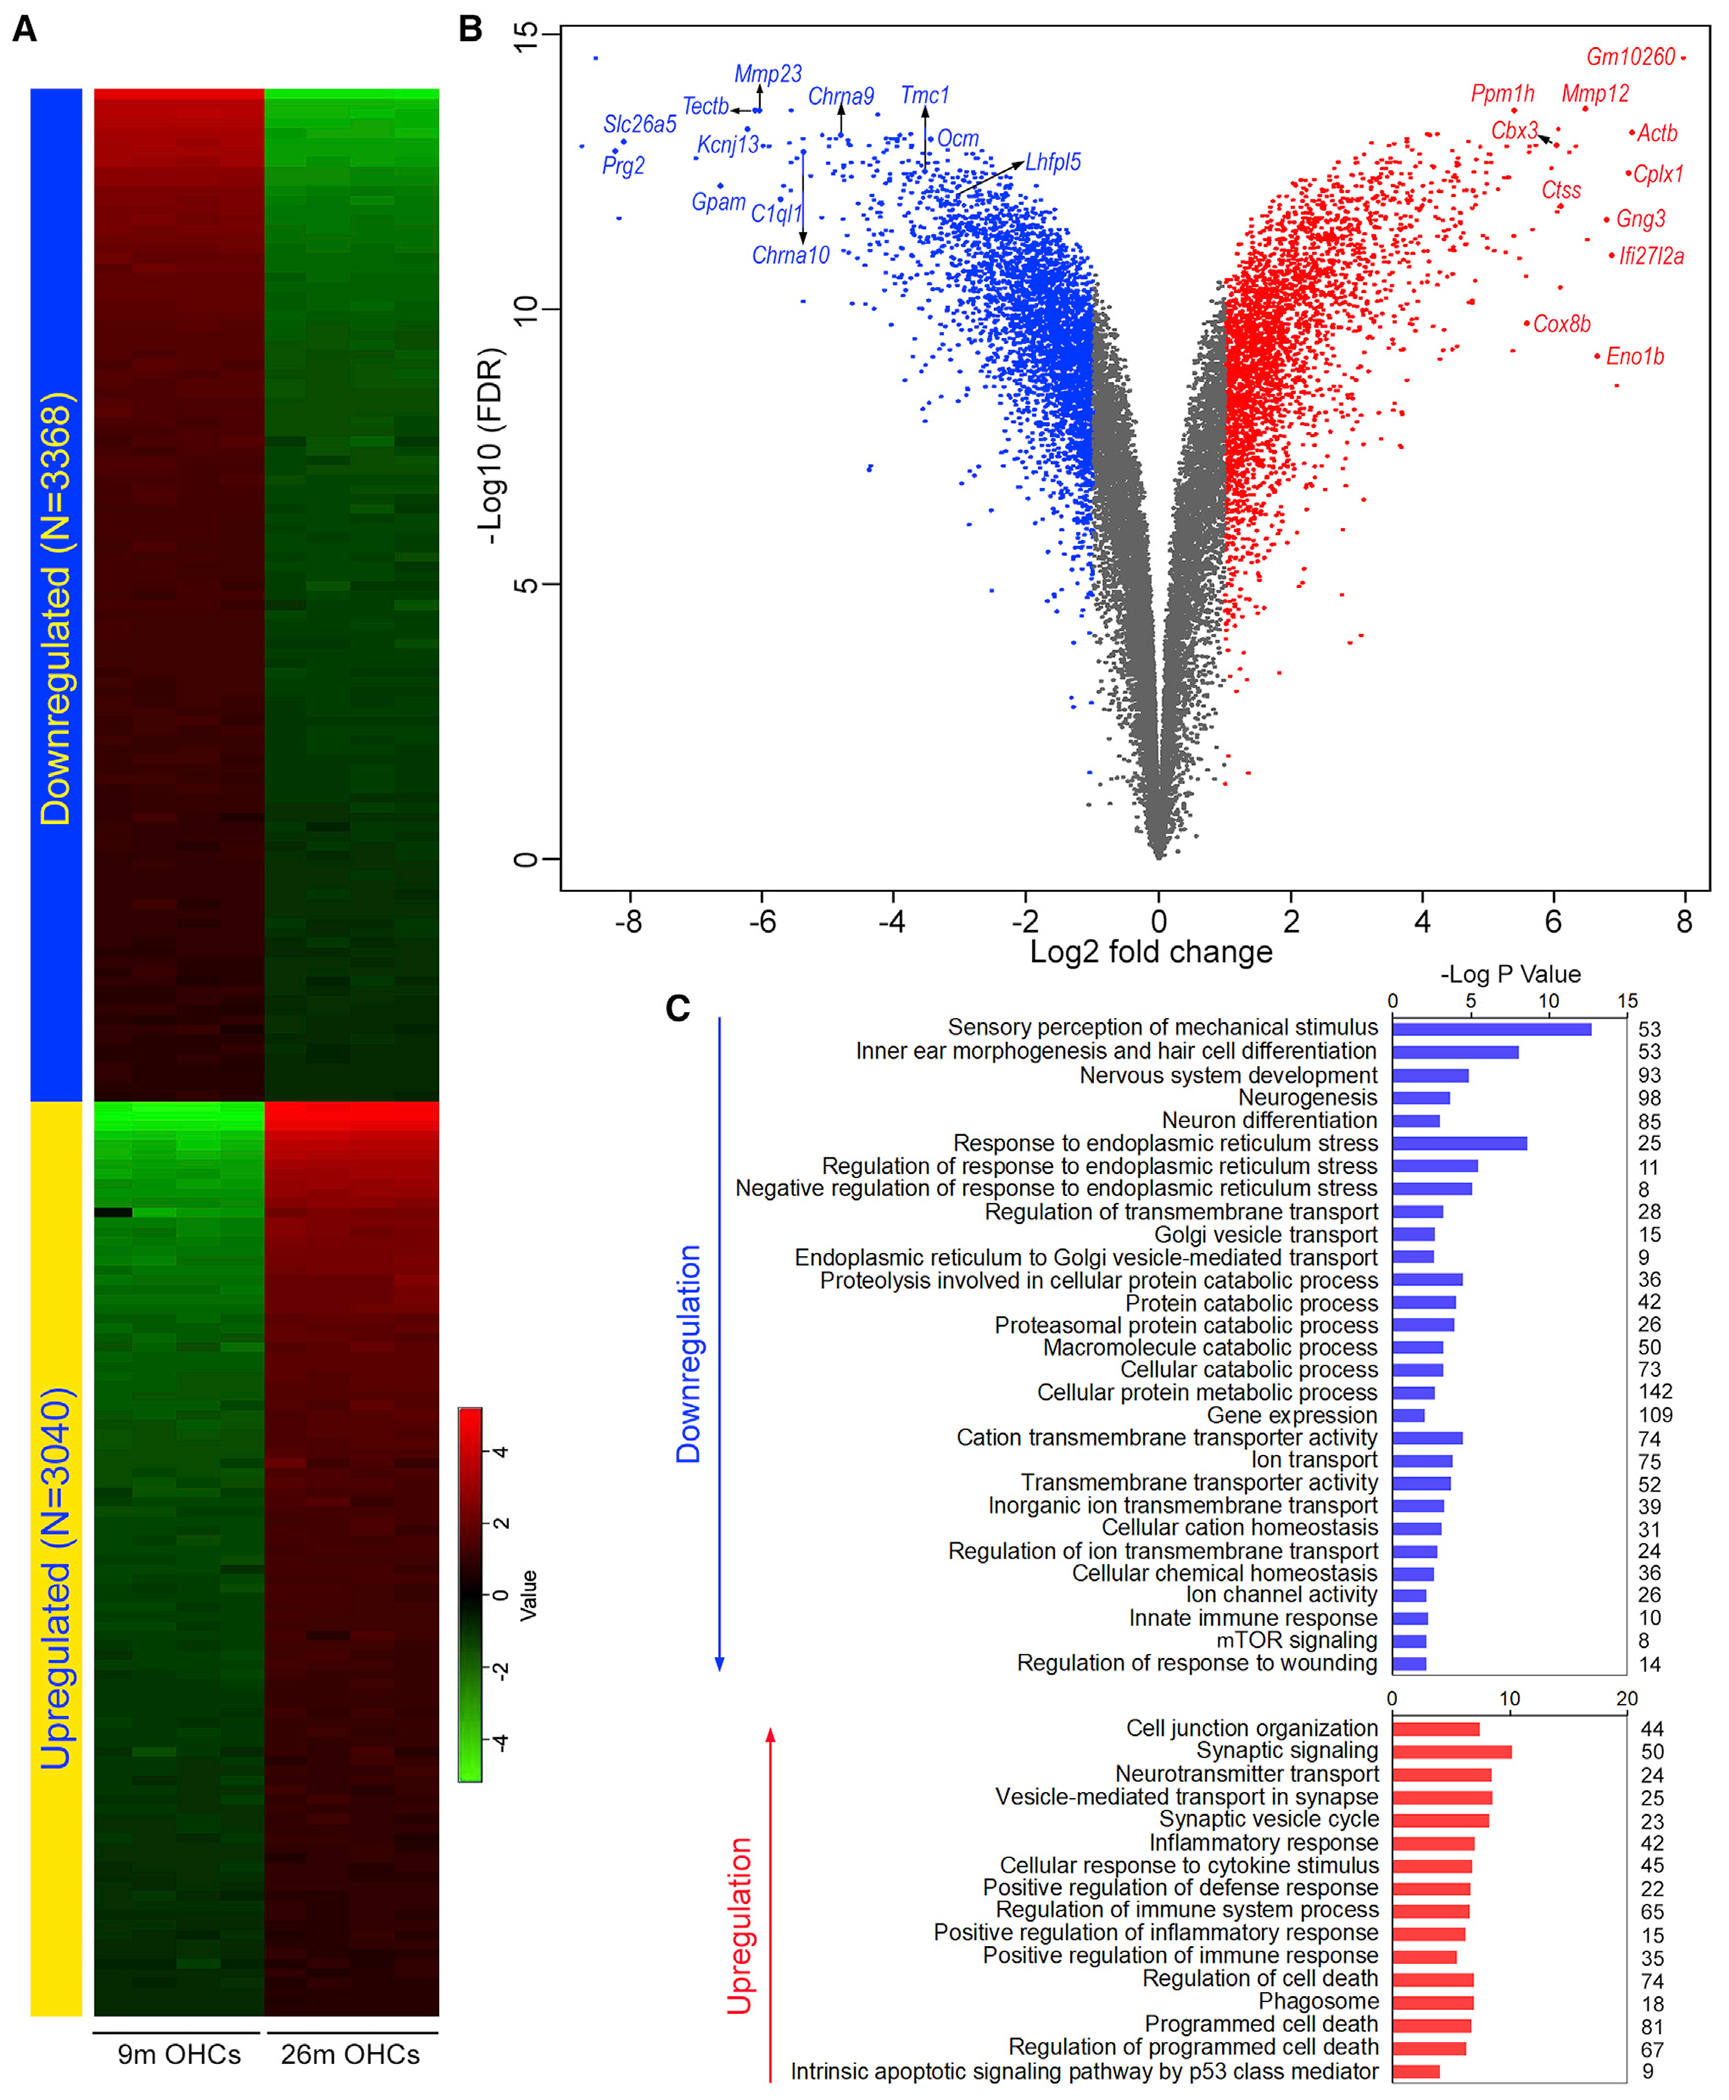
DEG analysis between 9- and 26-month-old OHCs (A) Heatmap of differentially expressed genes. (B) Volcano plot of DEGs. Some top DEGs are labeled. Some of the top differentially expressed genes as well as several genes known to be related to HC function are indicated. (C) Gene set enrichment analysis of biological processes involving the top 500 up- and downregulated genes. Numeric value on the right of the panel represents the number of genes in each category.

**Figure 3.**
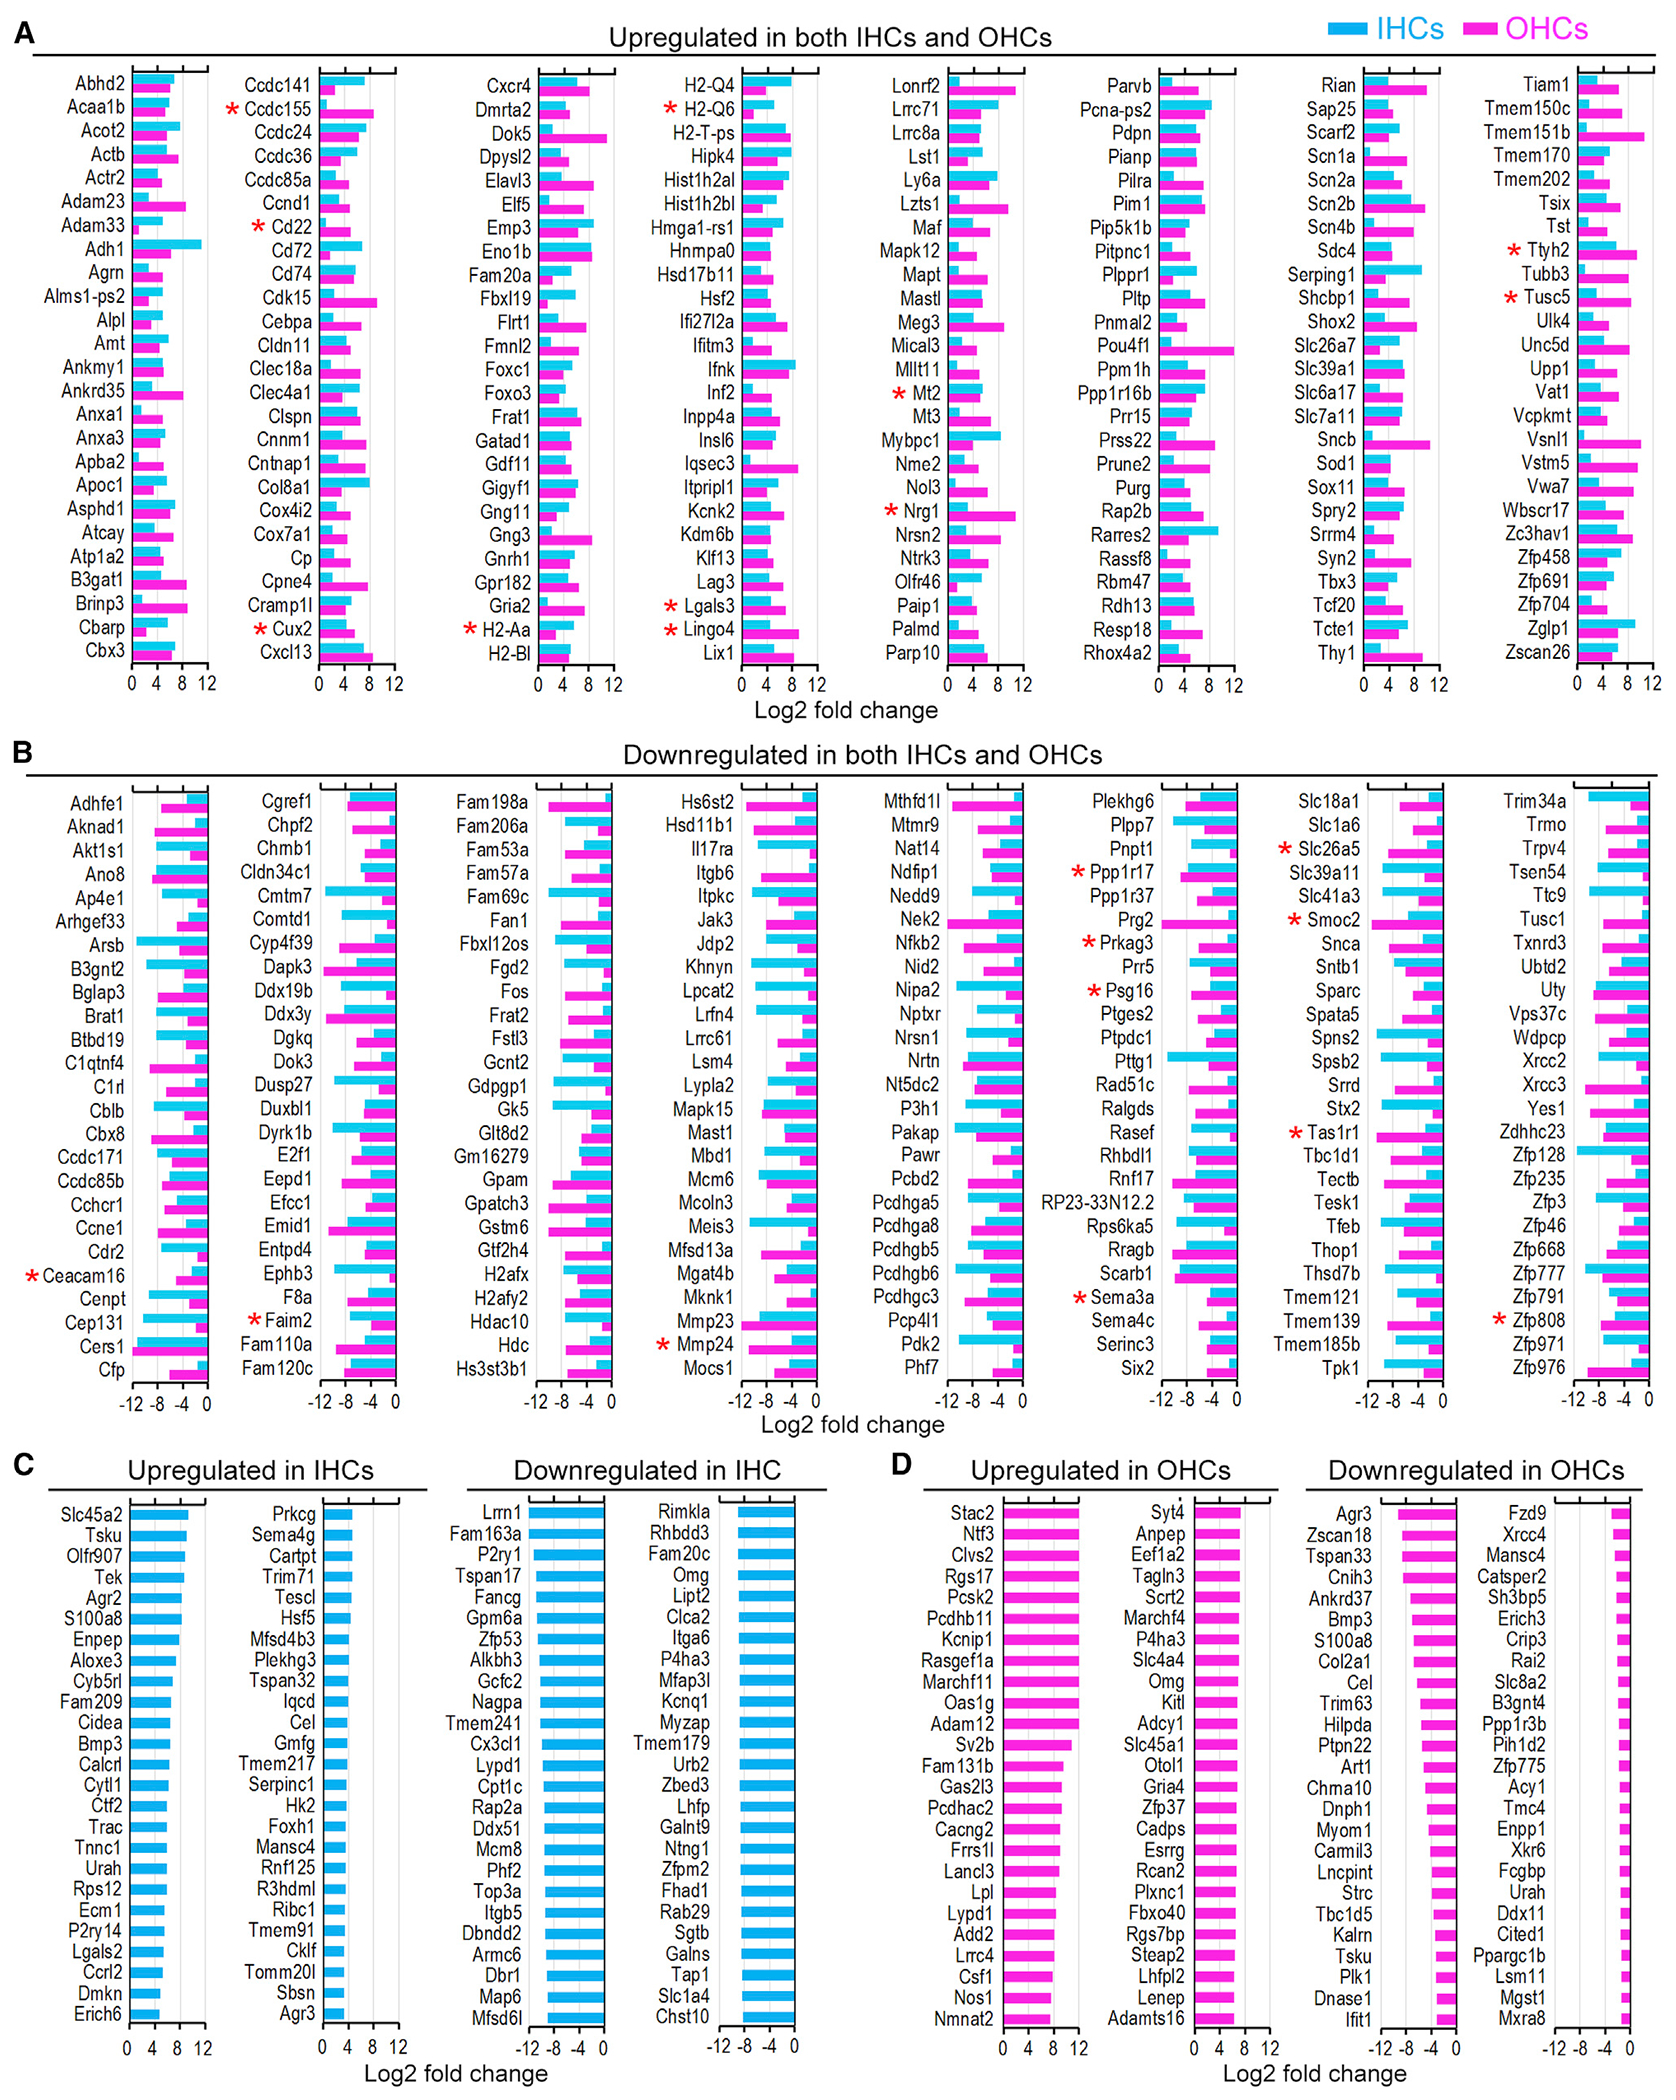
Up- and downregulated genes in aging HCs (A and B) Top 200 commonly upregulated (A) and downregulated (B) genes in both HC types at 26 months. Red asterisks indicate genes that showed the same trend of change in 26-month-old stria cells. (C) Top 50 up- and downregulated genes in 26-month-old IHCs. (D) Top 50 up- and downregulated genes in 26-month-old OHCs.

**Figure 4.**
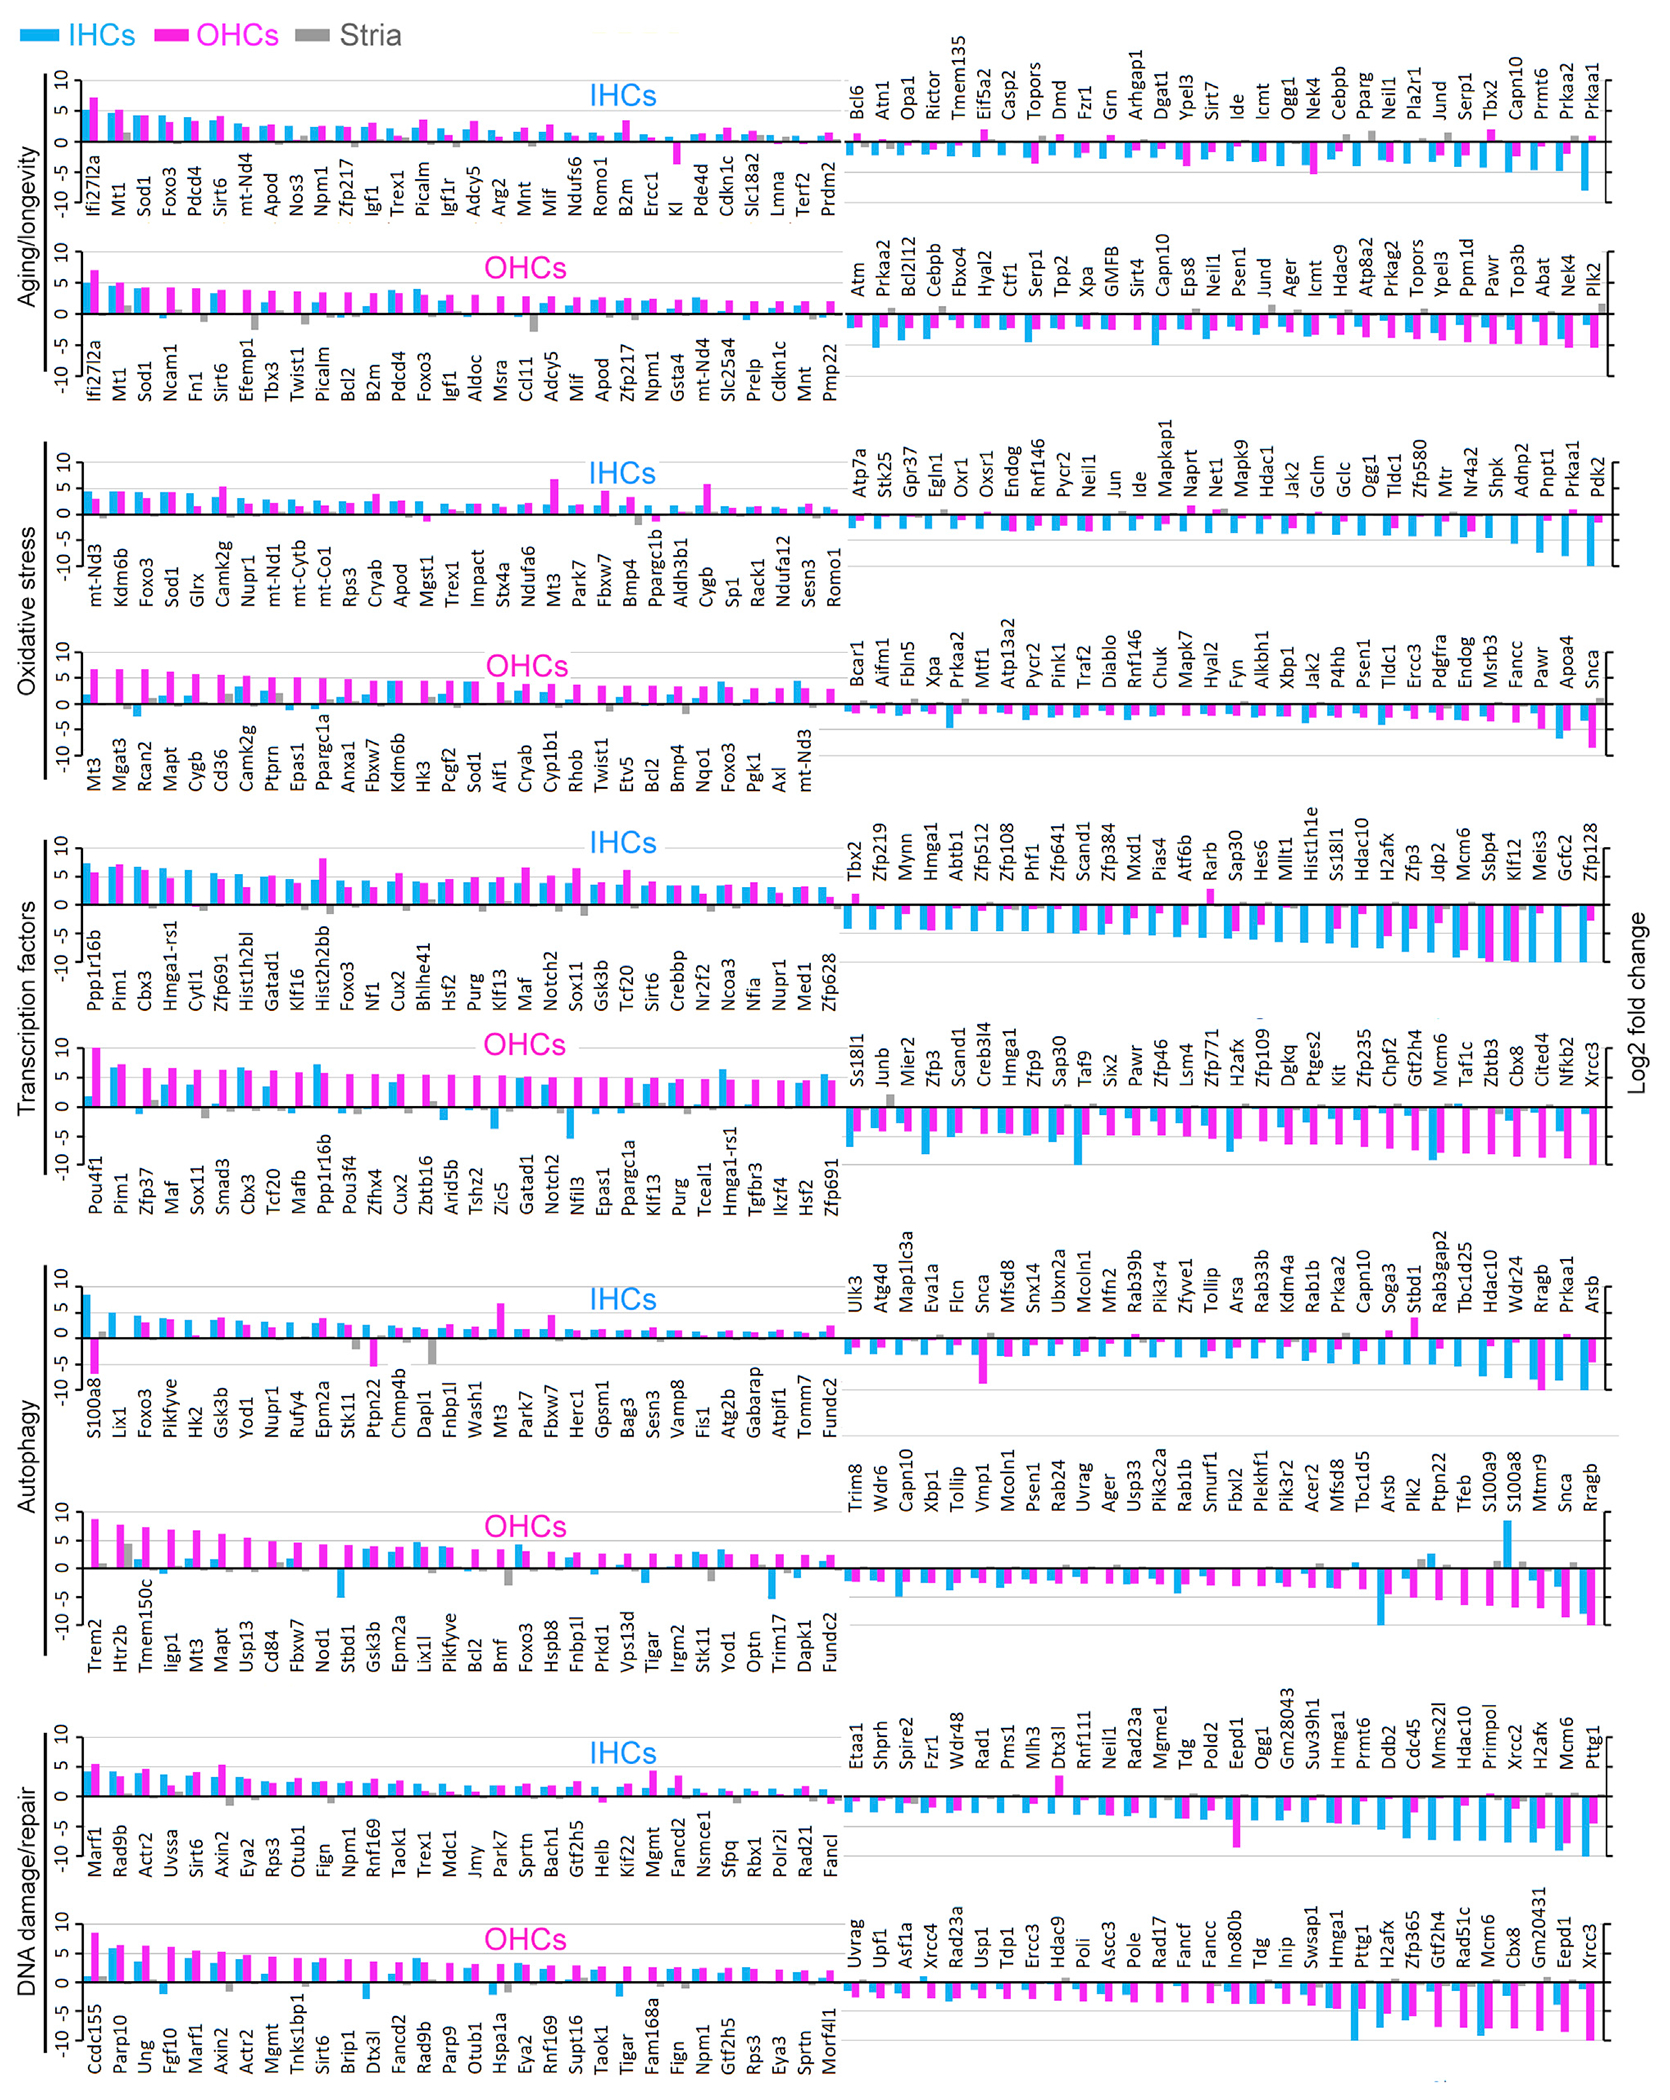
Top 30 up- and downregulated genes in IHCs and OHCs annotated in GO biological process categories of aging/longevity, oxidative stress, transcriptional regulation, autophagy, and DNA damage and repair

**Figure 5.**
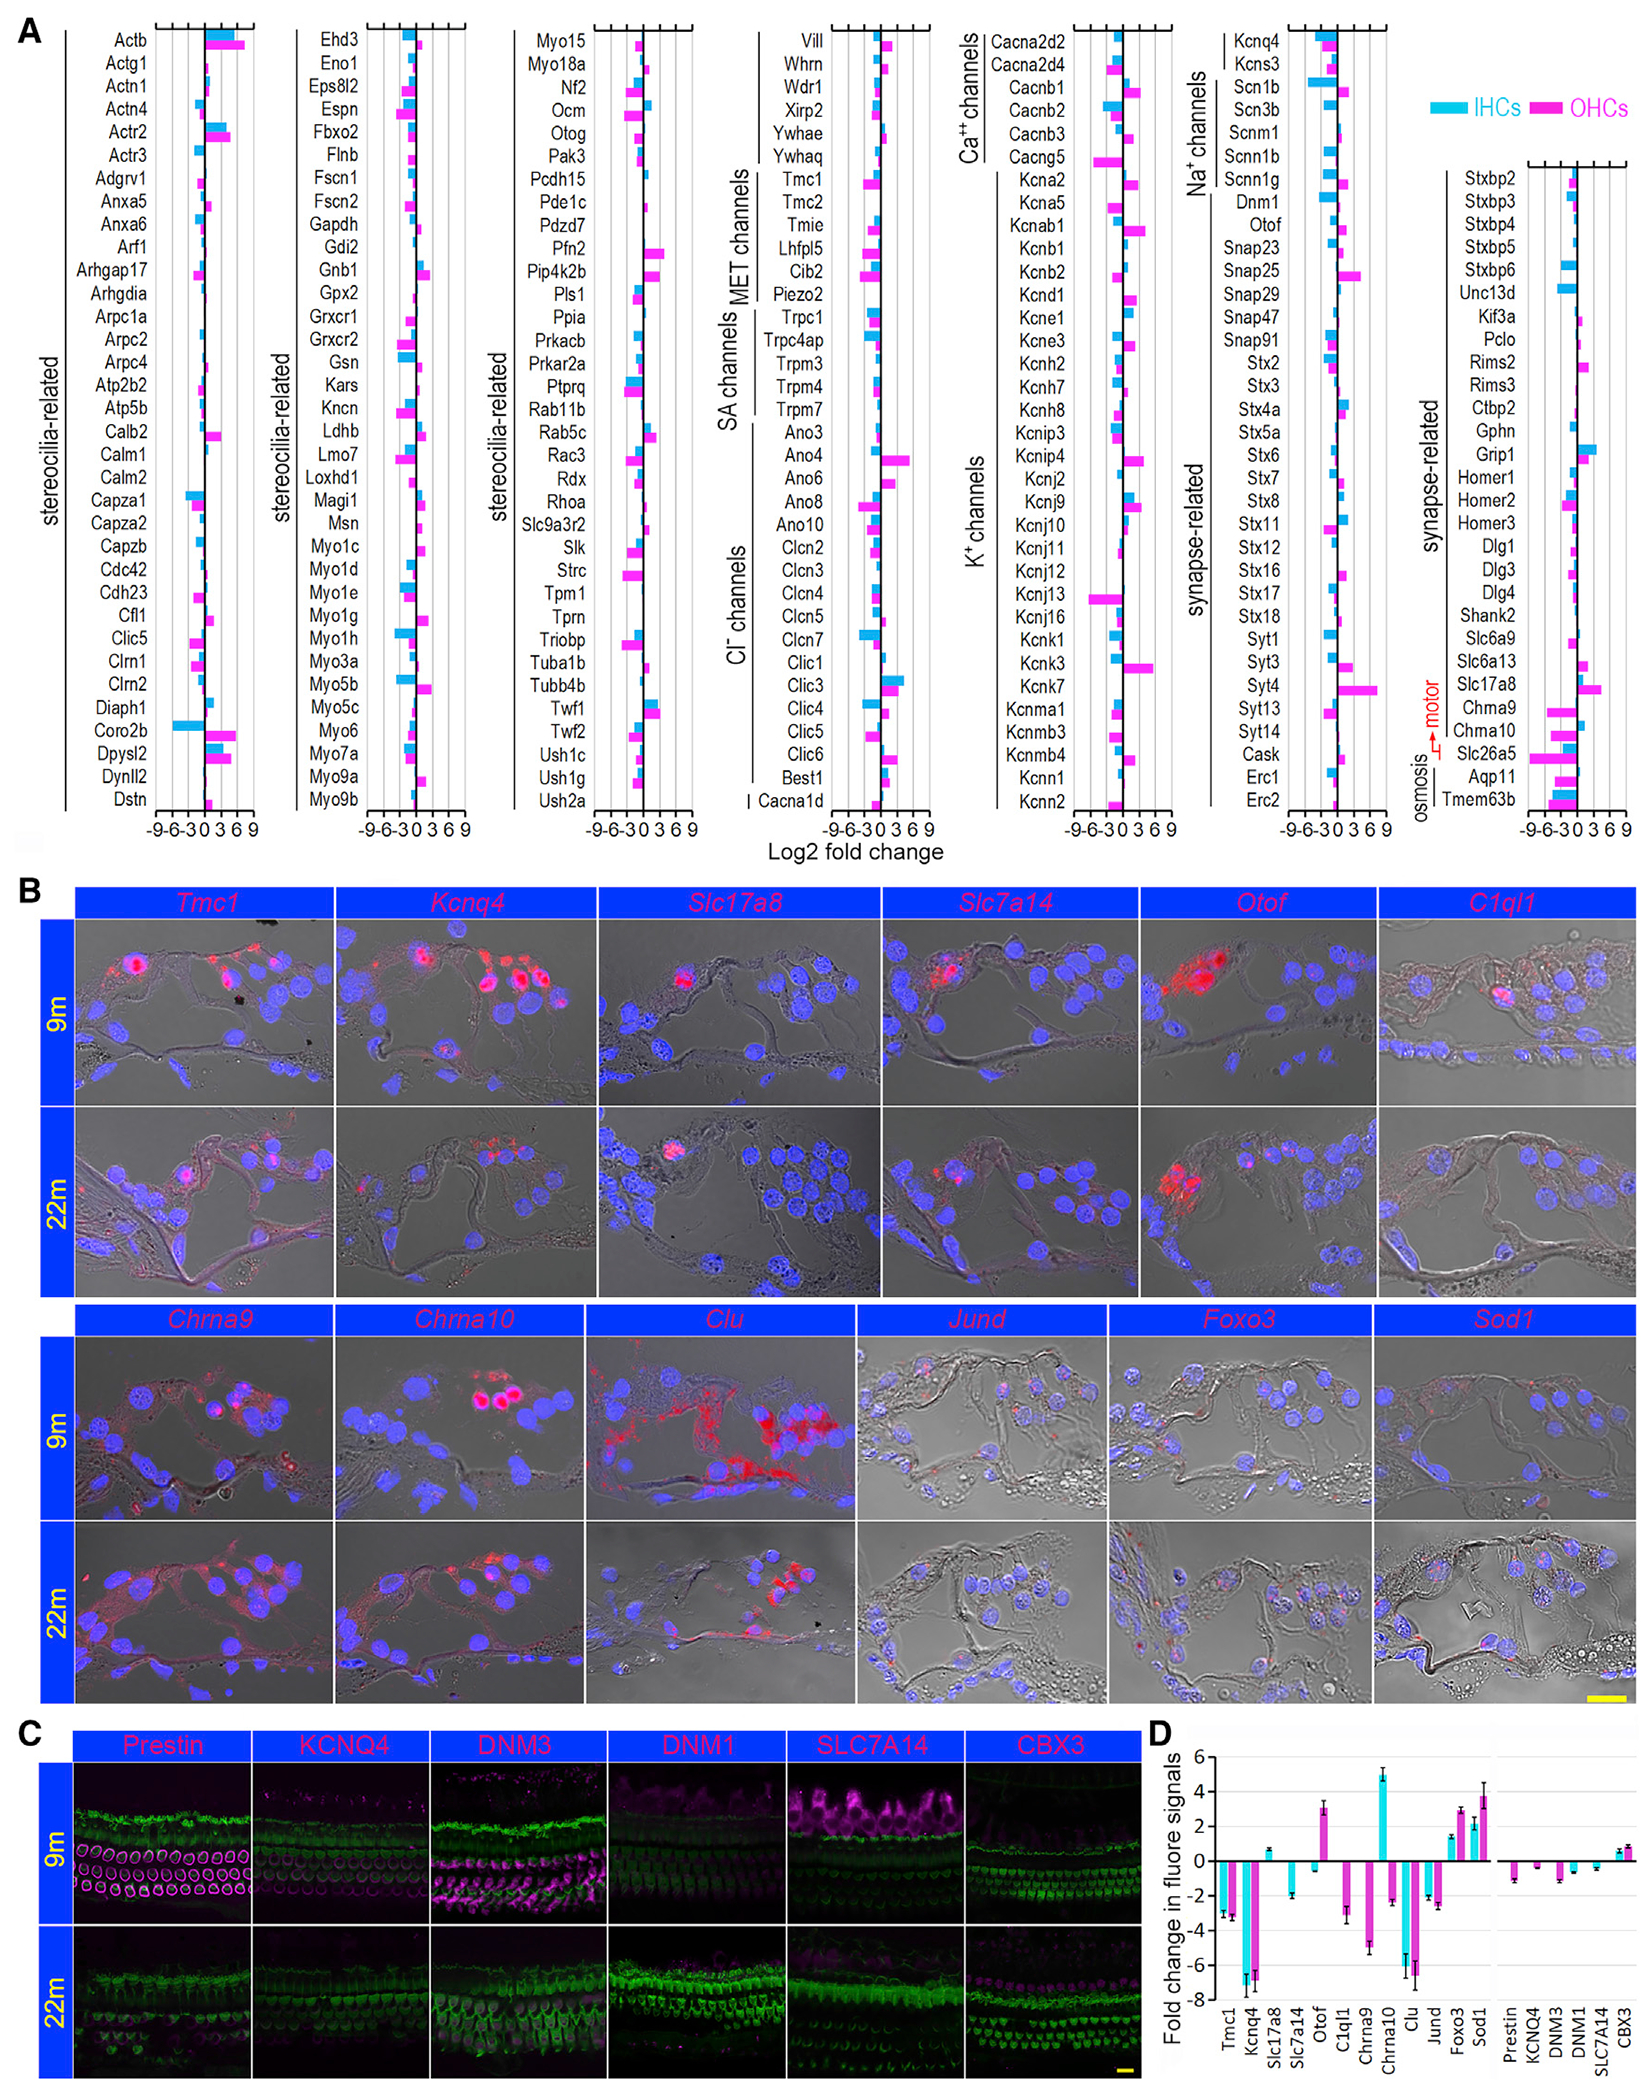
Change in gene expression during aging (A) Age-related change in expression of genes that are relate to specializations in IHCs and OHCs at 9 and 26 months. MET channels: mechanotransduction channels; SA channels: stretch activated channels. (B) Validation of change in gene expression in aging HCs using smFISH. Red signals represent the labeled mRNA transcripts (gene expression), and the nuclei were stained with DAPI (blue). (C) Validation of change in protein expression using immunostaining. Scale bars in (B) and (C) are 10 μm. (D) Mean log2 fold change in fluorescent signal (integrated density) between 9- and 22-month-old HCs (bar: ± SD) using 9 months as a baseline. Six sections from three cochleae, aged 9 or 22 months, were used for smFISH quantitative analysis. For immunostaining, whole mount preparations from three cochleae at each age were used for quantification.

**Figure 6.**
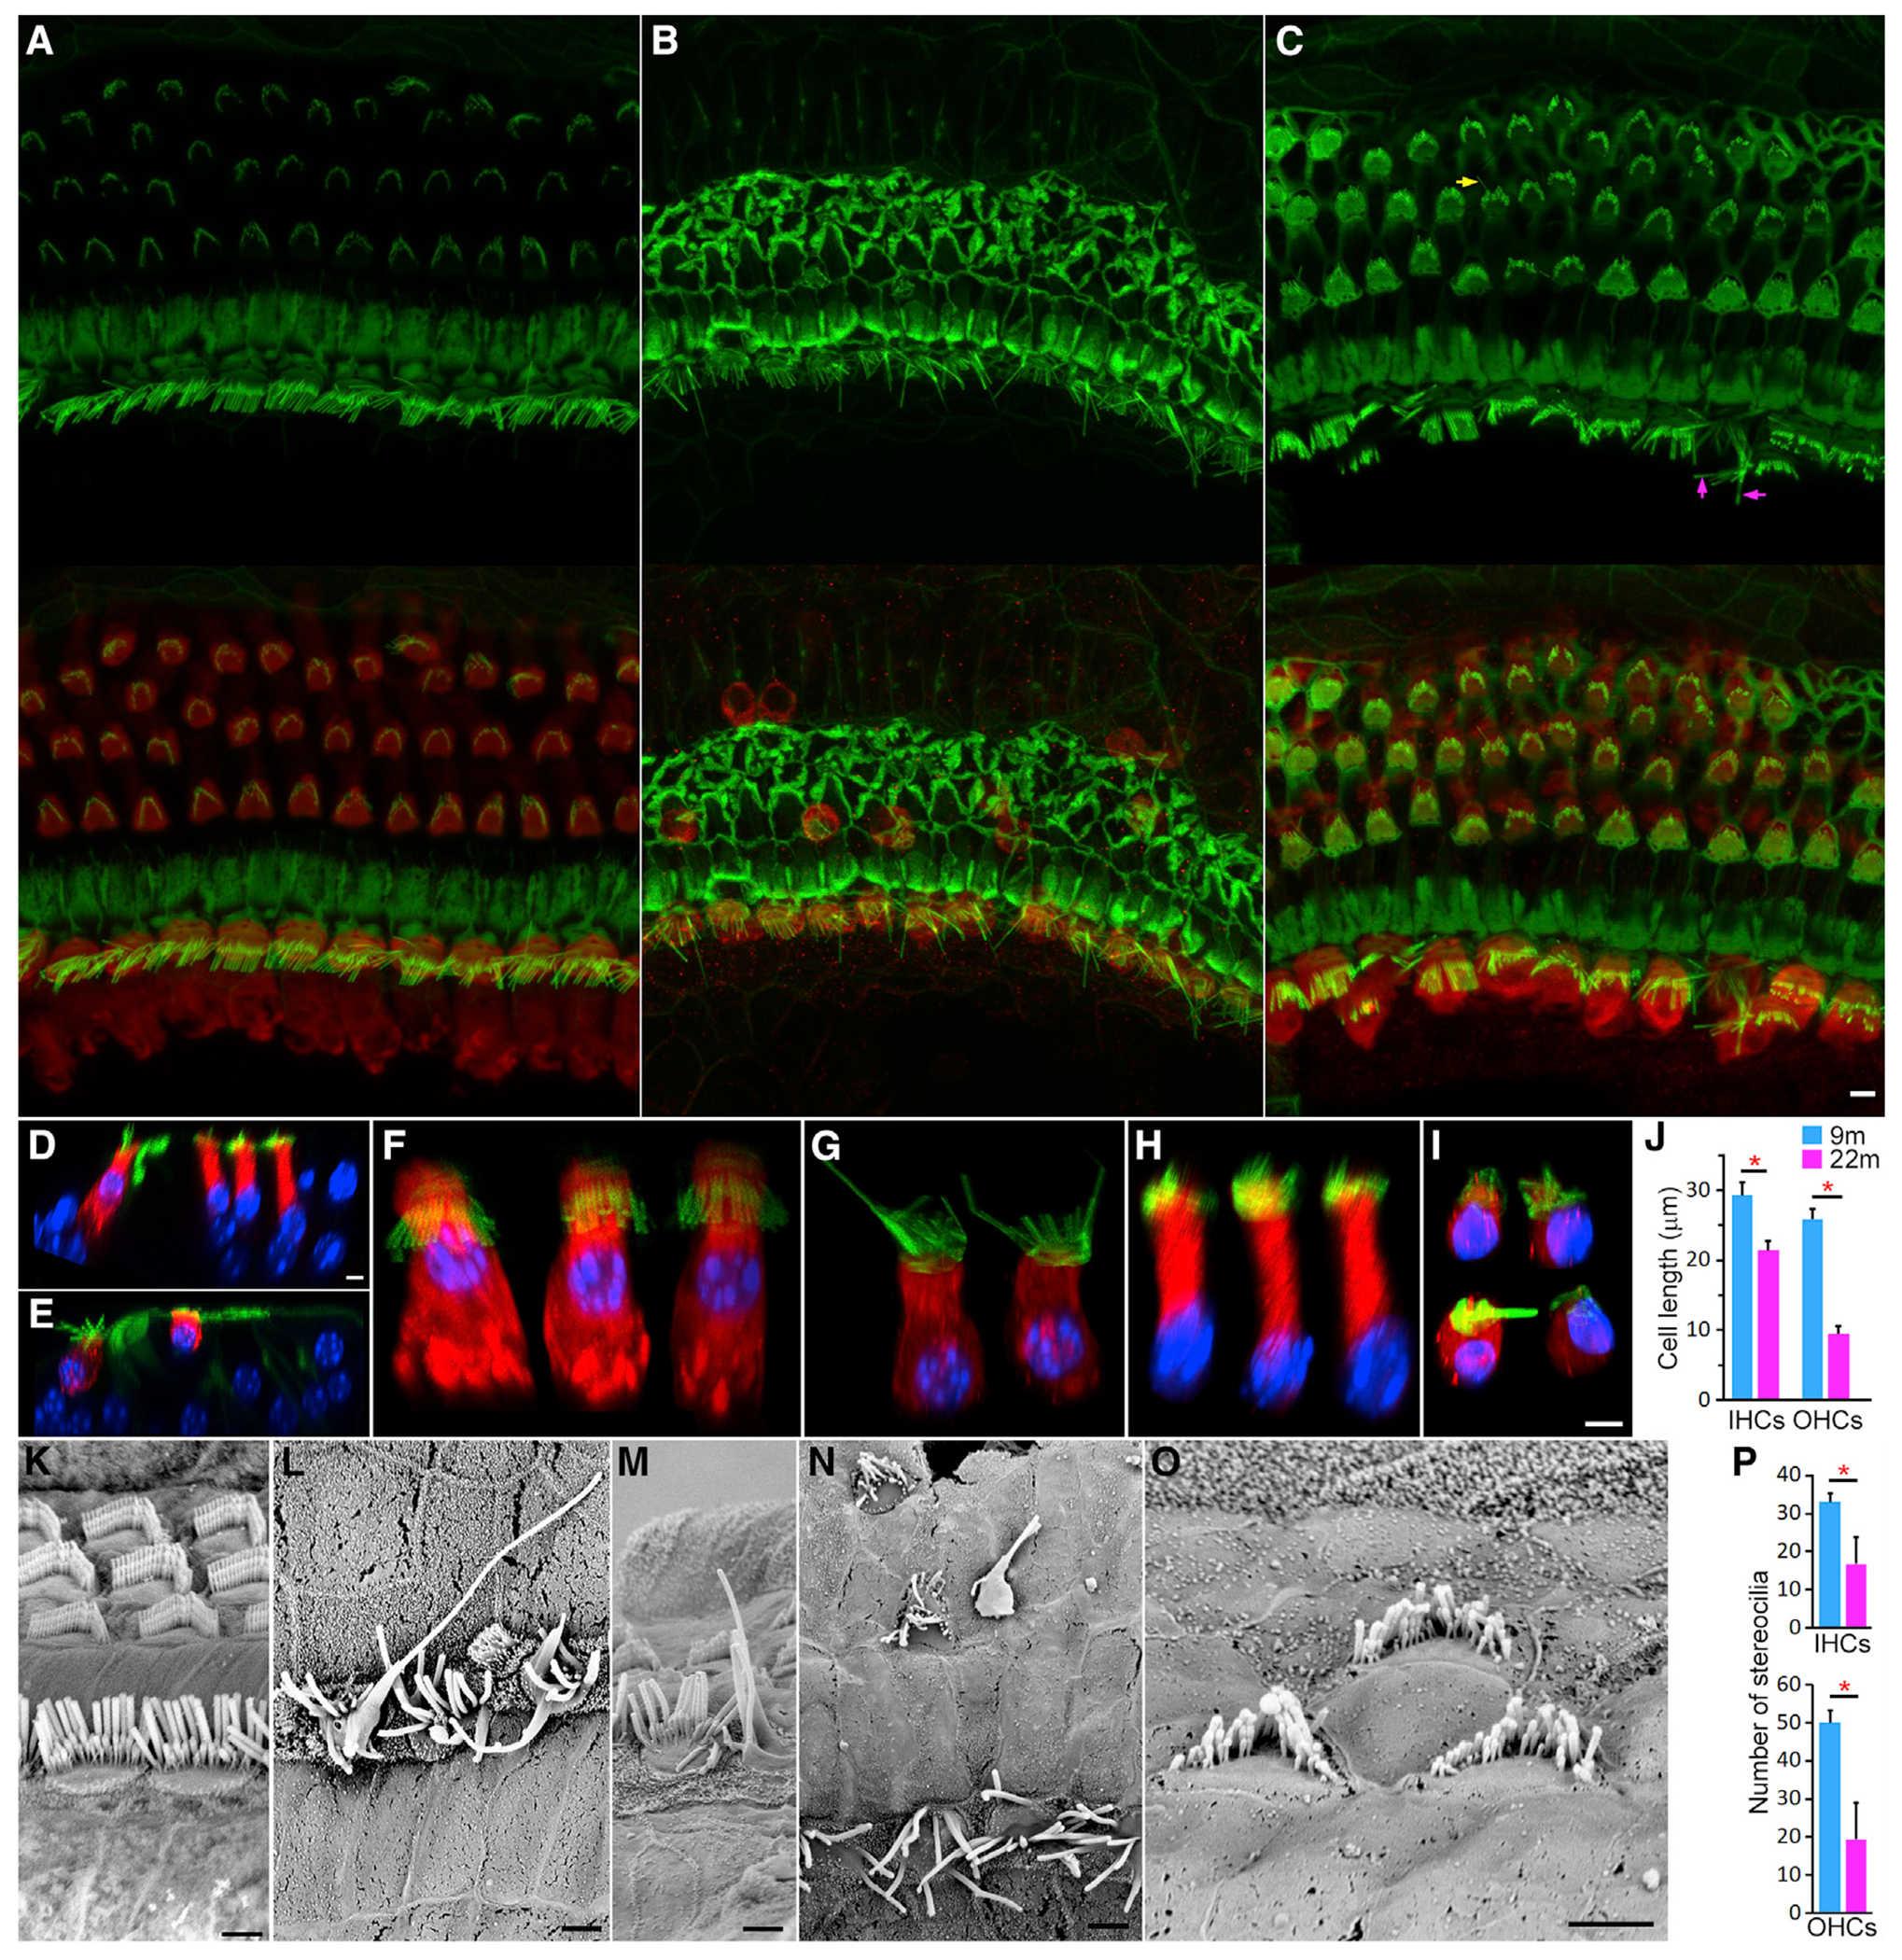
Morphological changes of HCs during aging (A) Confocal image of HCs 500 μm from the apical end of a 9-month-old cochlea. (B and C) Confocal images of HCs at cochlear locations 500 μm (B) and 1,800 μm (C) from the apical end of 22-month-old cochlea. Stereocilia were labeled with phalloidin (top panels), and HCs were stained with MYO7A (merged in bottom panels). Elongating stereocilia are marked with arrows in (C). Bar: 5 μm. (D) Cross-section of the organ of Corti from 9-month-old cochlea using confocal virtual sectioning. (E) Confocal optical section from 22-month-old cochlea. (F and G) Images of individual IHCs at 9 months (F) and 26 months (G). (H and I) Images of virtual individual OHCs at 9 months (H) and 22 months (I). Images were obtained from z stacked confocal images, following rotation of the image and manual removal of adjacent HCs and supporting cells in the background using Photoshop. (J) Mean resting cell length of IHCs and OHCs at 9 and 22 months (±SD, n = 22 for IHCs and 27 for OHCs; three mice for each age). Red asterisk marks statistical significance between the two age groups (p = 8.8E-11 and 2.0E-42 for IHCs and OHCs, respectively). (K) SEM micrograph of stereocilia bundles of the apical turn HCs at 9 months. Bar: 2 μm. (L–O) SEM micrographs of degenerating stereocilia bundles (some are highlighted in purple) at 22 months. Bars: 2 μm. (P) Comparison of the number of stereocilia of IHCs and OHCs between 9 and 22 months. Red asterisk marks statistical significance between the two age groups (p = 4.3E-07 and 2.7E-09 for IHCs and OHCs, respectively).

**Figure 7.**
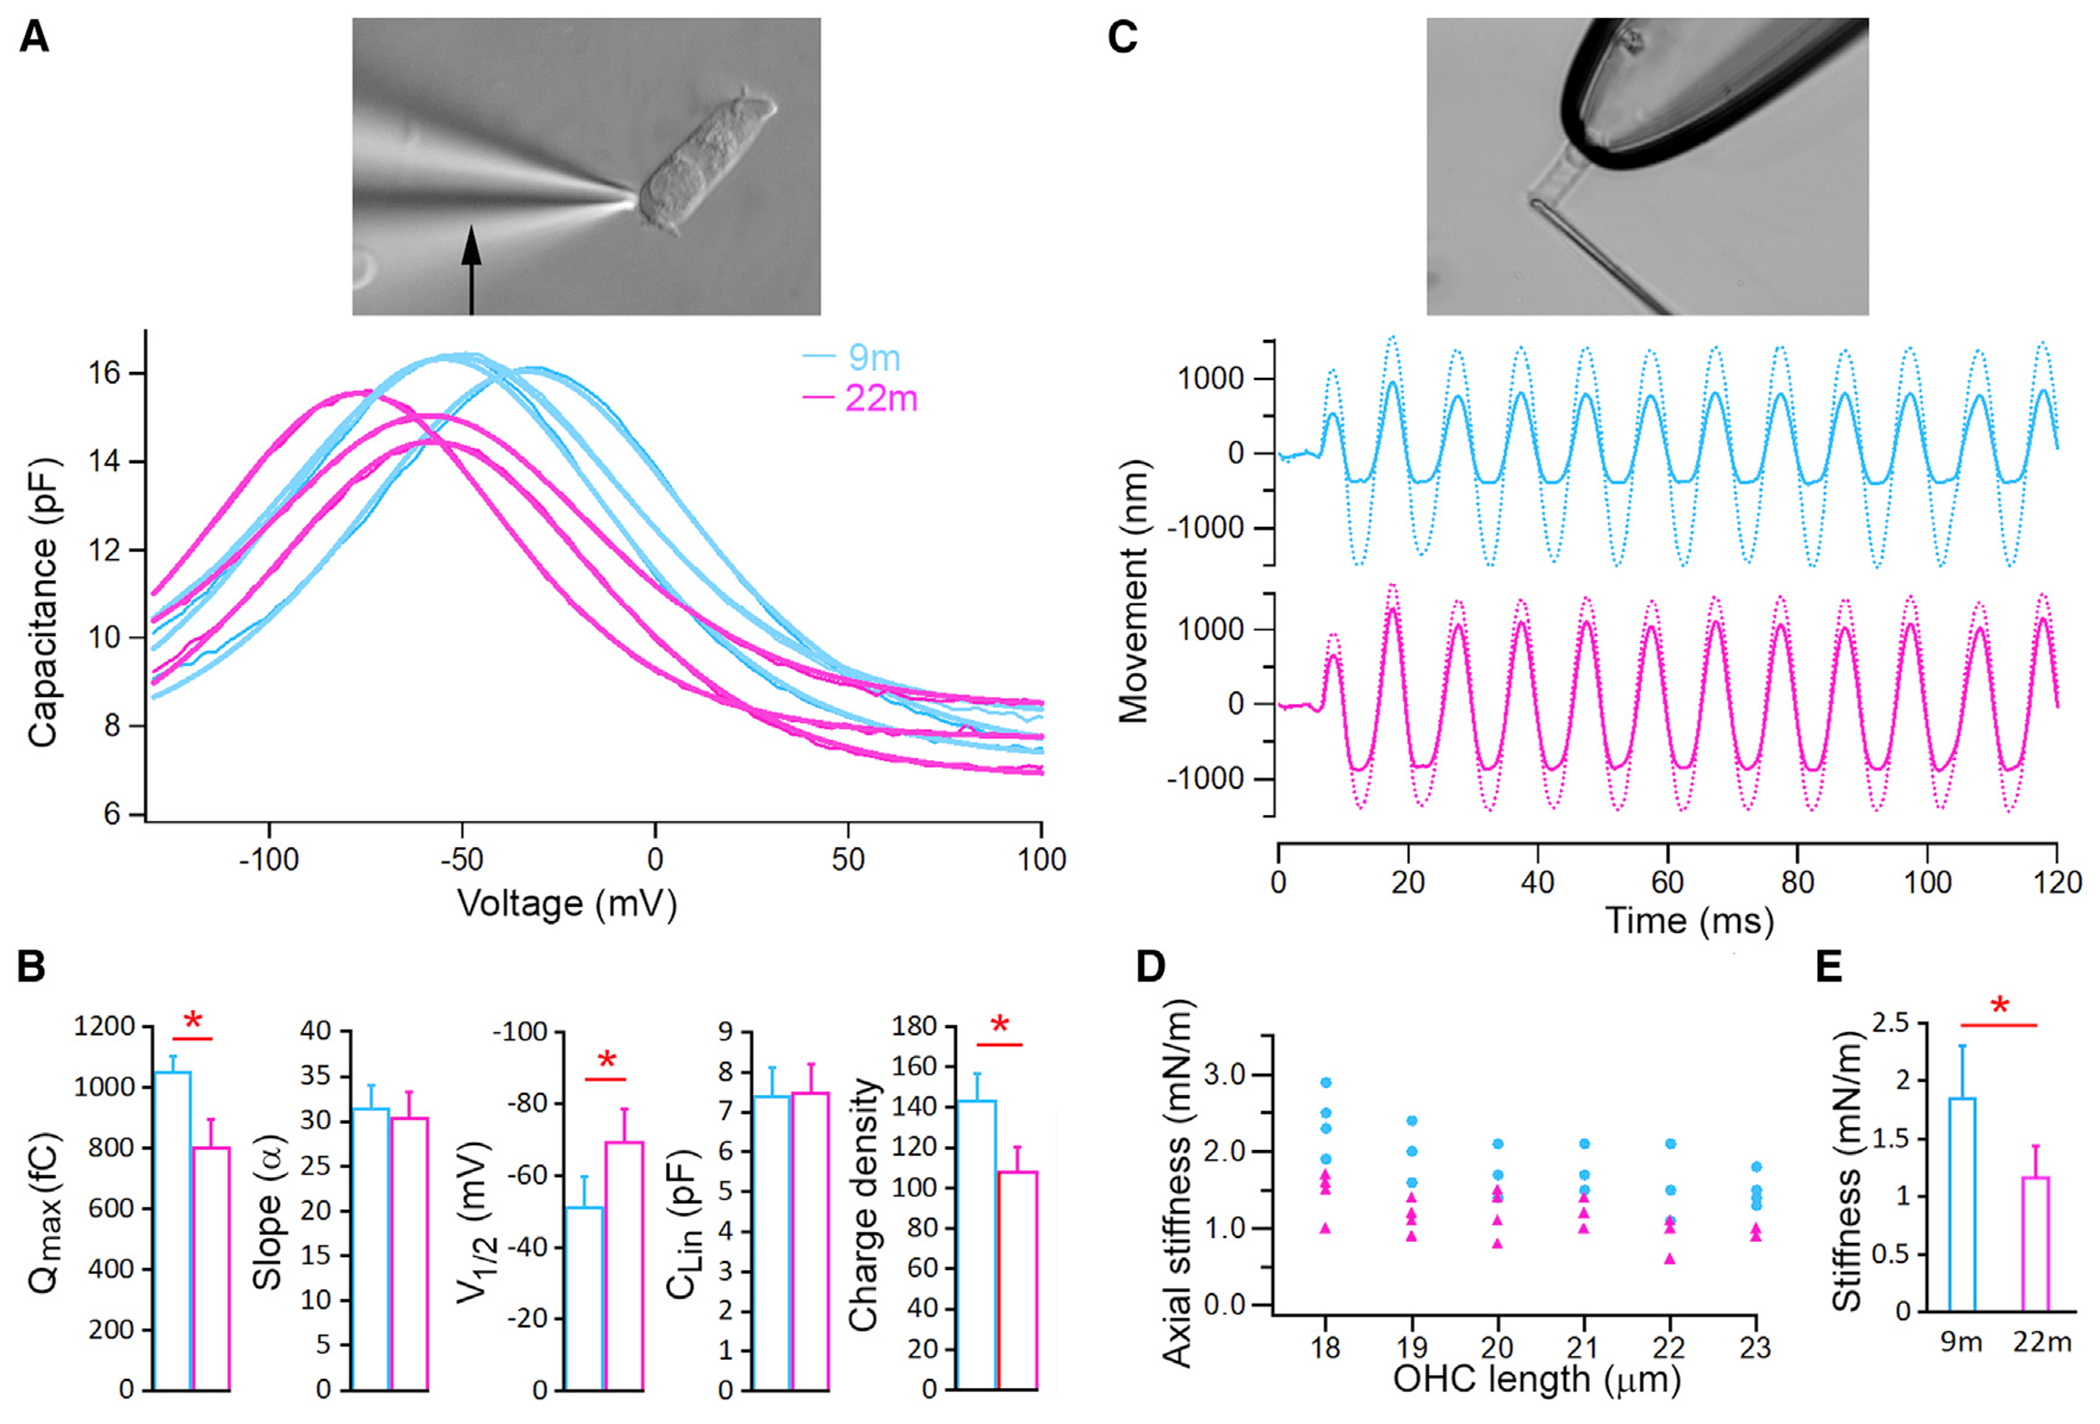
Examples of NLC response and axial stiffness measured from OHCs (A) Example NLC measurements from three 9-month-old and three 22-month-old OHCs. An image of an isolated OHC under voltage-clamp recording is shown on the top. Heavy lines in the plot are curve fitting using a two-state Boltzmann function relating nonlinear charge movement to voltage. (B) Mean values (±SD) of five parameters computed from curving fitting. Red asterisk marks statistical significance between the two age groups. p values = 1.47E-09 (Q_max_), 0.37 (slope), 5.6E-06 (V_1/2_), 0.72 (C_lin_), 4.85E-08 (density). (C) Examples of free fiber (dotted line) and loaded fiber motions (solid line) obtained from 9- and 22-month-old OHCs. Image of an isolated OHC held by a microchamber and loaded with a fiber (adopted from Dallos et al., 2008) is shown on the top panel. (D) Axial stiffness of individual OHCs and their resting length; each data point represents measurement from one OHC. (E) Mean axial stiffness (±SD) of 9- and 22-month-old OHCs. A red asterisk indicates statistical significance between the two age groups (p = 7.6E-07; n = 20 and 22 for 9- and 22-month-old OHCs, respectively).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit polyclonal anti-DNM1	Novus Biologicals	Cat#: NBP2-48950
Rabbit polyclonal anti-KCNQ4	Sigma-Aldrich	Cat#: HPA018305; RRID:AB_1855556
Rabbit polyclonal anti-CBX3	Novus Biologicals	Cat#: NBP1-83228; RRID:AB_11037071
Rabbit polyclonal anti-SLC7A14	Sigma-Aldrich	Cat#: HPA045929; RRID:AB_2679501
Rabbit polyclonal anti-SLC26A5	Dr. Jing Zheng, Northwestern University	Dalllos et al., Neuron 58 (3): 333-339, 2008.
Mouse monoclonal anti-DNM3	Dr. Pietro De Camilli, Yale University	Raimondi et al., Neuron 70(6): 1100-1114, 2011.
Rabbit polyclonal anti-MYO7A	Proteus Biosciences	Cat# 25-6790; RRID: AB10015251
Goat anti-rabbit antibodies (secondary)	ThermoFisher	Cat#: A-11035; RRID:AB_2534093
Chemicals, peptides, and recombinant proteins		
RNAscope™ 2.5 HD Assay	Advanced Cell Diagnostics	Cat#: 322360
SMART-Seq v4 Ultra Low Input RNA Kit	TakaRa Bio USA Inc	Cat #: 634896, Lot#1712705A
Nextera Library preparation kit	Illumina	Cat#:15028211
RNA*later*	Thermo Fisher Scientific	Cat#: AM7020
Collagenase IV	Sigma-Aldrich	Cat#: C5138
Leibovitz’s L-15	Sigma-Aldrich	Cat#: L1518
Critical commercial assays		
RNAscope® Probe- Mm-Sod1	Advanced Cell Diagnostics	Cat#: 428581
RNAscope® Probe- Mm-Kcnq4	Advanced Cell Diagnostics	Cat#: 472271
RNAscope® Probe- Mm-Slc17a8	Advanced Cell Diagnostics	Cat#: 431261
RNAscope® Probe- Mm-C1ql1-C2	Advanced Cell Diagnostics	Cat#: 465081-C2
RNAscope® Probe- Mm-Tmc1	Advanced Cell Diagnostics	Cat#: 520911
RNAscope® Probe- Mm-Slc7a14	Advanced Cell Diagnostics	Cat#: 544781
RNAscope® Probe- Mm-Otof	Advanced Cell Diagnostics	Cat#: 485671
RNAscope® Probe- Mm-Chrna9	Advanced Cell Diagnostics	Cat#: 525921
RNAscope® Probe- Mm-Chrna10	Advanced Cell Diagnostics	Cat#: 525911
RNAscope® Probe- Mm-Clu	Advanced Cell Diagnostics	Cat#: 427891
RNAscope® Probe- Mm-Foxo3	Advanced Cell Diagnostics	Cat#: 485321
RNAscope® Probe- Mm-Jund-C1	Advanced Cell Diagnostics	Cat#: 1031951
Deposited data		
Hair cell transcriptomes (two time points: 9 and 26 months old)	This paper	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153882
Transcriptomes of cochlear stria vascularis (two time points: 9 months and 26 months)	This paper	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154833
Experimental models: Organisms/strains		
Mouse, CBA/J	The Jackson Laboratory	www.jax.org
Software and algorithms		
CLC Genomics Workbench software	Qiagen CLC Genomics	https://digitalinsights.qiagen.com
iDEP 0.93	http://bioinformatics.sdstate.edu/idep/	http://bioinformatics.sdstate.edu/idep/
ClueGO v. 2.5.7	Cytoscape	https://apps.cytoscape.org/apps/cluego
FastQC	https://basespace.illumina.com/home/index	https://basespace.illumina.com/home/index
ImageJ	NIH	https://imagej.nih.gov/ij/
Adobe Photoshop and Illustrator	Adobe	https://www.adobe.com/
Imaris	Oxford Instruments	https://imaris.oxinst.com/
pClamp v. 10.2	Molecular Devices	https://www.moleculardevices.com/products/axon-patch-clamp-system
jClamp 11.1	SciSoft Company	http://www.scisoftco.com/
Other		
Ensembl database	http://uswest.ensembl.org/Mus_musculus/Info/Index	http://uswest.ensembl.org/Mus_musculus/Info/Index
AmiGO	http://amigo.geneontology.org/amigo	http://amigo.geneontology.org/amigo
gEAR	www.umgear.org	www.umgear.org
HGNC database	https://www.genenames.org/	https://www.genenames.org/

## Highlights

- Transcriptomic analysis of aging hair cells shows common molecular aging hallmarks
- Age-related transcriptional changes also include hair-cell-specific genes
- Cytological aging is manifested as degeneration of stereocilia and cell soma
- Hair cell degeneration preceding cell loss contributes to age-related hearing loss

## References

[R1] AoX, ZouL, and WuY (2014). Regulation of autophagy by the Rab GTPase network. Cell Death Differ. 21, 348–358. 10.1038/cdd.2013.187.24440914PMC3921601

[R2] BalistreriCR, MadonnaR, MelinoG, and CarusoC (2016). The emerging role of Notch pathway in ageing: focus on the related mechanisms in age-related diseases. Ageing Res. Rev. 29, 50–65. 10.1016/j.arr.2016.06.004.27328278

[R3] Barr-GillespieP-G (2015). Assembly of hair bundles, an amazing problem for cell biology. Mol. Biol. Cell 26, 2727–2732. 10.1091/mbc.E14-04-0940.26229154PMC4571333

[R4] BelyantsevaIA, BogerET, NazS, FrolenkovGI, SellersJR, AhmedZM, GriffithAJ, and FriedmanTB (2005). Myosin-XVa is required for tip localization of whirlin and differential elongation of hair-cell stereocilia. Nat. Cell Biol. 7, 148–156. 10.1038/ncb1219.15654330

[R5] BindeaG, MlecnikB, HacklH, CharoentongP, TosoliniM, KirilovskyA, FridmanW-H, PagèsF, TrajanoskiZ, and GalonJ (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25, 1091–1093. 10.1093/bioinformatics/btp101.19237447PMC2666812

[R6] BrownellWE, BaderCR, BertrandD, and de RibaupierreY (1985). Evoked mechanical responses of isolated cochlear outer hair cells. Science 227, 194–196. 10.1126/science.3966153.3966153

[R7] BullenA, ForgeA, WrightA, RichardsonGP, GoodyearRJ, and TaylorR (2020). Ultrastructural defects in stereocilia and tectorial membrane in aging mouse and human cochleae. J. Neurosci. Res. 98, 1745–1763. 10.1002/jnr.24556.31762086

[R8] DallosP, WuX, CheathamMA, GaoJ, ZhengJ, AndersonCT, JiaS, WangX, ChengWHY, SenguptaS, (2008). Prestin-based outer hair cell motility is necessary for mammalian cochlear amplification. Neuron 58, 333–339. 10.1016/j.neuron.2008.02.028.18466744PMC2435065

[R9] DavieK, JanssensJ, KoldereD, De WaegeneerM, PechU, KreftŁ, AibarS, MakhzamiS, ChristiaensV, Bravo González-BlasC, (2018). A single-cell transcriptome atlas of the aging Drosophila brain. Cell 174, 982–998.e20. 10.1016/j.cell.2018.05.057.29909982PMC6086935

[R10] DuH, YeC, WuD, ZangY-Y, ZhangL, ChenC, HeX-Y, YangJ-J, HuP, XuZ, (2020). The cation channel TMEM63B is an osmosensor required for hearing. Cell Rep. 31, 107596. 10.1016/j.celrep.2020.107596.32375046

[R11] EwingB, HillierL, WendlMC, and GreenP (1998). Base-calling of automated sequencer traces Using Phred. I. Accuracy assessment. Genome Res. 8, 175–185. 10.1101/gr.8.3.175.9521921

[R12] FrisinaRD (2009). Age-related hearing loss. Ann. N. Y. Acad. Sci. 1170, 708–717. 10.1111/j.1749-6632.2009.03931.x.19686217

[R13] GatesGA, CooperJC, KannelWB, and MillerNJ (1990). Hearing in the elderly: the Framingham cohort, 1983-1985. Part I. Basic audiometric test results. Ear Hear. 11, 247–256.2210098

[R14] GiffenKP, LiY, LiuHZ, ZhaoXC, ZhangCJ, ShenRJ, WangTY, JanesickA, ChenBP, GongSS, KacharB, (2022). Mutation of SLC7A14 causes auditory neuropathy and retinitis pigmentosa mediated by lysosomal dysfunction. Sci. Adv. 8, eabk0942. 10.1126/sciadv.abk0942.35394837PMC8993119

[R15] GilelsF, PaquetteST, ZhangJ, RahmanI, and WhitePM (2013). Mutation of Foxo3 causes adult onset auditory neuropathy and alters cochlear synapse architecture in mice. J. Neurosci. 33, 18409–18424. 10.1523/JNEUROSCI.2529-13.2013.24259566PMC6618809

[R16] HallH, MedinaP, CooperDA, EscobedoSE, RoundsJ, BrennanKJ, VincentC, MiuraP, DoergeR, and WeakeVM (2017). Transcriptome profiling of aging Drosophila photoreceptors reveals gene expression trends that correlate with visual senescence. BMC Genomics 18, 894. 10.1186/s12864-017-4304-3.29162050PMC5698953

[R17] HammondTR, DufortC, Dissing-OlesenL, GieraS, YoungA, WysokerA, WalkerAJ, GergitsF, SegelM, NemeshJ, (2019). Single-cell RNA sequencing of microglia throughout the mouse lifespan and in the injured brain reveals complex cell-state changes. Immunity 50, 253–271.e6. 10.1016/j.immuni.2018.11.004.30471926PMC6655561

[R18] HeDZZ, and DallosP (1999). Somatic stiffness of cochlear outer hair cells is voltage-dependent. Proc. Natl. Acad. Sci. U S A. 96,8223–8228. 10.1073/pnas.96.14.8223.10393976PMC22216

[R19] HeDZZ, JiaS, and DallosP (2003). Prestin and the dynamic stiffness of cochlear outer hair cells. J. Neurosci. 23, 9089–9096. 10.1523/JNEUROSCI.23-27-09089.2003.14534242PMC6740818

[R20] HeDZZ, JiaS, SatoT, ZuoJ, AndradeLR, RiordanGP, and KacharB (2010). Changes in plasma membrane structure and electromotile properties in prestin deficient outer hair cells. Cytoskeleton 67, 43–55. 10.1002/cm.20423.20169529PMC2842980

[R21] Health, United States, 1994. U.S. Dept. of Health, Education, and Welfare, Public Health Service, Health Resources Administration, National Center for Health Statistics; Washington, D.C. https://lccn.loc.gov/76641496

[R22] van HeemstD (2010). Insulin, IGF-1 and longevity. Aging Dis. 1, 147–157.22396862PMC3295030

[R23] JiaS, and HeDZZ (2005). Motility-associated hair-bundle motion in mammalian outer hair cells. Nat. Neurosci. 8, 1028–1034. 10.1038/nn1509.16041370

[R24] JongkamonwiwatN, RamirezMA, EdasseryS, WongACY, YuJ, AbbottT, PakK, RyanAF, and SavasJN (2020). Noise exposures causing hearing loss generate proteotoxic stress and activate the proteostasis network. Cell Rep. 33, 108431. 10.1016/j.celrep.2020.108431.33238128PMC7722268

[R25] KawashimaY, GéléocGSG, KurimaK, LabayV, LelliA, AsaiY, MakishimaT, WuDK, Della SantinaCC, HoltJR, and GriffithAJ (2011). Mechanotransduction in mouse inner ear hair cells requires transmembrane channel–like genes. J. Clin. Invest. 121, 4796–4809. 10.1172/JCI60405.22105175PMC3223072

[R26] KimuraKD (1997). daf-2, an insulin receptor-like gene that regulates longevity and diapause in Caenorhabditis elegans. Science 277, 942–946. 10.1126/science.277.5328.942.9252323

[R27] KreyJF, ShermanNE, JefferyED, ChoiD, and Barr-GillespiePG (2015). The proteome of mouse vestibular hair bundles over development. Sci. Data 2, 150047. 10.1038/sdata.2015.47.26401315PMC4570149

[R28] KubischC, SchroederBC, FriedrichT, LütjohannB, El-AmraouiA, MarlinS, PetitC, and JentschTJ (1999). KCNQ4, a novel potassium channel expressed in sensory outer hair cells, is mutated in dominant deafness. Cell 96, 437–446. 10.1016/S0092-8674(00)80556-5.10025409

[R29] KwonSK, and WorkmanJ.l. (2008). The heterochromatin protein 1 (HP1) family: put away a bias toward HP1. Mol. Cells 26, 217–227.18664736

[R30] LauerAM, FuchsPA, RyugoDK, and FrancisHW (2012). Efferent synapses return to inner hair cells in the aging cochlea. Neurobiol. Aging 33,2892–2902. 10.1016/j.neurobiolaging.2012.02.007.22405044PMC3398161

[R31] LeeS-H, LeeJ-H, LeeH-Y, and MinK-J (2019). Sirtuin signaling in cellular senescence and aging. BMB Rep. 52, 24–34. 10.5483/BMBRep.2019.52.1.290.30526767PMC6386230

[R32] LiY, LiuH, BartaCL, JudgePD, ZhaoL, ZhangWJ, GongS, BeiselKW, and HeDZZ (2016). Transcription factors expressed in mouse cochlear inner and outer hair cells. PLoS One 11, e0151291. 10.1371/journal.pone.0151291.26974322PMC4790917

[R33] LiY, JiaS, LiuH, TateyaT, GuoW, YangS, BeiselKW, and HeDZZ (2018a). Characterization of hair cell-like cells converted from supporting cells after Notch inhibition in cultures of the organ of Corti from neonatal gerbils. Front. Cell Neurosci. 12, 73. 10.3389/fncel.2018.00073.29662441PMC5890164

[R34] LiY, LiuH, GiffenKP, ChenL, BeiselKW, and HeDZZ (2018b). Transcriptomes of cochlear inner and outer hair cells from adult mice. Sci. Data 5, 180199. 10.1038/sdata.2018.199.30277483PMC6167952

[R35] LiangX, QiuX, DionneG, CunninghamCL, PucakML, PengG, KimY-H, LauerA, ShapiroL, and MüllerU (2021). CIB2 and CIB3 are auxiliary subunits of the mechanotransduction channel of hair cells. Neuron 109, 2131–2149.e15. 10.1016/j.neuron.2021.05.007.34089643PMC8374959

[R36] LibermanMC, GaoJ, HeDZZ, WuX, JiaS, and ZuoJ (2002). Prestin is required for electromotility of the outer hair cell and for the cochlear amplifier. Nature 419, 300–304.1223956810.1038/nature01059

[R37] LinFR, and AlbertM (2014). Hearing loss and dementia–who is listening? Aging Ment. Health 18, 671–673. 10.1080/13607863.2014.915924.24875093PMC4075051

[R38] LinK, HsinH, LibinaN, and KenyonC (2001). Regulation of the Caenorhabditis elegans longevity protein DAF-16 by insulin/IGF-1 and germline signaling. Nat. Genet. 28, 139–145. 10.1038/88850.11381260

[R39] LiuH, PeckaJL, ZhangQ, SoukupGA, BeiselKW, and HeDZZ (2014). Characterization of transcriptomes of cochlear inner and outer hair cells. J. Neurosci. 34, 11085–11095. 10.1523/JNEUROSCI.1690-14.2014.25122905PMC4131018

[R40] LiuH, LiY, ChenL, ZhangQ, PanN, NicholsDH, ZhangWJ, FritzschB, and HeDZZ (2016). Organ of Corti and stria vascularis: is there an interdependence for survival? PLoS One 11,e0168953. 10.1371/journal.pone.0168953.28030585PMC5193441

[R41] LiuH, GiffenKP, GratiM, MorrillSW, LiY, LiuX, BriegelKJ, and HeDZ (2021). Transcription co-factor LBH is necessary for the survival of cochlear hair cells. J. Cell Sci. 134. 10.1242/jcs.254458.PMC807723833674448

[R42] López-OtínC, BlascoMA, PartridgeL, SerranoM, and KroemerG (2013). The hallmarks of aging. Cell 153, 1194–1217. 10.1016/j.cell.2013.05.039.23746838PMC3836174

[R43] LuT, PanY, KaoS-Y, LiC, KohaneI, ChanJ, and YanknerBA (2004). Gene regulation and DNA damage in the ageing human brain. Nature 429, 883–891.1519025410.1038/nature02661

[R44] ManorU, DisanzaA, GratiM, AndradeL, LinH, Di FiorePP, ScitaG, and KacharB (2011). Regulation of stereocilia length by myosin XVa and whirlin depends on the actin-regulatory protein Eps8. Curr. Biol. 21, 167–172. 10.1016/j.cub.2010.12.046.21236676PMC3040242

[R45] MaoZ, ZhaoL, PuL, WangM, ZhangQ, and HeDZZ (2013). How well can centenarians hear? PLoS One 8, e65565. 10.1371/journal.pone.0065565.23755251PMC3673943

[R46] MilonB, ShulmanED, SoKS, CederrothCR, LipfordEL, SperberM, SellonJB, SarlusH, PregernigG, ShusterB, (2021). A cell-type-specific atlas of the inner ear transcriptional response to acoustic trauma. Cell Rep. 36, 109758. 10.1016/j.celrep.2021.109758.34592158PMC8709734

[R47] MooreLD, LeT, and FanG (2013). DNA methylation and its basic function. Neuropsychopharmacology 38, 23–38. 10.1038/npp.2012.112.22781841PMC3521964

[R48] MorrisBJ, WillcoxDC, DonlonTA, and WillcoxBJ (2015). *FOXO3*: a major gene for human longevity - a mini-review. Gerontology 61, 515–525. 10.1159/000375235.25832544PMC5403515

[R49] NarayananP, ChattertonP, IkedaA, IkedaS, CoreyDP, ErvastiJM, and PerrinBJ (2015). Length regulation of mechanosensitive stereocilia depends on very slow actin dynamics and filament-severing proteins. Nat. Commun. 6, 6855. 10.1038/ncomms7855.25897778PMC4523390

[R50] OhlemillerKK (2004). Age-related hearing loss: the status of Schuknecht’s typology. Curr. Opin. Otolaryngol. Head Neck Surg. 12, 439–443. 10.1097/01.moo.0000134450.99615.22.15377958

[R51] OhlemillerKK (2006). Contributions of mouse models to understanding of age- and noise-related hearing loss. Brain Res. 1091, 89–102. 10.1016/j.brainres.2006.03.017.16631134

[R52] OhlemillerKK, DahlAR, and GagnonPM (2010). Divergent aging characteristics in CBA/J and CBA/CaJ mouse cochleae. J. Assoc. Res. Otolaryngol. 11, 605–623. 10.1007/s10162-010-0228-1.20706857PMC2975886

[R53] QiY, XiongW, YuS, DuZ, QuT, HeL, WeiW, ZhangL, LiuK, LiY, (2021). Deletion of C1ql1 causes hearing loss and abnormal auditory nerve fibers in the mouse cochlea. Front. Cell Neurosci. 15, 713651.3451226710.3389/fncel.2021.713651PMC8424102

[R54] SancakY, PetersonTR, ShaulYD, LindquistRA, ThoreenCC, Bar-PeledL, and SabatiniDM (2008). The rag GTPases bind raptor and mediate amino acid signaling to mTORC1. Science 320,1496–1501. 10.1126/science.1157535.18497260PMC2475333

[R55] Santos-SacchiJ (1991). Reversible inhibition of voltage-dependent outer hair cell motility and capacitance. J. Neurosci. 11, 3096–3110. 10.1523/JNEUROSCI.11-10-03096.1991.1941076PMC6575435

[R56] SchulteBA, and SchmiedtRA (1992). Lateral wall Na, K-ATPase and endocochlear potentials decline with age in quiet-reared gerbils. Hear. Res. 61, 35–46. 10.1016/0378-5955(92)90034-K.1326507

[R57] SergeyenkoY, LallK, LibermanMC, and KujawaSG (2013). Age-related cochlear synaptopathy: an early-onset contributor to auditory functional decline. J. Neurosci. 33, 13686–13694. 10.1523/JNEUROSCI.1783-13.2013.23966690PMC3755715

[R58] ShaS-H, KanickiA, DootzG, TalaskaAE, HalseyK, DolanD, AltschulerR, and SchachtJ (2008). Age-related auditory pathology in the CBA/J mouse. Hear. Res. 243, 87–94. 10.1016/j.heares.2008.06.001.18573325PMC2577824

[R59] SmallwoodA, HonGC, JinF, HenryRE, EspinosaJM, and RenB (2012). CBX3 regulates efficient RNA processing genome-wide. Genome Res. 22, 1426–1436. 10.1101/gr.124818.111.22684280PMC3409256

[R60] SpongrVP, FloodDG, FrisinaRD, and SalviRJ (1997). Quantitative measures of hair cell loss in CBA and C57BL/6 mice throughout their life spans. J. Acoust. Soc. Am. 101, 3546–3553. 10.1121/1.418315.9193043

[R61] StepanyanR, and FrolenkovGI (2009). Fast adaptation and Ca2+ sensitivity of the mechanotransducer require myosin-XVa in inner but not outer cochlear hair cells. J. Neurosci. 29, 4023–4034. 10.1523/JNEUROSCI.4566-08.2009.19339598PMC2702482

[R62] TacutuR, ThorntonD, JohnsonE, BudovskyA, BarardoD, CraigT, DianaE, LehmannG, TorenD, WangJ, (2018). Human ageing genomic resources: new and updated databases. Nucleic Acids Res. 46, D1083–D1090. 10.1093/nar/gkx1042.29121237PMC5753192

[R63] The Tabula Muris Consortium; AlmanzarN, AntonyJ, BaghelAS, BakermanI, BansalI, BarresBA, BeachyPA, BerdnikD, BilenB, BrownfieldD, and CainC (2020). A single-cell transcriptomic atlas characterizes ageing tissues in the mouse. Nature 583, 590–595. 10.1038/s41586-020-2496-1.32669714PMC8240505

[R64] VijgJ, and SuhY (2013). Genome instability and aging. Annu. Rev. Physiol. 75, 645–668. 10.1146/annurev-physiol-030212-183715.23398157

[R65] WeichhartT (2018). mTOR as regulator of lifespan, aging, and cellular senescence: a mini-review. Gerontology 64, 127–134. 10.1159/000484629.29190625PMC6089343

[R66] WeitzmanJB, FietteL, MatsuoK, and YanivM (2000). JunD protects cells from p53-dependent senescence and apoptosis. Mol. Cell 6, 1109–1119. 10.1016/S1097-2765(00)00109-X.11106750

[R67] WuP, O’MalleyJT, de GruttolaV, and LibermanMC (2020). Age-related hearing loss is dominated by damage to inner ear sensory cells, not the cellular battery that powers them. J. Neurosci. 40, 6357–6366. 10.1523/JNEUROSCI.0937-20.2020.32690619PMC7424870

[R68] XimerakisM, LipnickSL, InnesBT, SimmonsSK, AdiconisX, DionneD, MayweatherBA, NguyenL, NiziolekZ, OzekC, (2019). Single-cell transcriptomic profiling of the aging mouse brain. Nat. Neurosci. 22,1696–1708. 10.1038/s41593-019-0491-3.31551601

[R69] XiongW, GrilletN, ElledgeHM, WagnerTFJ, ZhaoB, JohnsonKR, KazmierczakP, and MüllerU (2012). TMHS is an integral component of the mechanotransduction machinery of cochlear hair cells. Cell 151, 1283–1295. 10.1016/j.cell.2012.10.041.23217710PMC3522178

[R70] YiW, LuY, ZhongS, ZhangM, SunL, DongH, WangM, WeiM, XieH, QuH, (2020). A single-cell transcriptome atlas of the aging human and macaque retina. Natl. Sci. Rev. nwaa179. 10.1093/nsr/nwaa179.34691611PMC8288367

[R71] ZhangMJ, PiscoAO, DarmanisS, and ZouJ (2021). Mouse aging cell atlas analysis reveals global and cell type-specific aging signatures. eLife 10, e62293. 10.7554/eLife.62293.33847263PMC8046488

[R72] ZhaoB, WuZ, GrilletN, YanL, XiongW, Harkins-PerryS, and MüllerU (2014). TMIE is an essential component of the mechanotransduction machinery of cochlear hair cells. Neuron 84, 954–967. 10.1016/j.neuron.2014.10.041.25467981PMC4258123

[R73] ZhengJ, ShenW, HeDZZ, LongKB, MadisonLD, and DallosP (2000). Prestin is the motor protein of cochlear outer hair cells. Nature 405, 149–155. 10.1038/35012009.10821263

# Supplementary material for: Molecular and cytological profiling of biological aging of mouse cochlear inner and outer hair cells
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 May 5.
**Supplement:** 1

Cell Reports, Volume 39

Supplemental information

Molecular and cytological profiling of biological aging of mouse cochlear inner and outer hair cells

Huizhan Liu, Kimberlee P. Giffen, Lei Chen, Heidi J. Henderson, Talia A. Cao, Grant A. Kozeny, Kirk W. Beisel, Yi Li, and David Z. He

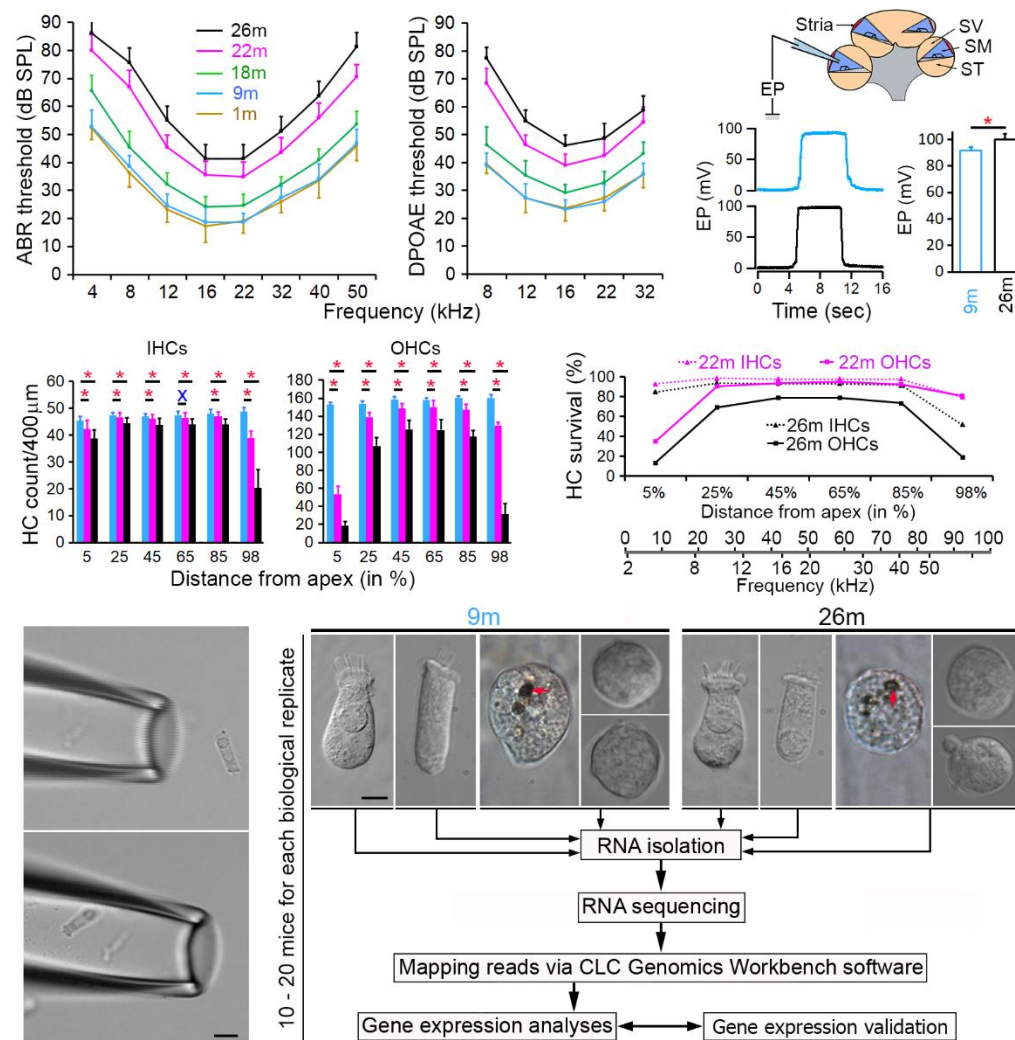

Figure S1: Auditory function and HC status during aging and overview of the study design for cell type-specific RNA-seq. Related to Figure 1.

(A,B) Mean ABR and DPOAE thresholds of 1-, 9-, 18-, 22- and 26-months-old CBA/J mice ($n=11$ mice for 1-, 9- and 18m-old; $n=10$ for 22m and 8 for 26m). A two-way ANOVA with multiple t-tests showed no statistical significance in ABR and DPOAE thresholds between 1 and 9 months (p values all ≥ 0.05). Significant differences ($p < 0.05$) were found at all frequencies at 18m and onward with reference to the thresholds at 9m. (C) EP measured from mice aged 9 ($n=7$) and 26 months ($n=6$). Significant difference ($p=0.0025$) was found (marked by a red asterisk). (D) HC count at 6 different cochlear locations at 9, 22 and 26 months. Red asterisk marks statistical significance ($p < 0.05$) while blue X marks no significance. (E) Surviving HCs at the different cochlear locations and their corresponding frequencies. (F) Suction pipette technique used to collect isolated HCs and stria cells. Bar: 10 μm . (G) An overview of the study design for cell collection and RNA-sequencing together with representative images of isolated IHCs, OHCs and cells from stria from 9m- and 26m-old cochleae. The stria vascularis contains three different cell types. Only melanocytes are identifiable with melanin (marked with red arrow) inside the cells. Bar: 5 μm .

A

ShinyGO enriched BP of DEGs in<br>IP OHCs post-noise 24hr v 0hr pulled from gEAR				ShinyGO enriched BP of DEGs in<br>Aging OHCs and IHCs (Figures 1 and 2)			
Enrichment FDR	nGenes	Downregulated Pathways	UP OHCs	Down OHCs	UP IHCs	Down IHCs	
7.66E-10	47	Anterograde trans-synaptic signaling		x			
8.14E-12	58	Cation transmembrane transport					
1.18E-11	69	Cation transport					
4.99E-10	104	Cell development		x			
7.66E-10	47	Chemical synaptic transmission					
6.84E-14	90	Generation of neurons					
1.80E-13	22	Glutamate receptor signaling pathway		x			
7.66E-10	52	Inorganic ion transmembrane transport					
1.34E-13	71	Ion transmembrane transport					
1.23E-11	85	Ion transport		x			
1.71E-09	53	Metal ion transport					
1.28E-18	126	Nervous system development		x			
3.08E-13	92	Neurogenesis	x	x			
1.34E-13	74	Neuron development		x			
9.35E-13	81	Neuron differentiation					
9.99E-10	60	Neuron projection development					
9.99E-10	45	Neuron projection morphogenesis					
1.71E-09	45	Plasma membrane bounded cell projection morphogenesis					
7.66E-10	76	Plasma membrane bounded cell projection organization					
1.34E-13	48	Regulation of ion transmembrane transport			x		
1.10E-14	45	Regulation of membrane potential					
1.64E-09	59	Regulation of nervous system development					
4.28E-13	48	Regulation of transmembrane transport		x			
7.66E-10	86	Regulation of transport					
3.71E-11	40	Synapse organization					
1.59E-10	50	Synaptic signaling	x				
9.99E-10	167	System development					
9.99E-10	47	Trans-synaptic signaling					
2.57E-10	77	Transmembrane transport		x			

Enrichment FDR	nGenes	Upregulated Pathways	UP OHCs	Down OHCs	UP IHCs	Down IHCs
2.64E-16	135	Cellular response to chemical stimulus				
2.70E-19	66	Cellular response to cytokine stimulus	x			
2.41E-13	16	Cellular response to interferon-beta				
3.19E-16	116	Cellular response to organic substance				
2.34E-12	38	Cytokine-mediated signaling pathway				
2.21E-29	112	Defense response	x			
8.20E-25	83	Defense response to other organism				
2.62E-14	55	Immune effector process				
1.11E-21	94	Immune response				
5.92E-24	133	Immune system process	x			
5.85E-12	50	Inflammatory response	x			
2.16E-23	69	Innate immune response		x		
3.33E-30	116	Interspecies interaction between organisms				x
2.34E-12	38	Positive regulation of response to external stimulus				
4.09E-10	47	Regulation of cytokine production				
2.01E-11	44	Regulation of defense response				
1.49E-10	68	Regulation of immune system process	x			
1.09E-12	59	Regulation of response to external stimulus				
2.98E-21	66	Response to bacterium				
4.99E-28	105	Response to biotic stimulus				
1.85E-21	74	Response to cytokine			x	
3.40E-28	104	Response to external biotic stimulus				
5.30E-23	140	Response to external stimulus				
1.16E-15	19	Response to interferon-beta				
4.20E-13	24	Response to interferon-gamma				
8.33E-17	145	Response to organic substance				
3.40E-28	104	Response to other organism				
8.51E-21	162	Response to stress		x		
8.42E-14	36	Response to virus				
1.06E-12	38	Symbiotic process				

B

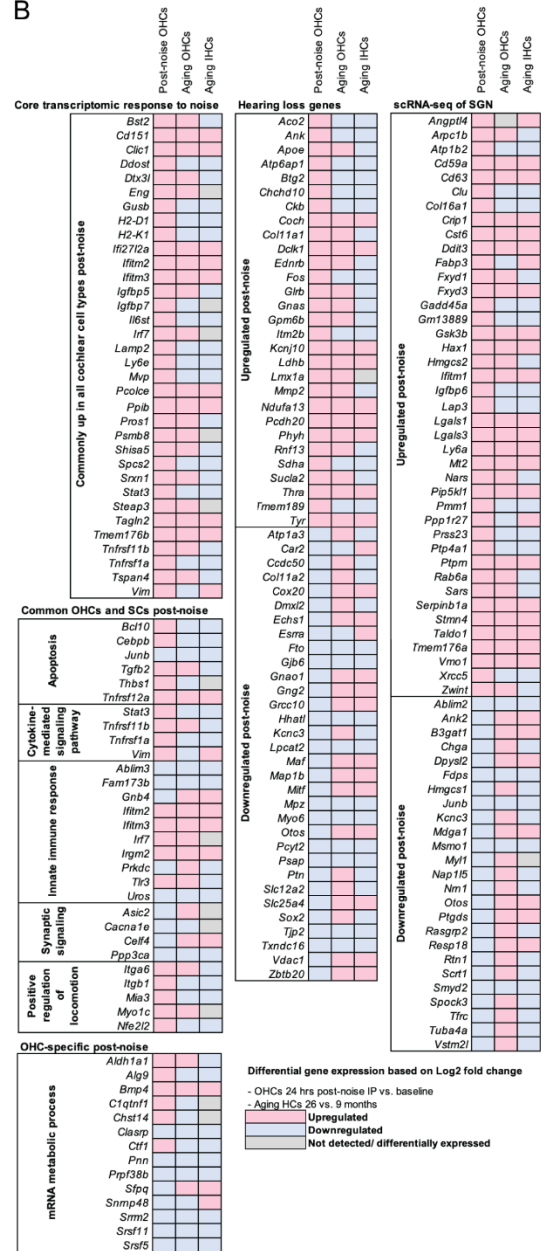

Figure S2: Differential gene expression in post-noise and aging HCs. Related to Figure 4.

(A) The differentially expressed genes from post-noise OHCs were downloaded from the gEAR database. Fold change values were based on gene expression 24 hrs post-noise exposure compared to baseline IP Prestin ribo-tagged OHCs. Gene lists were input into ShinyGO and the top enriched biological processes (BP) were identified. This lists of the top 30 up and downregulated processes were compared to the IHC and OHC lists of enriched GO biological processes in figures 1 and 2, respectively. Common processes among cell types are identified. (B) The trend of expression in a subset of genes after noise exposure compared to the differential expression trend in aging OHCs and IHCs. Several genes show a common trend in expression and overall the OHCs have more in common across the two studies. The groups of genes shown were identified in the Milon et al. study (2021) including: core transcriptional response to noise, common cochlear HC and support cell response to noise, unique OHC response to noise, and hearing loss phenotype-associated genes. Differential gene expression in post- noise spiral ganglion neurons (single-cell RNAseq) was also compared to aging HCs which revealed similar trends in downregulated genes between spiral ganglion neurons and IHCs.

How the deposited data were processed for this re-analysis (not part of the article)

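RNA was measured in IHCs and OHCs that the authors collected individually from cochleae of mice of 9 and 26 months, in 4 labelled groups of 4 libraries. The authors sequenced paired reads and mapped them with CLC Genomics Workbench to the mouse genome (GRCm38), in its exonic, intronic and intergenic sections. They deposited 1 table of RPKM, reads scaled by the length of the gene and by the mapped reads of the library, for 49585 genes in 16 libraries. The version of the mapper and its counting rules are not stated. The deposited table holds no counts. The strand of the reads is not given, so reads of an antisense gene can count toward a gene, and reads of near-identical genes cannot be assigned.

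Mapped reads per library were recovered from the steps between low RPKM values and the lengths of genes (the union of their exons in the GENCODE annotation), starting from genes with 1 transcript. Reads came out whole, within 0.001 read in every library, for 74.81% of detected genes. A median library labelled 9m OHC holds 20414642 reads, at which a gene of 1 kilobase at the background of 0.1 RPKM has about 2.04 reads, so that values near the background carry large counting error. For each pair of libraries of a group, the variance between them over genes with at least 1000 reads was compared with the Poisson variance. Libraries 1 and 2, and libraries 3 and 4, differed by about the sampling noise in every group, and each such pair was averaged and counted as 1 replicate, by a rule fixed before the data were examined. The paper gives 2 biological replicates with 2 technical repeats and, in another paragraph, 3 biological replicates, the deposited record counts each library as a biological replicate, and the labels do not say which libraries are repeats.

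Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2 of RPKM plus 0.1, within each cell type, among genes with a mean of 0.1 RPKM or more at 1 age at least. Genes were called at a Benjamini-Hochberg adjusted p of 0.1 or less and a log2 fold change of 1 or more in either direction, the thresholds of the paper. The same test was applied to the difference between libraries labelled OHC and IHC at 9 and at 26 months, and to the interaction of age and cell type over all 4 groups. Since the markers of OHCs were highest in libraries labelled 26m IHC, each age comparison is also given with the labels 26m IHC and 9m OHC exchanged, a reading chosen after seeing the data.

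Lists of genes for pathways, complexes and cell types were written from general knowledge and the paper's text. For each the called members were counted, over all genes and adjusted over the list alone, and the list was tested with camera at a preset correlation of 0.01 and with the correlation estimated, the latter passing for none of the lists. Genes are named by 4 rules: genes that the paper's text names for this comparison, whose values in its figures had been seen, the 10 largest rises and the 10 largest falls per cell type among called protein-coding genes with a mean of 1 RPKM or more in the higher age and no overlap between libraries, up to 4 members per list (the most abundant and the most changed), and sex-linked genes and markers of other cell types as lists. The gene names *Gatad1*, *Aqp11*, *Iigp1*, *Rims2* and *Cux2* were matched to close spellings in the paper. Some genes that the paper names are not reported here, and the counts of the directions it states leave them out.

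Sequence shared between genes was measured over 75-base windows, taken every 25 bases along a gene's longest transcript. The share given is that of windows that occur in any transcript of another gene, on either strand. Genes that overlap on opposite strands thus count as sharing sequence. The tests were run on simulated libraries with 200 changed genes and a spread of 2% between replicates. Alternatives were tried for the pseudocount, the filter, the scaling, the thresholds, the replicates and the model, and for leaving out each replicate. Cells of the stria vascularis, which the paper also sequenced, are not in the table and were left out, and no numbers were read from figures, while the directions of smFISH and protein signals in Fig. 5D were read by eye.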

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

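The tests of the 3 patterns weighed here were chosen after the results were seen, and the counts over other splits of the samples were planned.

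The change with age differed between the HC types in 9642 genes, tested as the interaction, 6553 with the larger increase in OHCs and 3089 with the larger increase in IHCs. This split depended on the scaling, with 4959 and 4475 under median ratio scaling and 4464 and 4702 under quantile normalization. The averaged replicates of 1 HC type can be split into 2 and 2 in 3 ways, too few for a share under 0.05. The split by age called 5138 genes in IHCs and 7367 in OHCs, each reached in 1 of 3 splits, and the highest of the other splits called 0. The planned splits of 8 libraries were replaced, as libraries 1 and 2, and libraries 3 and 4, of a group differed by about the sampling noise.

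Signal from genes that the paper does not discuss stood above its background of 0.1 RPKM. *Prg2*, which encodes the eosinophil granule major basic protein, was at 323.8 RPKM in libraries labelled 26m IHC and 0.0406, 0.0152 and 0.0441 RPKM in those labelled 9m IHC, 9m OHC and 26m OHC. The hemoglobin gene *Hba-a2* was at 2701 RPKM in libraries labelled 26m IHC, with 195, 4.22 and 5.10 RPKM in that order elsewhere. *Hba-a2* shares 80% of its 75-base windows with other genes' transcripts, so its reads are uncertain. *Ddx3y*, on the Y chromosome, was at 2.294 and 16.27 RPKM in libraries labelled 9m and 26m IHC, and below the background in both groups labelled OHC.

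The genes of OHC specialization were highest in libraries labelled 26m IHC, with a median of 146 RPKM over 16 genes against 1.3 and 6.14 RPKM in those labelled 9m and 26m OHC. RNA of the libraries labelled OHC mixed into them is argued against, since 16 of 16 genes exceeded both groups labelled OHC by more than the SDs. A change of IHCs with age under the deposited labels is argued against by the libraries labelled 9m OHC, where only 2 of 16 OHC genes were called higher than in those labelled 9m IHC. An exchange of the labels 26m IHC and 9m OHC is a candidate explanation that the tables do not exclude: 84 of 102 directions that the paper states for IHCs, or for HCs without a cell type, were called as stated between libraries labelled 9m OHC and 9m IHC, and the IHC genes *Slc17a8*, *Otof*, *Slc7a14* and *Tbx2* were all higher in libraries labelled 9m OHC than in those labelled 26m IHC. With the exchange, 12559 genes were expressed at 26 months in IHCs and 14452 at 9 months in OHCs, where the paper gives 12597 and 14535. As labelled these numbers were 14452 and 12559. Fig. 5D, read by eye, shows 9 smFISH directions in each HC type. Of these, 7 in IHCs and 9 in OHCs were called as shown with the exchange, and 4 and 0 as labelled. With the exchange and a pseudocount of 1 RPKM, 1606 genes were higher and 4696 lower in IHCs, where the paper gives 1605 and 4696. Both settings were chosen after seeing the values. Counts of changed genes in OHCs are set beside the paper's below. The exchange was found and tested on the same data, and at which step it arose was not tested.

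Neuron and macrophage genes were highest in libraries labelled 26m OHC, with medians of 30.1 and 5.64 RPKM, and their most abundant members there were *Snap25* (280.0 RPKM) and *Lyz2* (603 RPKM). A lower share of HCs could raise the genes of other cell types of the cochlea together. In each comparison only the neuron or only the macrophage list stood above the other lists, which met the rule of the test. This cannot argue against a lower share of HCs, as an equal addition gives unequal log2 fold changes where starting levels differ. Macrophage genes had a median of 0 RPKM and supporting cell genes of 18.6 RPKM in libraries labelled 9m OHC. Against libraries labelled 26m IHC, the lower quartile of log2 fold changes of neuron genes, 4.59, lay above the highest upper quartile, 3.89, among the lists of supporting cells, glia, mesenchyme, endothelium and stria, while that of macrophage genes, 2.05, did not. Erythroid and neutrophil genes, which were highest in libraries labelled 26m IHC, fell there (upper quartiles -5.55 and -3.51). Against libraries labelled 9m OHC, the lower quartile of macrophage genes, 3.62, lay above the highest upper quartile, 2.86, among the same 5 lists, while that of neuron genes, 2.43, did not. RNA of neurons and macrophages and a change of these genes within OHCs at 26 months cannot be told apart: 55 of 61 listed genes were called higher than in libraries labelled 9m OHC and 26m IHC alike, which restates the pattern and would hold for both. The authors aspirated the HCs individually. Of 32 neuron and 34 macrophage genes, 26 and 2 were also above 0.1 RPKM in libraries labelled 9m OHC, 4 and 4 are in another list, and the paper names 1 and 2.

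Many of the same genes differed between libraries labelled OHC and IHC at 9 and at 26 months, with a correlation of 0.466 between the 2 sets of log2 fold changes across genes, which are not independent replicates, and 4983 genes called the same way in both, beside 259 higher at 9 and lower at 26 months and 1063 the other way round. Reads shared between genes are argued against as the whole cause, since the correlation was 0.399 across the genes with no 75-base window in another gene's transcripts. Across the 5541 genes with such a window it was higher, 0.561. After rescaling without mitochondrially encoded genes, 4902 genes were called the same way. The mitochondrial share of mapped reads was 1.16% to 9.56% per library, so that this rescaling shifts log2 values by far less than the threshold of 1. It was therefore bound to keep most calls. Whether the larger share in libraries labelled OHC marks another difference between the libraries was not tested. A difference in the sex of the pooled mice, or in the library batch, cannot be told apart from the groups, as 4 of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were above 0.1 RPKM in both groups labelled IHC and at or below it in both labelled OHC. A difference between cell types as labelled, or between ages with exchanged labels, stays open and was not tested.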

How the results depend on the processing

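The alternatives were set before the data were examined, apart from the exchanged labels, the comparison of the groups labelled 26 months, the averaged replicates left out in turn and the alternatives for the interaction and the overlaps, which were added after the data were seen.

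With a pseudocount of 0.01 RPKM, no filter on low values, median ratio scaling, quantile normalization, rescaling without mitochondrially encoded genes, a replicate block, each library as its own replicate, the other pairings of libraries, 1 fit of all 4 groups, limma without trend or an adjusted p of 0.05, the number of called genes stayed within 1.5 times its value in each comparison. Together with the filter of mean 1 RPKM where it stayed within that factor, the ranges were 4872 to 5836 for IHCs as labelled, 5419 to 7651 for OHCs as labelled, 7380 to 10442 for exchanged IHCs, 7548 to 10518 for exchanged OHCs, 7238 to 10309 for the interaction. Without 1 library or 1 averaged replicate at a time they were 5094 to 5164, 7341 to 7391, 10022 to 10096, 10092 to 10217, 9594 to 9664 in that order. A group left with 1 averaged replicate is assumed to vary like the others.

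A pseudocount of 1 RPKM lowered each count. It called 2286 (892 higher, 1394 lower) in IHCs and 4197 (3141 higher, 1056 lower) in OHCs as labelled, 6302 (1606 higher, 4696 lower) in exchanged IHCs and 6410 (3041 higher, 3369 lower) in exchanged OHCs, and 5761 (4183 higher, 1578 lower) for the interaction. Genes higher in both HC types numbered 234 and genes lower in both 155 as labelled, and 919 and 2171 with exchanged labels. By its construction this pseudocount shrinks the fold changes of genes near or under 1 RPKM.

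A threshold of 2 on the log2 fold change can only lower the counts. They were 1715 (711 higher, 1004 lower) and 3750 (2816 higher, 934 lower) as labelled, 4865 (1248 higher, 3617 lower) and 5289 (2750 higher, 2539 lower) with exchanged labels and 5062 (3670 higher, 1392 lower) for the interaction. The overlaps were 181 and 98 as labelled and 640 and 1189 with exchanged labels.

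The filter of mean 1 RPKM, under which fewer genes are tested, gave 3096 (1214 higher, 1882 lower) in IHCs as labelled, 1384 lower in OHCs as labelled, 2036 on the lower side of the interaction, and 387 genes higher and 251 lower in both HC types as labelled.

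Quantile normalization moved the split between higher and lower genes, to 3350 higher and 3407 lower in OHCs as labelled, 4040 and 4230 in exchanged IHCs and 4702 lower for the interaction, with 2211 genes lower in both HC types with exchanged labels. Median ratio scaling put 4011 genes higher in exchanged IHCs. The cause of these moves was not tested.

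Exchanging the labels took the count in IHCs from 5138 to 10085 and its lower part to 7435, and the lower part in OHCs to 5526. With a pseudocount of 1 RPKM as well, the lower part in IHCs was 4696, and OHCs had 3041 higher and 3369 lower genes. Both settings were chosen after seeing the values.

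Named genes gave 792 results with a log2 fold change, and the alternatives set beforehand 16570 further values, of which 16338 kept the direction and the side of the threshold, 160 lost the call, 69 gained one and 3 turned. Most of the lost calls came with a pseudocount of 1 RPKM (68), quantile normalization (35) and median ratio scaling (36). The log2 fold changes that turned were those of *H2afx* (-0.00543) in OHCs as labelled with quantile normalization and *C1ql1* (1.06) and *Syt4* (0.307) in exchanged IHCs with quantile normalization, and the cause was not tested. Genes whose call ended when 1 library was left out are named with their values at the claims.

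Expressed genes per group ranged, from a mean above 1 RPKM to a mean above 0, over 10751 to 17258, 10351 to 18164, 9761 to 15313 and 11288 to 16069 for libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC.

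Libraries simulated at the depths of the data, with known changes, were tested in the same way. Of genes changed by 1.5 on the log2 scale, 86.6%, 97%, 90.9%, 88.1% and 92.5% were called in the right direction in IHCs as labelled, OHCs as labelled, exchanged IHCs, exchanged OHCs and the interaction. False calls numbered 2, 2, 7, 3 and 10 among 14183, 12318, 14179, 14179 and 14214 unchanged genes. Only 200 genes were changed, in both directions, and the values were not rescaled afterwards. The data had far more called genes and shifted medians, so these counts do not give the error rate of the calls there.

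Deviations from the group means correlated across genes between libraries of the 2 ages with the same number (0.27 to 0.289 in IHCs and 0.083 to 0.146 in OHCs) and between averaged replicates with the same number (0.544 in IHCs and 0.338 in OHCs as labelled, and 0.373 in exchanged IHCs and 0.413 in exchanged OHCs), and a block for the replicate number gave 5150, 7382, 10096, 10197 and 9646 genes in the order of the comparisons. The spread behind the SEs and adjusted p-values was thus partly shared between separate groups and may be technical. With a spread of 1.07% to 2.23% beyond counting error, leaving out libraries or pairing them otherwise could move few calls. The small changes in count therefore do not show that calls would hold in other mice.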

Differences from the paper's values

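The exchanged labels, and the exchanged labels with a pseudocount of 1 RPKM, were chosen after seeing the values. Leaving out averaged replicates was also added after the data were seen, and the other alternatives used here were set before the data were examined.

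At the paper's thresholds, 2916 genes were lower at 26 months in IHCs as labelled, where the paper gives 4696. For OHCs as labelled 5288 were higher and 2079 lower, where the paper gives 3040 and 3368. Of the alternatives set beforehand, those within 1.5 times the paper's count were 3306 at a pseudocount of 0.01 RPKM for lower genes in IHCs, 3141 at a pseudocount of 1 RPKM, 4035 with the filter of mean 1 RPKM, 4325 with median ratio scaling, 3350 with quantile normalization and 2816 with a threshold of 2 on the log2 fold change for higher genes in OHCs and 3029 with median ratio scaling and 3407 with quantile normalization for lower genes in OHCs, and the other alternatives were not. With exchanged labels and a pseudocount of 1 RPKM, chosen after seeing the values, the counts were 4696, 3041 and 3369. Of the genes called as the paper states as labelled, this setting drops 2 of 8 in IHCs and 2 of 32 in OHCs.

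The paper gives falls with age of 9-fold for *Slc26a5*, 5-fold for *Tmem63b* and 4-fold for *Aqp11* in OHCs, and of 5-fold or more for *H2afx* in both HC types. As falls on the log2 scale, a negative value standing for a rise, these genes had -2.84, 0.206 and -0.595 in OHCs as labelled, and *H2afx* -0.501 in IHCs and -1.69 in OHCs. No alternative set beforehand brought these falls within 1.5 times the paper's numbers. With exchanged labels, chosen after seeing the values, the ratios of RPKM at 9 months to 26 months were 442, 38 and 17.7 for *Slc26a5*, *Tmem63b* and *Aqp11* in OHCs and 210 and 43.8 for *H2afx* in IHCs and OHCs, each over 1.5 times the paper's fold (a lower bound for *H2afx*), while on the log2 scale the falls were 8.71, 5.07, 4.14, 6.34 and 5.15 in that order. The latter lie within 1.5 times the paper's numbers only if these are read as log2 units, which the paper's text does not state and which is the unit of the axis of Fig. 5A, where *H2afx* is not shown.

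The paper gives 12597 expressed genes at 26 months in IHCs and 14535 at 9 months in OHCs, and a decline with age in both HC types. Libraries labelled 26m IHC had 14452 and those labelled 9m OHC 12559, each within 1.5 times the paper's number, so that as labelled the number in OHCs was higher at 26 months (13821). With exchanged labels, chosen after seeing the values, the numbers were 12559 and 14452.

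In Fig. 5D, read by eye, smFISH bars show directions between 9 and 22 months for the genes reported here. Of 9 in IHCs as labelled, 4 were called as shown, 3 the other way and 2 were not called, and of 9 in OHCs, 0 were called as shown, 3 the other way and 6 were not called. With exchanged labels, chosen after seeing the values, 7 were called as shown, 0 the other way and 2 were not called in IHCs, and 9 were called as shown, 0 the other way and 0 were not called in OHCs.

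The paper gives approximately 100 M sequenced paired-end reads per sample, which is not the same measure as mapped reads. How read pairs were counted in the deposited values is not stated. The median of mapped reads per library was 29.9, 24.3, 20.4 and 20.5 M in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC, and no alternative bears on it. Summed over the 4 libraries of a group it was 119.9, 97.4, 81.5 and 82.1 M.

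As labelled, of 102 genes for which the paper's text states a direction in IHCs, 8 were called as stated, 19 the other way and 75 were not called, and of those with a stated direction in OHCs, 32 were called as stated, 24 the other way and 68 were not called. With exchanged labels, chosen after seeing the values, for IHCs 84 were called as stated, 4 the other way and 14 were not called, and for OHCs 116 were called as stated, 3 the other way and 5 were not called. This setting drops 1 of the 8 genes called as stated as labelled in IHCs and 0 of the 32 in OHCs. Statements on HCs that name no cell type were counted for both HC types. Genes below the filter were counted as not called.

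As labelled, other settings call some of these genes as the paper states. In IHCs these are *Eya2* at a pseudocount of 0.01 RPKM, *Foxo3* with quantile normalization and *Taf9* without 26m IHC replicate 1 or 4. In OHCs they are *Eps8l2* and *Twf2* with median ratio scaling, *Espn*, *Tdg* and *Tmem63b* with quantile normalization, and *Hdac5* and *Otog* with both. *Igf1r* in OHCs is called at a pseudocount of 0.01 RPKM and without 9m OHC replicate 2 or 4, 26m OHC replicate 3 or 26m OHC averaged replicate 1.

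With exchanged labels, 4 genes in IHCs and 3 in OHCs still moved against the paper's statement. For IHCs, a rise of *Dhx58*, *Maf1* and *Tigar* and a fall of *Hdac7* were taken as stated, and log2 fold changes were -1.51, -3.06, -2.08 and 1.69. For OHCs, a rise of *Maf1* and *Slc6a9* and a fall of *Gsn* were taken as stated, and the values were -3.38, -1.39 and 1.08. The paper's sentence on *Dhx58* concerns aging HCs and that on *Gsn* names no cell type, so these are not statements about 1 HC type.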

Other observations

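The comparisons with exchanged labels were chosen after the data were seen, and the lists were fixed before.

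Genes of blood cells were mainly seen in libraries labelled 26m IHC. Neutrophil genes had a median of 1.74 RPKM there and 0 in the other 3 groups, and erythroid genes, which serve oxygen transport in red blood cells, medians of 26.1, 382, 0.0872 and 0 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. *Epx*, the eosinophil peroxidase, was at 0, 31.6, 0 and 0 RPKM in the same order. The erythroid list had 7 higher and 0 lower of 7 (median 3.79) in IHCs and 1 higher and 0 lower of 3 (median 0.297) in OHCs as labelled, and 0 higher and 7 lower of 7 (median -3.51) and 0 higher and 7 lower of 7 (median -7.54) with exchanged labels, where the median turned to -0.595 with median ratio scaling and -0.207 with quantile normalization in OHCs as labelled. The hemoglobin gene *Hbb-bs* rose in IHCs as labelled (4.22) and fell in exchanged IHCs (-3.51). *Hbb-bs* shares 60.9% of its 75-base windows with other genes' transcripts, so its reads are uncertain.

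Sex-linked genes divided the groups by their labelled cell type. *Xist*, of the inactive X chromosome, was at 1.61, 0.374, 6.60 and 6.03 RPKM and its antisense gene *Tsix* at 0.249, 0.0928, 5.68 and 9.80 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. The Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* were at 3.32, 19.4, 0.00890 and 0 RPKM, 0.246, 1.31, 0.0239 and 0.000970 RPKM and 0.910, 3.42, 0.00163 and 0.00471 RPKM. The sex-linked list had 4 higher and 1 lower of 6 (median 1.92) in IHCs and 0 higher and 0 lower of 2 (median 0.323) in OHCs as labelled, and 2 higher and 4 lower of 6 (median -2.4) and 2 higher and 4 lower of 6 (median -4.44) with exchanged labels, where the median turned to -0.0721 with median ratio scaling and -0.0997 with quantile normalization in OHCs as labelled. The methods name male and female mice and the labels give no sex.

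Among ion channel genes, sodium channel genes had 2 higher and 5 lower of 11 (median -0.832) in IHCs and 9 higher and 0 lower of 12 (median 1.47) in OHCs as labelled, and 3 higher and 5 lower of 11 (median 0.63) and 9 higher and 2 lower of 14 (median 1.65) with exchanged labels. *Scn4b*, a beta subunit gene, rose in OHCs as labelled (2.88) and in exchanged OHCs (6.70). The neuron list had 0 higher and 26 lower of 29 in IHCs as labelled and 10 higher and 8 lower of 30 in exchanged IHCs. It had 30 higher and 0 lower of 31 in OHCs as labelled and in exchanged OHCs. Genes of actin capping, all named by the paper and thus not independent evidence, had 0 higher and 1 lower of 7 (median -0.511) in IHCs and 0 higher and 0 lower of 7 (median 0.208) in OHCs as labelled, and 0 higher and 7 lower of 7 (median -1.67) and 1 higher and 4 lower of 7 (median -2.25) with exchanged labels, where the median turned to -0.192 with median ratio scaling in OHCs as labelled.

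Transcription factor genes of HCs had 4 higher and 3 lower of 17 (median 0.377) in IHCs and 5 higher and 1 lower of 17 (median 0.153) in OHCs as labelled, and 1 higher and 9 lower of 18 (median -0.99) and 4 higher and 6 lower of 18 (median -0.419) with exchanged labels, where the median turned to -0.217 with median ratio scaling and -0.112 with quantile normalization in OHCs as labelled. *Barhl1*, a factor of HC survival, was at 2.75, 5.83, 1.59 and 0 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Histone genes had 4 higher and 4 lower of 23 (median -0.131) in IHCs and 6 higher and 8 lower of 16 (median -1.1) in OHCs as labelled, and 2 higher and 10 lower of 20 (median -1.1) and 2 higher and 14 lower of 22 (median -1.15) with exchanged labels, where the median turned to 0.0637 with median ratio scaling and 0.022 with quantile normalization in IHCs as labelled. *Hist1h4i* rose in OHCs as labelled (5.88). *Hist1h4i* shares 22.2% of its 75-base windows with other genes' transcripts, so its reads are uncertain.

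Genes of mesenchyme had 13 higher and 2 lower of 21 (median 1.44) in IHCs and 12 higher and 3 lower of 20 (median 1.79) in OHCs as labelled, and 6 higher and 4 lower of 17 (median 0.385) and 11 higher and 7 lower of 23 (median 0.664) with exchanged labels, and *Sparc*, of the extracellular matrix, was at 644, 2167, 73.4 and 76.4 RPKM in libraries labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC. Endothelial genes had 5 higher and 1 lower of 6 (median 1.12) in IHCs and 5 higher and 2 lower of 8 (median 1.33) in OHCs as labelled, and 3 higher and 3 lower of 6 (median -0.213) and 5 higher and 3 lower of 9 (median 1.1) with exchanged labels, where the median turned to 0.22 with median ratio scaling and 0.706 with quantile normalization in exchanged IHCs. Genes of the stria vascularis had 4 higher and 3 lower of 11 (median 0.303) in IHCs and 6 higher and 1 lower of 12 (median 0.961) in OHCs as labelled, and 7 higher and 4 lower of 14 (median 1.58) and 7 higher and 3 lower of 13 (median 1.09) with exchanged labels.

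Genes with many processed pseudogenes or near copies, to which reads can map in common, had 0 higher and 9 lower of 45 (median -0.35) in IHCs and 3 higher and 2 lower of 45 (median 0.182) in OHCs as labelled, and 16 higher and 7 lower of 45 (median 0.64) and 22 higher and 3 lower of 45 (median 0.906) with exchanged labels, where the median turned to -0.217 with median ratio scaling in OHCs as labelled. Adjusted over the list alone they had 1 higher and 9 lower in IHCs as labelled. For the other 9 lists of this part the counts adjusted over the list alone were equal to those over all genes. With an estimated correlation, where n = 2 per group leaves little power, camera called none of the 10.

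Among the lists and comparisons whose counts are given in this text, the mean log2 fold change had the sign opposite to the median for calcium channel genes (0.195), DNA repair genes (0.00865), HC transcription factor genes (-0.0839) and histone deacetylase genes (0.164) in IHCs as labelled, DNA methylation genes (-0.0044), acetyltransferase genes (0.159), intrinsic apoptosis genes (-0.0717) and sirtuin genes (0.128) in exchanged OHCs, histone deacetylase genes (0.406), histone genes (0.141) and nuclear oxidative phosphorylation genes (0.0667) in OHCs as labelled, sodium channel genes (-0.852) in exchanged IHCs. Camera, which compares a list with all other genes, pointed against the median among the same lists, without passing the test with an estimated correlation, for lists of actin capping, chloride channel, DNA repair, erythroid, HC transcription factor, intrinsic apoptosis, multi-copy, glial and sex-linked genes in OHCs as labelled, chloride channel, endothelial, interferon-response, OHC specialization, sex-linked and sirtuin genes in exchanged IHCs, DNA repair, histone deacetylase and histone genes in IHCs as labelled, acetyltransferase, glial and sirtuin genes in exchanged OHCs.

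The available copy of Table S1 holds the first 1999 of 49585 genes and no column names. Each of its 16 columns of RPKM equals 1 deposited column (tolerance 1e-05 relative to the value), in the order labelled 9m IHC, 26m IHC, 9m OHC and 26m OHC with 4 columns each. Without column names it does not show which condition the authors assigned to a column.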
